# Endocrine lineage biases arise in temporally distinct endocrine progenitors during pancreatic morphogenesis

**DOI:** 10.1038/s41467-018-05740-1

**Published:** 2018-08-22

**Authors:** Marissa A. Scavuzzo, Matthew C. Hill, Jolanta Chmielowiec, Diane Yang, Jessica Teaw, Kuanwei Sheng, Yuelin Kong, Maria Bettini, Chenghang Zong, James F. Martin, Malgorzata Borowiak

## Abstract

Decoding the molecular composition of individual *Ngn3* + endocrine progenitors (EPs) during pancreatic morphogenesis could provide insight into the mechanisms regulating hormonal cell fate. Here, we identify population markers and extensive cellular diversity including four EP subtypes reflecting EP maturation using high-resolution single-cell RNA-sequencing of the e14.5 and e16.5 mouse pancreas. While e14.5 and e16.5 EPs are constantly born and share select genes, these EPs are overall transcriptionally distinct concomitant with changes in the underlying epithelium. As a consequence, e16.5 EPs are not the same as e14.5 EPs: e16.5 EPs have a higher propensity to form beta cells. Analysis of e14.5 and e16.5 EP chromatin states reveals temporal shifts, with enrichment of beta cell motifs in accessible regions at later stages. Finally, we provide transcriptional maps outlining the route progenitors take as they make cell fate decisions, which can be applied to advance the in vitro generation of beta cells.

## Abstract (web summary)

Endocrine progenitors form early in pancreatic development but the diversity of this cell population is unclear. Here, the authors use single cell RNA sequencing of the mouse pancreas at e14.5 and e16.5 to show that endocrine progenitors are temporally distinct and those formed later are more likely to become beta cells

## Introduction

Derivation of beta cells for regenerative medicine depends upon the robust production of pancreatic progenitors (PPs), yet little is known about the gene expression dynamics of individual progenitors; if heterogeneous progenitors exist that are not recognized by current in vitro approaches, then derived progenitors might have a lower fidelity for the desired fate. Of the progenitors en route to the beta cell fate, endocrine progenitors (EPs), a transient cell type in the embryonic pancreas, are essential to understand as they give rise to all five pancreatic islet cell types (alpha, beta, delta, gamma, and epsilon). Genetic studies have shown that the endocrine master regulator Neurogenin3 + (Ngn3) is necessary for EP formation^1–4^. Ngn3 is also critical for human pancreatic endocrine development: null mutations in *Ngn3* cause neonatal diabetes and block beta cell differentiation from human pluripotent stem cells^5,6^. Thus, all EPs must traverse through a window of Ngn3 expression during embryogenesis, with Ngn3 conserved as a master regulator of the endocrine program across species^7^.

During early murine pancreatic development (termed the primary transition), only a few EPs form, mostly giving rise to alpha cells and it is unclear whether they persist into adulthood^2,8^. In later pancreatic development (termed the secondary transition), EP birth is robust and all endocrine cell types are formed^9^. While EPs are able to develop into all islet cell types, individually EPs are thought to be post-mitotic and only give rise to one islet cell^10^. Recent studies have shown that EPs with low *Ngn3* levels retain a higher mitotic index before *Ngn3* expression is upregulated^11,12^. Thus, upon high levels of *Ngn3*, EPs exit the cell cycle and delaminate from the epithelium to differentiate into one endocrine cell type.

*Ngn3* + EPs mostly originate from *Sox9* + /*Spp1* + bipotent progenitors (BPs) in the trunk epithelium^13^. These BPs can either be induced into EPs and delaminate or remain in the trunk and differentiate into ducts^14^. Tip cells of the epithelium can also give rise to EPs prior to e12.5 when tip cells still retain multipotency^15,16^, but their overall contribution to the endocrine pool is not well established. Further, around e15.5 the pancreatic epithelium is remodeled from a web-like plexus to a branched arborized ductal system^17,18^. This reorganization leads to compartmentalization of the branching epithelium, with Ptf1a + and Cpa1/2 + cells forming the pro-acinar tips while EP induction becomes restricted to the trunk^19,20^.

How EPs differentiate into endocrine islet cells is intensively studied. This interest has been further enhanced by the immediate need to create a robust source of human beta cells. Multiple studies identified a number of transcription factors involved in the specification of endocrine fate, including alpha cell-specific genes like *Arx*, *Pou3f4*, *Irx1*, and *Irx2*^21,22^. Other studies showed that endocrine differentiation and fate determination is regulated epigenetically^23^, with Dnmt3a, Hdac1, and Nkx2-2 repressing the alpha cell gene *Arx* to promote beta cell formation^24^. However, the in vivo chromatin landscapes of EPs are insufficiently characterized, and it is unknown precisely how the epigenomic state influences endocrine cell fate determination.

It is also unknown whether EPs are heterogeneous. Analyzing single Ngn3 + EPs would help to characterize their heterogeneity and further determine if functional EP subtypes exist that may be biased towards one specific endocrine fate over another. Currently EPs are identified mainly by the expression of broad or single markers such as Ngn3, possibly neglecting important distinctions between EPs. Furthermore, lineage tracing experiments have indicated that islet cell fate is determined before hormone expression^10,25^. However, when EPs diverge to differentiate into specific islet cell types is not known, therefore whether this decision occurs before, during, or after *Ngn3* expression remains a prominent question in the field.

Using comprehensive and high-depth approaches, we determine that four *Ngn3* + cell subtypes exist during pancreatic organogenesis. The *Ngn3* + cell diversity reflects developmental maturation rather than EPs primed for specific endocrine cell types and persists from e14.5 to e16.5. We find that e16.5 EPs are transcriptionally different from e14.5 EPs. Further, e16.5 EPs have a higher propensity to form beta cells as the epithelium undergoes remodeling, with changes in EP birth location, as well as in BPs from e14.5 to e16.5 leading to epigenetic and transcriptional shifts in the resulting EPs. Our data suggest that the changes prior to *Ngn3* expression alter the type of EPs that form, with intrinsic shifts in the temporal chromatin accessibility and thus EP potential. Finally, we map out the transcriptional route progenitors take to differentiate into alpha and beta cells, a valuable resource to advance the field of regenerative medicine.

## Results

### Single-cell RNA-seq of the e14.5 pancreas

The majority of murine pancreatic EPs appear between e13.5 and e17.5, with an abundance of Ngn3-eGFP + EPs arising at e14.5 and e16.5 (Supplementary Fig. 1a-c). We employed a combination of high-throughput and high-depth approaches to gain insight into the molecular signature of EPs and their potential to differentiate into alpha or beta cells (Fig. 1a). 

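Drop-seq captures single cells in droplets, each with a bead whose oligonucleotides carry a cell barcode and a unique molecular identifier (UMI), so that copies of a captured mRNA molecule are not counted again. At e14.5, pancreata of outbred ICR mice were pooled and dissociated in 3 batches of 1 litter each, from epithelium, mesenchyme, mesothelium, vessels and blood alike. The count table used here holds whole-number UMI counts of 21753 genes in 15243 cells, and the cell names carry run numbers 1 to 3, with 8119, 2475 and 4649 cells. The runs hold 26008452, 5332021 and 13682976 UMIs, with medians of 2077, 1499 and 1945 UMIs per cell. Over all cells the mean was 2954 UMIs, the median 1934 and the range 564 to 83953, beside the paper's stated mean of 2957.2 UMIs, and the median cell had 1235 genes. The authors aligned reads with STAR and merged the runs, and 15236 cells hold at least 500 genes, beside the 15228 cells that the paper profiled. From these counts, cells were scaled to 10000 UMIs, the UMI number and mitochondrial share were regressed out of the log values, and clusters were formed on 22 principal components of 2000 variable genes by the Leiden method. Clusters were named from marker lists set before the data were examined, and the names carry no annotation by the authors. Cells called doublets by similarity to simulated doublets, set to 5% of the cells, were kept. Gene levels are UMIs summed over the cells of a class, per 10000 UMIs of that class, and are given as the mean ± SD of the 3 runs. Comparisons between classes used the sums per run and class in edgeR's quasi-likelihood test, with run as a block, so that p-values measure how repeatable a difference was over the 3 runs. Intervals in brackets after a share, level or ratio are exact 95% intervals that cover counting error alone.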

Using droplet-based single-cell RNA-seq (scRNA-seq)^26^, we transcriptionally profiled 15,228 single cells from 39 e14.5 pancreata, with each cell marked by a STAMP-ID (single-cell transcriptomes attached to microparticles identification; Supplementary Fig. 2a and 2b). To group single cells into respective cell types, we performed graph-based clustering followed by visualization using t-distributed stochastic neighbor embedding (tSNE; Supplementary Fig. 2c), revealing 26 transcriptionally unique subtypes (Fig. 1b, e). We classified the cluster identity using known genes, for instance the expression of *Ngn3* in EPs or *Rbpjl*, *Ptf1a, Nr5a2*, and *Cpa1* in tip cells (Supplementary Fig. 2e). We found that a high number of pancreatic cell types and subtypes exist, with heterogeneity in EPs, mesenchyme, and mesothelium. 

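The 15243 cells formed 31 clusters. Among epithelial cells, 2371 were tip-like, 1360 were bipotent progenitor (BP)-like, 537 EPhi-like, 421 EPlo-like, 350 alpha-like and 186 beta-like, and the tip-like cells fell into 4 clusters. Supporting tissue was the larger part, with 2858 mesenchyme-like cells in 4 clusters, 1361 mesothelium-like cells in 2 clusters and 1596 pericyte-like or stellate-like cells. Vessels and blood gave 412 endothelial-like, 389 macrophage-like and 375 erythroid-like cells and 138 mast-like or other leukocytes, and 125 neuron-like and 90 hepatocyte-like cells were also found. A further 2674 cells in 5 clusters stayed unnamed, and 3 of these had Nkx2-5 and Kazald1 among their 10 leading genes, Nkx2-5 being a transcription factor of spleen and stomach mesenchyme in the embryo. A tip-like cluster of 148 cells had a median of 18424.5 UMIs per cell, and a pericyte-like cluster of 152 cells held doublet calls in 83.6% of them. The cluster that holds the EPlo-like cells had 1 EPlo marker and 1 alpha marker among its 10 leading genes.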

We also captured blood cells along with endothelial cells and neurons. We found equal representation of cells from all three batches in every cluster, with the exception of three mesenchyme clusters and a cluster of hepatocytes composed mostly of batch 1 cells (Mes2 cluster 1; Pr. Mes2 cluster 6; Mes3 cluster 8; Hepato cluster 27), likely due to increased inclusion of surrounding tissue during the first dissection (Supplementary Fig. 2d). 

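Hepatocyte-like cells came almost wholly from run 1, which gave 89 of the 90 cells (98.9%), and run 1 also gave 353 of the 375 erythroid-like cells (94.1%). The 3 unnamed clusters with Nkx2-5 and Kazald1 among their leading genes took 97.0%, 97.9% and 99.4% of their 763, 705 and 655 cells from run 1, and a pericyte-like cluster with Tlx1 among its leading genes took 149 of 152 cells (98.0%) from it. Run 1 held 53.3% of all cells. The other 25 clusters, the EP, alpha, beta, BP and tip clusters among them, took between 20.8% and 87.8% of their cells from run 1. The 6 clusters above 90% held 2740 cells in all.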

We scored each cell in the pancreas on their expression for S-phase, G1, and G2/M transition genes, classifying clusters as proliferating (Pr.) or non-proliferating (Fig. 1c)^27^. While most cells were actively dividing as expected at e14.5, the majority of EPs and alpha and beta cells were found to be in the G1 phase (89.3%), revealing a very limited proliferative capacity of embryonic endocrine cells and progenitors.

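Of the 1494 EP-like, alpha-like and beta-like cells, 161 scored in S or G2/M phase, a share of 10.8% (9.25 to 12.5) with an SD of 2.30 over the 3 runs, and 89.2% scored in G1. In all other cells the share in S or G2/M was 60.7% (59.9 to 61.5) with an SD of 1.03. Tip-like cells were at 86.6% (85.1 to 87.9), BP-like cells at 67.4% (64.8 to 69.8) and mesenchyme-like cells at 46.0% (44.2 to 47.9). Within the endocrine classes, EPhi-like cells scored in S or G2/M in 21.0% (17.7 to 24.7) (SD 5.32) and EPlo-like cells in 4.28% (2.55 to 6.67) (SD 1.66). Phases came from scores of 43 S-phase and 54 G2/M-phase genes, which also read free RNA, and with every cell thinned to 1000 UMIs the shares were 11.3% of 1275 EP-like and hormonal cells and 61.5% of the others. Between EPhi and EPlo the sums of S-phase genes went the same way, but these genes also gave the scores and are no independent support. Of 27 tested, 18 were higher in EPhi at an adjusted p under 0.05 from edgeR, none was lower and 9 did not pass (21 higher when adjusted over the list alone).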

**Fig. 1:**
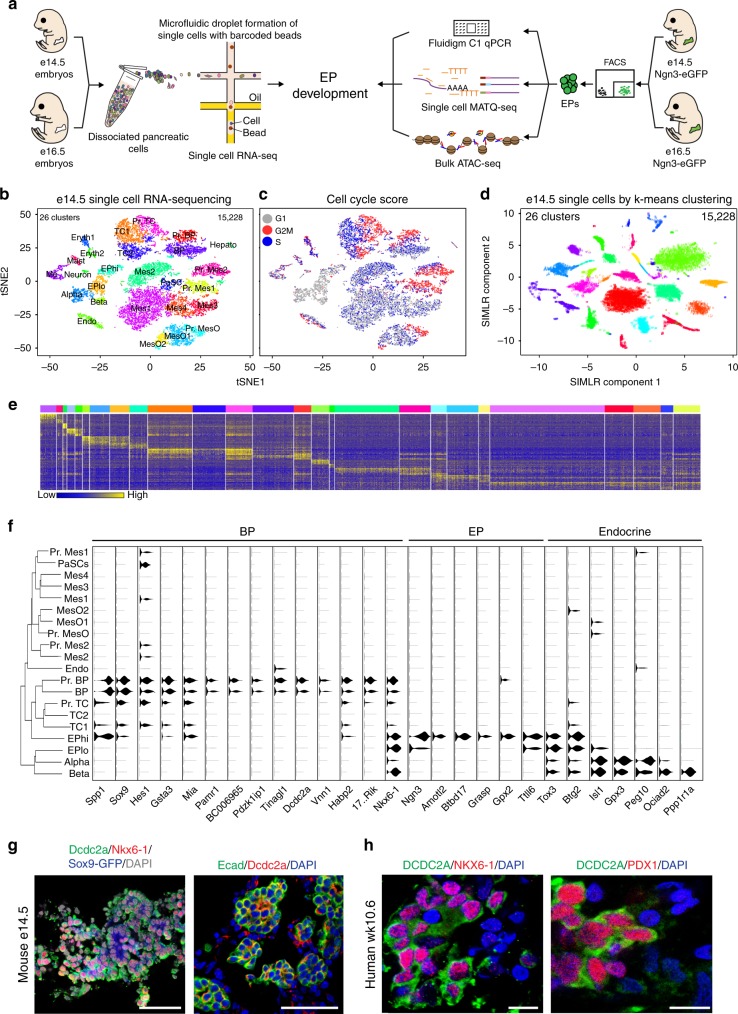
Clustering of distinct cellular populations from the e14.5 mouse pancreas using single-cell RNA-seq. **a** Schematic illustration of the experimental pipeline to investigate EP developmental dynamics. **b** tSNE representation of single-cell transcriptomes grouped using graph-based clustering. 15,228 single-cell transcriptomes were derived from 39 e14.5 pancreata from 3 litters revealing 26 clusters from the top 22 principle components. Cell type annotation from expression of known markers as listed in Supplementary Fig 1. Pr. Mes proliferating mesenchyme, Mes mesenchyme, MesO mesothelium, Pr. BP proliferating bipotent progenitor, TC tip cell, Pr. TC proliferating tip cell, EPhi EPs with high *Ngn3* expression, EPlo EPs with low *Ngn3* expression, Eryth erythrocyte, PaSC pancreatic stellate cells, Mast mast cells, MΦ macrophages, Endo endothelial cells, Hepato hepatocytes. **c** Cell cycle phase analysis of single embryonic pancreatic cells. The approximate cell cycle phase was calculated by scoring individual cells on their expression for S-phase, G1, and G2M transition genes as defined by Kowalczyk et al^31^. **d** Visualization of single-cell transcriptomes using the SIMLR multi-kernel learning algorithm revealed 26 clusters. **e** Each of the 26 graph-based clusters is transcriptionally distinct. Heatmap of the top 100 differentially expressed genes (*y*-axis) from single cells (*x*-axis). Expression ranges from blue (low) to high (yellow). **f** Violin plot of transcripts (shown in *x*-axis) enriched in BP or endocrine clusters (shown on *y*-axis). Dendogram on left shows cluster relationships. 17…Rik denotes 1700011H14Rik. **g** Newly described BP gene Dcdc2a is expressed in the e14.5 mouse pancreas. On left, immunofluorescent staining of Dcdc2a (green), knock-in Sox9-eGFP (blue), with Nkx6-1 (red) and nuclei (DAPI, gray). On right, immunofluorescent staining of Dcdc2a (red) with epithelial cells marked by E-cadherin (Ecad, green) while nuclei are marked by DAPI in blue. Scale bar = 50 μm. Single channels in Supplementary Fig. 1d. **h** DCDC2a is expressed in the wk10.6 human pancreas. Immunofluorescent staining of DCDC2a (green) with nuclei marked by DAPI in blue. BPs are marked on left, by NKX6-1 (red) and on right, by PDX1. Scale bar = 10 μm. Single channels in Supplementary Fig. 1d. See also Supplementary Figures 1-3

The de novo characterization of transcriptionally distinct cell types and subtypes from scRNA-seq data sets relies on robust statistical methodologies. Thus, we used an additional clustering method, Single-Cell Interpretation via Multikernel Learning(SIMLR)^28^, which recapitulated the 26 distinct clusters defined through graph-based clustering (Fig. 1d and Supplementary Fig. 2f). However, graph-based clustering more faithfully captured the developmental relationships of cells than kernel-based clustering when visualized by dimensionality reduction, for example the close proximity of EPs to alpha or beta cells (Supplementary Fig. 2g). Thus, we used graph-based clustering for subsequent droplet-based scRNA-seq analyses.

We found two EP subtypes, with EPhi (high levels of *Ngn3*) clustering further from alpha and beta cells while EPlo (low levels of *Ngn3*) were proximal to alpha or beta cells (Fig. 1b). 

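Neurog3, which encodes the transcription factor that starts the endocrine program, is among the markers that named the EPhi class, so its level there describes the class. At least 1 Neurog3 UMI was found in 92.0% of 537 EPhi-like cells (median 1853 UMIs per cell), 14.3% of 421 EPlo-like cells (median 1708) and 11.0% of 1360 BP-like cells (median 2460.5). The level was 31.3 ± 3.92 UMIs per 10000 in EPhi, 1.65 ± 0.185 in EPlo and 0.648 ± 0.245 in BPs (n = 3 runs). Alpha-like cells held a UMI in 2.29% and beta-like cells in 5.38%. In classes that should lack the gene, a UMI was found in 0.560% of 2858 mesenchyme-like cells (median 1669 UMIs), 1.29% of 389 macrophage-like cells (median 1697) and 2.18% of 412 endothelial-like cells (median 1958.5), and the alpha share lay inside the interval of the endothelial one, which reached 4.11%. With every cell thinned to 1000 UMIs the shares were 84.6% in EPhi, 10.5% in EPlo, 4.85% in BPs, 3.61% in beta cells, 0.639% in alpha cells, 0.416% in mesenchyme, 0.935% in macrophages and 1.25% in endothelial cells, with 83 EPhi-like and 79 EPlo-like cells too shallow to be used.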

We also found a higher number of alpha cells (30.8% of endocrine cells) than beta cells (11.3% of endocrine cells; Supplementary Fig. 3a). 

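Alpha-like cells made up 23.4% (21.3 to 25.7) of the 1494 endocrine cells, with 23.9%, 26.2% and 21.5% in runs 1, 2 and 3 (SD 2.39). Under each alternative clustering that gave an alpha share it was higher, at 26.9% to 29.1%. Beta-like cells made up 12.4% (10.8 to 14.2), with 12.4%, 11.3% and 13.2% (SD 0.955), so alpha cells were the larger group in each of the 3 runs. EPs are part of this denominator, as EPhi-like and EPlo-like cells. Cells gated by hormone UMIs, with at least 5 UMIs of Gcg or of Ins1 and Ins2 together, gave 251 Gcg-dominant and 181 insulin-dominant cells at e14.5.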

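Over 2000 variable genes, the summed profile of EPlo was nearest to that of alpha cells, with a correlation across genes of 0.862 ± 0.0134 (SD over the 3 runs), then to beta cells at 0.823 ± 0.00796 and to EPhi at 0.747 ± 0.0320. EPhi correlated at 0.753 ± 0.0330 with BPs, a value within the SD of that with EPlo, and was nearer to BPs in run 1 and to EPlo in runs 2 and 3. With tip cells its correlation was 0.635 ± 0.0241, with alpha cells 0.588 ± 0.0210 and with beta cells 0.565 ± 0.0176. Between EPlo and BPs the correlation was lower (0.518 ± 0.0395) as it was between EPlo and tip cells (0.459 ± 0.0609). Tip cells and BPs had a correlation of 0.804 ± 0.00870 and alpha and beta cells one of 0.814 ± 0.0220. Without the islet hormone genes, EPlo correlated at 0.887 ± 0.00685 with alpha and 0.886 ± 0.0115 with beta cells, a gap smaller than the SD, and EPhi correlated at 0.760 ± 0.0322 with BPs and 0.763 ± 0.0290 with EPlo, likewise within the SD. Genes are not independent replicates, so these correlations describe profiles and carry no p-value. From its own hierarchical clustering of these classes, the paper proposes that EPhi come before EPlo, which then become alpha or beta cells.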

Hierarchical clustering showed EPlo cells in close association with alpha and beta cells, while EPhi clustered with BPs and tip cells, suggesting that EPhi precede EPlo cells, which then differentiate into alpha or beta cells (Fig. 1f). We validated EPhi and EPlo cells by immunostaining Ngn3-eGFP pancreata for differentially expressed genes (Nkx6-1 and Sox4 in EPhi; Chga, NeuroD1, and E-cadherin in EPlo; Supplementary Fig. 3b and 3c). 

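Of 12 proliferation genes, 9 were higher in EPhi than in EPlo, none was lower and 3 did not pass at an adjusted p under 0.05 from edgeR (11 higher when adjusted over the list alone). All of these genes but Ccnb1 also gave the phase scores and are no independent support for the phase shares. Of 18 secretory granule and exocytosis genes, 16 were higher in EPlo, none was lower there and 2 did not pass (16 over the list alone). Btbd17 was higher in EPhi by a log2 fold change of 3.17 (standard error 0.18, adjusted p = 6.6e-11) from edgeR, at 6.41 ± 2.49 UMIs per 10000 in EPhi, 0.638 ± 0.195 in EPlo and 0.0987 ± 0.0273 in BPs (SD, n = 3 runs). Grasp was higher by 2.68 (standard error 0.25, adjusted p = 1.2e-07) in the same edgeR test, at 2.40 ± 0.964 in EPhi against 0.312 ± 0.101 in EPlo and 0.268 ± 0.0749 in BPs. Among the genes of largest difference, chosen by a fixed rule of size, were Tmem171 (log2 5.82), Ppp1r14a (4.84), Kirrel2 (4.41), Lipg (5.57), Sema3g (5.51) and Slc16a5 (5.39). In EPlo the hormone genes Gast (log2 -6.85), Pyy (-5.21) and Iapp (-5.42) were higher, as were the granule protein Scg2 (-5.85), the prohormone convertase Pcsk2 (-5.16), Rbp4 (-5.47), Tmem27 (-5.54) and the imprinted gene Peg10 (-6.20), all negative values being higher in EPlo. Of the genes stained by the authors, Sox4 was higher in EPhi (1.88, adjusted p = 4.1e-10 from edgeR) and Chga (-2.81, 1.2e-14) and Neurod1 (-0.90, 3.5e-06) in EPlo, while Nkx6-1 (0.19, 0.23) and Cdh1, which encodes E-cadherin (-0.19, 0.55), did not pass. In all, 851 genes were higher in EPhi and 827 higher in EPlo of 6860 tested. The total of 1678 became 870 without run as a block, 978 without run 2 and 591 by DESeq2. The classes were formed from these same genes, so the p-values measure repeatability over the runs and not whether the classes exist.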

We also found transcripts expressed exclusively in EPhi, such as *Btbd17* and *Grasp* (Fig. 1f). *Btbd17* has no known function besides epigenetic dysregulation in hepatocellular carcinoma^29^, while *Grasp* regulates neuronal intracellular trafficking and metabotropic glutamate receptor organization^30^. In contrast, EPlo uniquely and differentially expressed *Fev* and *St18*, a paralog of Myt1. 

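Fev, an ETS-family transcription factor, was at 6.05 ± 1.12 UMIs per 10000 in EPlo and 1.57 ± 1.07 in EPhi (SD, n = 3 runs), a log2 fold change of -2.14 (standard error 0.19, adjusted p = 6.3e-08) from edgeR with negative values higher in EPlo. St18 was at 3.01 ± 0.256 in EPlo and 0.752 ± 0.0349 in EPhi, a change of -1.97 (standard error 0.17, adjusted p = 3.6e-08) from edgeR. Alpha-like cells held Fev at 0.938 ± 0.340 and St18 at 0.828 ± 0.0456, and beta-like cells 0.960 ± 0.309 and 0.988 ± 0.183. Mesenchyme, as a class that should lack both, held 0.00203 ± 0.00352 of Fev and 0.0188 ± 0.0176 of St18. Hormone cell genes were higher in EPlo too, with 12 of 13 alpha cell genes and 12 of 15 beta cell genes passing in that direction by edgeR (12 and 13 when adjusted over each list alone), and 7 of 7 islet hormone genes (7 over the list alone). With islet hormone genes left out of the clustering no EPlo class formed, so their direction is no independent result. Of 5 Notch pathway genes, 2 were higher in EPhi and 3 did not pass (2 over the list alone).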

We also found transcripts expressed in BPs, including enrichment of *Dcdc2a*, which plays a role in inhibition of Wnt signaling in renal tissue^31^. 

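Dcdc2a was at 2.91 ± 0.309 UMIs per 10000 in BPs (SD, n = 3 runs), 0.969 ± 0.666 in EPhi, 0.257 ± 0.189 in EPlo and 0.0437 ± 0.0139 in mesenchyme, and was higher in BPs than in all other cells by a log2 fold change of 4.75 (standard error 0.10, adjusted p = 1.2e-10) from edgeR. Other genes of BPs were BC006965 (4.81), Akr1cl (4.53), the phosphatase regulator Ppp1r1b (4.48), the calcium-binding S100b (4.17), Wfdc10 (4.51), the tight junction gene Cldn9 (3.77) and Col9a1 (4.01), with adjusted p-values of at most 2.1e-06 from edgeR. Tinagl1 (3.33), Pamr1 (3.61), Vnn1 (3.75), Habp2 (2.30) and Mia (1.77) were higher as well. Genes of other tissues were lower, among them hepatocyte Alb (-5.98) and Apoa1 (-5.30), macrophage Tyrobp (-7.65) and mesenchymal Itga8 (-5.26). Of 10 epithelial genes 9 were higher in BPs and none lower at an adjusted p under 0.05 from edgeR (10 over the list alone), of 54 G2/M-phase genes 36 were higher (39 over the list alone), and of 9 delamination and EMT genes 7 were lower and 1 higher (7 and 1 over the list alone). Lists of run 1 tissue moved too, since 3 of 3 spleen and stomach mesenchyme genes and 4 of 6 hemoglobin genes were lower in BPs (3 and 4 over each list alone). The test gave 1944 genes higher and 2472 lower in BPs of 13628, and 2403 in all without run as a block against 4416 with it. In data simulated once at these depths with 200 changed genes, 16 of 180 calls of this comparison (8.89%) were false. The simulation held no differences between runs other than depth, so this is not the false share of the real calls. Alb, Apoa1, Itga8 and Mia did not pass without the block.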

We confirmed Dcdc2a expression by immunostaining in e14.5 BPs and in the human wk10.6 pancreas (Fig. 1g, h, and Supplementary Fig. 1d; 77% ± 4.8 of Sox9 + cells were Dcdc2a + ). By providing transcriptional profiles of every adequately abundant cell type in the e14.5 pancreas, we found new cellular subtypes and candidate markers (Supplementary Data 1).

### Four *Ngn3* + cell subtypes exist in the e14.5 pancreas

We next sought to delineate the cellular diversity of EPs at e14.5. Of the 15,228 single cells profiled, 9.9% of the total cells in e14.5 pancreas were endocrine cells, with EPs making up ~5.7% of all captured cells (Supplementary Fig. 4a). 

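EP-like, alpha-like and beta-like cells numbered 1494 of 15243, or 9.80% (9.33 to 10.3), and EPhi-like and EPlo-like cells together 958, or 6.28% (5.90 to 6.68). The share depended on the run. Endocrine cells were 5.68%, 15.4% and 14.0% of the cells of runs 1, 2 and 3 (mean 11.7%, SD 5.26), and EPs 3.62%, 9.62% and 9.16% (SD 3.34). Run 1, with the lowest share, also gave most of the hepatocyte-like, erythroid-like cells and of the unnamed clusters led by Nkx2-5 and Kazald1.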

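At least 1 Neurog3 UMI was found in 838 cells, which were clustered on their own. The resolution was the lowest that gave 4 clusters, the number the paper reports, so that number is no result. The clusters were ordered here by the markers that lead them, as a tip-like cluster of 44 cells (5.25%), a mesenchymal cluster of 52 (6.21%), a progenitor cluster of 326 (38.9%) and an endocrine cluster of 416 (49.6%), so those markers placed the clusters and are no result. Neurog3 itself was at 29.8 ± 7.64 UMIs per 10000 in the endocrine cluster (SD, n = 3 runs), 11.9 ± 1.31 in the progenitor cluster, 12.4 ± 8.44 in the mesenchymal and 3.83 ± 3.88 in the tip-like cluster. A single Neurog3 UMI was all that 84.1% of the tip-like, 84.6% of the mesenchymal, 42.3% of the progenitor and 16.8% of the endocrine cluster's cells held. Median depth was 6540, 2187.5, 2619.5 and 1876 UMIs in the same order, and 18.2%, 28.8%, 5.52% and 4.09% of the cells were called doublets. With at least 2 Neurog3 UMIs required, 549 cells remained, and none of their 4 clusters was led by mesenchymal markers. The cluster placed earliest had its highest marker score for tip markers (mean log2 fold 1.77). By class it was 96.0% EPhi-like and 1.32% tip-like, so it was not a cluster of tip-like cells.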

To account for the low EP percentage and characterize EP heterogeneity, we subclustered cells expressing *Ngn3*, revealing four e14.5 *Ngn3* + cell subtypes termed N14_1, N14_2, N14_3, and N14_4 (Fig. 2a). 

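The endocrine Ngn3+ cluster took 128, 98 and 190 cells from runs 1, 2 and 3, and the progenitor cluster 114, 61 and 151. The tip-like cluster took 16, 8 and 20. The mesenchymal cluster took 32, 4 and 16, the largest share from run 1.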

Tracing of each cell to their original litter and sequencing batch showed that each *Ngn3* + cell subtype was composed of cells evenly mixed from each batch (Supplementary Fig. 4b).

**Fig. 2:**
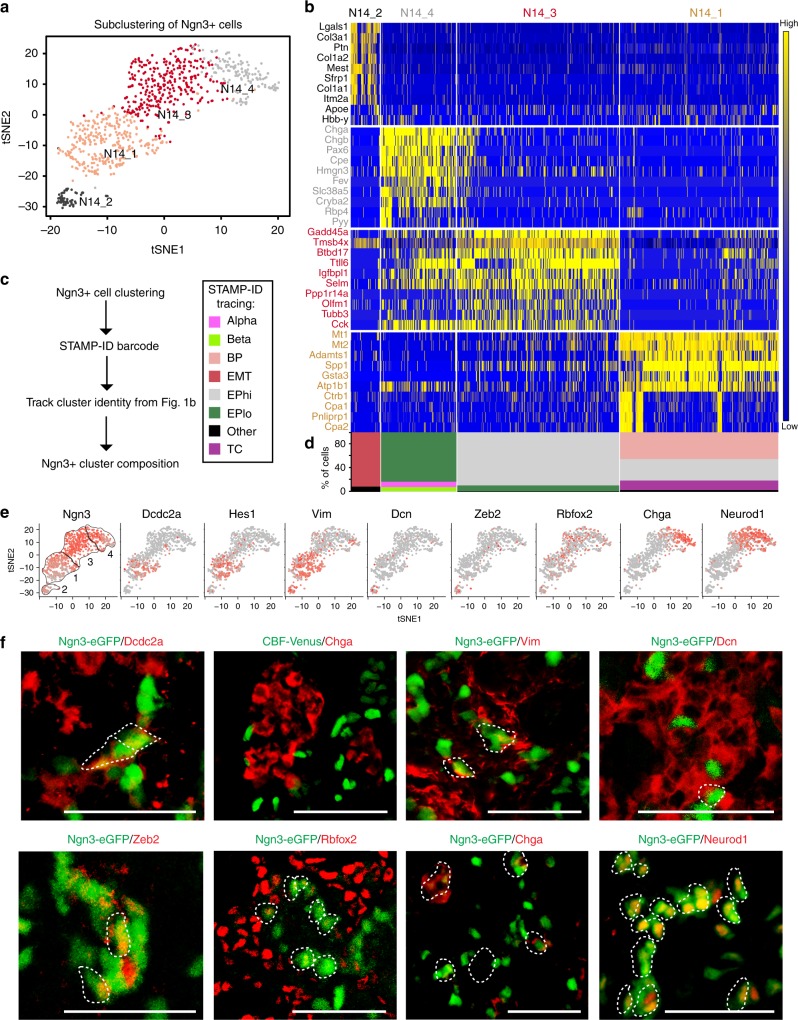
*Ngn3* *+* cells are heterogeneous with four subtypes validated in the e14.5 mouse pancreas. **a** Four subpopulations of *Ngn3* *+* cells exist at e14.5. Subclustering of *Ngn3* + cells visualized using tSNE. Colors indicate cluster identity. Clusters were numbered by developmental trajectory (see Fig. 3). **b** Four *Ngn3* *+* cell subtypes are transcriptionally distinct and represent different developmental stages. Heatmap showing top 10 differentially expressed genes (*x*-axis) of single *Ngn3* + cells (*y*-axis). Expression ranges from blue (low) to high (yellow). **c** Molecular barcode tracing of individual subclustered *Ngn3* + cells to determine the origin of cells as percentage of total subtype in respective Fig. 1b clusters (EMT = Mes clusters). **d** *Ngn3* + cells originate mostly from EPhi and EPlo clusters with some *Ngn3* + cells coming from other clusters. **e** Examples of known and not yet described endocrine markers differentially expressed among *Ngn3* + cells. Feature plots show select transcripts colored by expression level (dark red, high; light red, low; gray, none). **f** Immunofluorescent staining of differentially expressed endocrine progenitor genes, including Dcdc2a, Chga, Vim, Dcn, Zeb2, and Neurod1 in the e14.5 pancreas of Ngn3-eGFP and CBF-Venus (marking Hes gene expression) transgenic mice showing EP heterogeneity. Scale bar = 50 μm. See also Supplementary Figures 4-8

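Against the other Ngn3+ cells, the digestive enzyme genes Amy2b and Cela1 were higher in the tip-like Ngn3+ cluster by log2 fold changes of 4.46 (standard error 0.35, adjusted p = 3.9e-35) and 4.18 (standard error 0.24, adjusted p = 8.0e-67) from edgeR, followed by Spink1 (3.84), P2rx1 (4.27), Nupr1 (4.03) and Serpina6 (3.68). Cpa1 (4.63) and Cpa2 (4.54) were higher there too, as genes that placed the cluster. Spp1, a marker of trunk cells, was lower in it (-3.54, standard error 0.22, adjusted p = 1.6e-56 from edgeR) and highest in the progenitor cluster, with 48.8 ± 16.1 UMIs per 10000 there (SD, n = 3 runs) against 2.67 ± 1.60 in the tip-like, 11.5 ± 13.9 in the mesenchymal and 8.96 ± 4.11 in the endocrine cluster. In the endocrine cluster the largest differences were in Ghrl (6.41), Gcg (5.68), Scg2 (5.52), Gast (5.47) and Ins2 (5.32), and Chga (4.21), Fev (4.43) and Pyy (4.49) were higher with adjusted p-values of at most 1.7e-06 from edgeR. The tip-like cluster stood low in the hormone genes Ghrl (-6.75) and Pyy (-5.96) and in Chga (-6.36). Of 5189 genes tested, 522 were higher and 521 lower in the tip-like cluster, which became 115 and 176 by DESeq2, 200 and 301 without run as a block, 240 and 560 with no filter on low counts, and totals of 339 without run 1 and 266 without run 3. In the endocrine cluster 603 genes were higher and 470 lower of 8342, against 285 and 138 by DESeq2, 271 and 80 without the block and totals of 1837 without run 1 and 293 without run 3.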

The four *Ngn3* + clusters were transcriptionally distinct (Fig. 2b and Supplementary Data 2), with tip cell markers *Cpa1* and *Cpa2* and trunk cell marker *Spp1* enriched in N14_1 while the top 10 highly expressed genes in N14_4 included endocrine genes such as *Chga*, *Pax6*, *Fev*, and *Pyy*. As these cells were selected by *Ngn3* expression, we sought to determine which pancreatic clusters each cell originated from (Fig. 2c, d). Tracing the STAMP-ID of individual cells revealed that the majority of EPhi cells clustered into N14_1, and N14_3, while EPlo almost exclusively clustered in N14_4, with few cells in N14_3. 

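Of the Ngn3+ cells that came from the EPhi-like class, 331 lay in the endocrine cluster, 152 in the progenitor cluster, 7 in the mesenchymal and 4 in the tip-like cluster. EPlo-like cells lay in the endocrine cluster, with 59 cells, apart from 1 in the mesenchymal cluster.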

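Tip-like cells made up 37 of the 44 cells of the tip-like Ngn3+ cluster, and EPhi-like cells 4. BP-like cells with Neurog3 lay in the progenitor cluster, as 146 of its 326 cells (44.8%, 39.3 to 50.4), and 2 tip-like cells lay there too. The share of tip-like cells with a Neurog3 UMI was 1.86% at a median of 3468 UMIs, and 0.389% with cells thinned to 1000 UMIs, against 0.416% of mesenchyme-like and 1.25% of endothelial-like cells thinned alike.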

Interestingly, we found that besides EPhi cells, the N14_1 cluster was also composed of *Ngn3* + BPs and *Ngn3* + tip cells. Thus, N14_1 cells may represent the first-born *Ngn3* + cells. The small N14_2 cluster (6.8% of total *Ngn3* + cells) was overwhelmingly derived from mesenchymal (Mes) clusters, with high expression of epithelial-to-mesenchymal (EMT) markers. 

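The mesenchymal Ngn3+ cluster held 52 of 838 cells (6.21%, 4.67 to 8.06), and its cells came from the mesenchyme-like class (15 cells), unnamed clusters (16), mesothelium (7), EPhi (7), pericyte-like or stellate-like cells (4) and, with 1 cell each, EPlo, alpha cells and BPs. The genes that stood highest in it against other Ngn3+ cells were mesenchymal transcription factors and matrix genes, with Osr1 at a log2 fold change of 5.73 (standard error 0.51, adjusted p = 5.4e-26), Tcf21 at 5.53 (standard error 0.50, adjusted p = 5.4e-26) and Tgfbi at 4.82 (standard error 0.47, adjusted p = 1.8e-22) from edgeR, followed by Tpm2 (4.81), S100a6 (4.72) and Lgals1 (4.19). Zeb2, a repressor of epithelial genes, was higher by 3.55 (standard error 0.44, adjusted p = 1.5e-13) from edgeR, and Vim by 0.75, which did not pass (adjusted p = 0.12 from edgeR). Cdh1 was lower (-2.44, standard error 0.58, adjusted p = 8.8e-04 from edgeR), and of 10 epithelial genes 8 were lower, 2 did not pass and none was higher (9 lower when adjusted over the list alone). Of 2 delamination and EMT genes with enough UMIs to test, 1 was higher and 1 did not pass (2 higher over the list alone). A doublet call was made for 28.8% of these cells. Of 4706 genes 148 were higher and 126 lower, against 203 and 48 by DESeq2 and totals of 95 without run 1, 612 without run 2, 125 without run 3 and 542 with no filter on low counts. Cdh1 did not pass without run 1 or with doublets removed, and Vim passed without run 2, with 6 clusters and with doublets removed, a setting under which 38.6% of the cluster's cells were BP-like.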

N14_3 was composed of 81% EPhi and 10% EPlo, while N14_4 was 1% EPhi and 83% EPlo, with 9% *Ngn3* expressing alpha cells and 7% *Ngn3* expressing beta cells, representing the earliest hormonal cells that still retained *Ngn3* transcript.

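EPhi-like cells were 46.6% (41.1 to 52.2) of the 326 cells of the progenitor Ngn3+ cluster, and endothelial-like cells 9 of them. Of the 416 cells of the endocrine cluster, EPhi-like cells were 79.6% (75.4 to 83.3), EPlo-like cells 14.2% (11.0 to 17.9), alpha-like cells 1.68% (0.679 to 3.44) and beta-like cells 2.40% (1.16 to 4.38). Both classes and clusters were rebuilt here from the counts, and a cluster here need not hold the cells of the cluster that the paper gives the same place, so the shares may be over unlike cells.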

To validate expression of select *Ngn3* + cell genes, we used qPCR, RNA in situ hybridization, immunostaining, and flow cytometry. First, we isolated pancreatic Ngn3-eGFP + cells by FACS, with post-sort analysis showing > 95% GFP purity, enrichment of *Ngn3* expression, and no *Ins1/2* or *Gcg* expression (Supplementary Fig. 4c). We further verified that Ngn3-eGFP + cells overlapped in expression with Ngn3 protein by immunostaining, though we found a small number of GFP + anti-Ngn3– cells, likely due to GFP’s half-life (Supplementary Fig. 4d). Next, we validated expression of *Ngn3* + cell genes *Tox3* and *Gpx3* in e14.5 *Ngn3* + cells by qPCR before using in situ hybridization to confirm expression of *Ngn3* + cell genes *Tox3, Gch1, Baiap3*, and *Grin2c* (Supplementary Fig. 4e and 4f). By immunofluorescent staining, we showed the expression of *Ngn3* + cell subtype-specific genes in Ngn3-eGFP + cells in the e14.5 pancreas, including Dcdc2a for N14_1, Vim for N14_1 and N14_2, Dcn and Zeb2 for N14_2, and Rbfox2, Neurod1, and Chga for N14_3 and N14_4 (Fig. 2e, f, and Supplementary Fig. 5a). By quantification, we validated the proportion of Ngn3-eGFP + cells co-expressing these markers, showing strong correlation with scRNA-seq data (Supplementary Fig. 5b). We further validated the different *Ngn3* + subtypes by immunostaining (Supplementary Figs. 6 and 7). For example, we observed N14_1 cells that co-expressed Ngn3-eGFP with E-cadherin but not Chga, as well as Ngn3-eGFP + cells that co-express Chga but not E-cadherin for cluster N14_4 (Supplementary Fig. 6). Flow cytometric analysis further confirmed that *Ngn3* + cell subtypes expressed Rbfox2, Muc1, E-cadherin, Reep5, Nkx6-1, and Dcn at comparable percentages as identified by scRNA-seq (Supplementary Fig. 8a). Together, our data confirm at the transcript and protein level the existence of different *Ngn3* + cell subtypes in the e14.5 pancreas.

### *Ngn3* + cell subtypes represent distinct EP maturation stages

As *Ngn3* + cells in cluster N14_1 express epithelial markers, while N14_4 co-expressed *Ngn3* with alpha and beta cell markers, we hypothesized that each *Ngn3* + cell subtype represented different stages of EP maturation. Using pseudotime analysis^32^ as an unsupervised method to determine the temporal order of individual *Ngn3* + cells, we established the developmental trajectory as N14_1, N14_2, followed by N14_3, and finally N14_4 (Fig. 3a; Supplementary Fig. 9a and 9b), supporting our hypothesis that the subtypes reflect EP maturation.

**Fig. 3:**
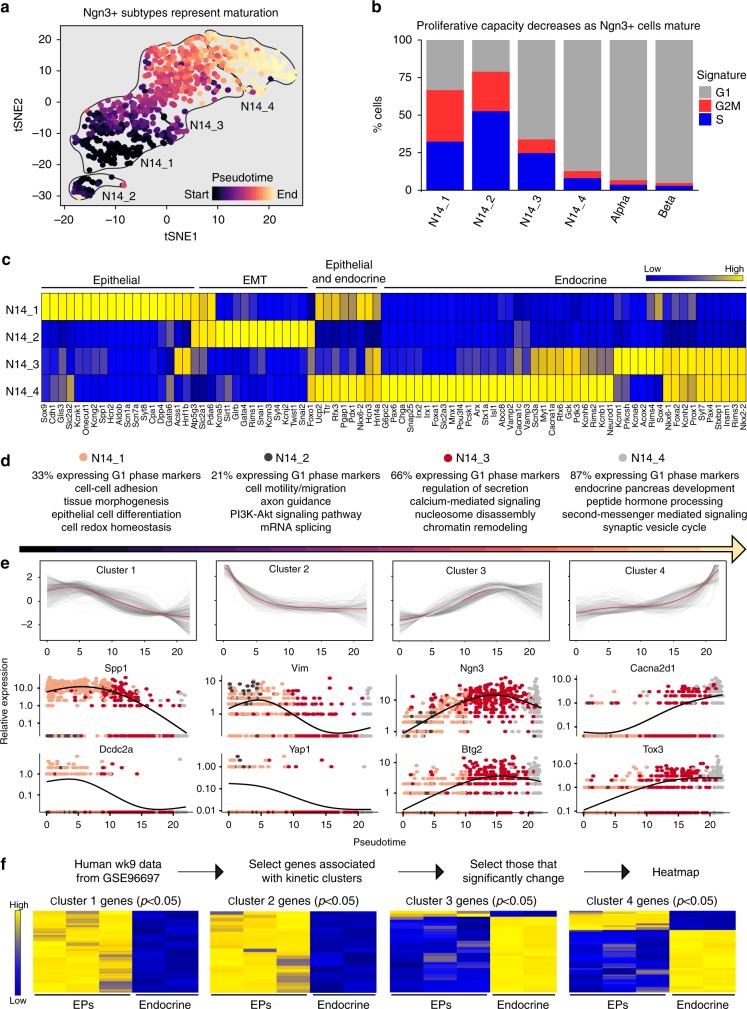
*Ngn3* + cell heterogeneity reflects maturation. **a** *Ngn3* + cell subtypes belong to different temporal groups. Pseudotemporal ordering of single cells revealed the developmental trajectory of *Ngn3* + cell subtypes as N14_1, N14_2, N14_3, then N14_4. **b** Cell cycle phase analysis of e14.5 endocrine and *Ngn3* *+* cell subtypes. The approximate cell cycle phase was calculated by scoring individual cells on their expression for S-phase genes, G1 genes, and G2M transition genes as defined by Kowalczyk et al.^31^. **c** Log2 Z-score normalized heatmap showing *Ngn3* *+* cell-stage-specific transcripts *x*-axis of *Ngn3* *+* cell subtypes, N14_1 through N14_4 (*y*-axis). Expression ranges from blue (low) to high (yellow). N14_1 highly express epithelial markers, N14_2 express delamination and migration markers, while N14_3 and N14_4 express markers of differentiated endocrine cells. **d** N14 clusters reflect stages of *Ngn3* *+* cell maturation. Gene ontology analysis of genes significantly enriched (*p* < 0.01) in each cluster reveals potential functions of each *Ngn3* *+* cell cluster, with colors indicating *Ngn3* *+* cell cluster identity. **e** Dynamics of gene expression as *Ngn3* *+* cells mature. Hierarchical clustering of relative gene expression patterns shifting across pseudotime, with examples of genes enriched in each cluster shown below, each dot representing a single cell and color coded by *Ngn3* *+* cell cluster identity, see also Figs. 2a or 3d. **f** Transcriptional dynamics are conserved during human wk9 EP maturation. Genes from kinetic clusters 1–4 (Fig. 3e) were used to cluster human wk9 transcripts with significant changes between EPs and endocrine cells (*p* < 0.05, two-sided Student’s *t*-test). EPs are cells that have downregulated glycoprotein 2, while endocrine maturation is defined by a decrease in E-cadherin expression. Data shown as *z*-score derived from Ramond et al. (2017); GSE96697. See also Supplementary Figures 9 and 10

Interestingly, early *Ngn3* + cell subtypes exhibited a high proliferative capacity, defined as % of total cells in G2/M and S-phase (66.7% at N14_1 and 78.9% at N14_2), however with maturation this capacity decreased (33.9% at N14_3 and 12.8% at N14_4; Fig. 3b and Supplementary Fig. 9c). 

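The share of cells in S or G2/M was highest in the tip-like Ngn3+ cluster, at 86.4% (72.6 to 94.8) with an SD of 17.1 over the 3 runs, and lowest in the endocrine cluster, at 15.9% (12.5 to 19.7) with an SD of 6.86. The mesenchymal cluster was at 51.9% (37.6 to 66.0) with an SD of 6.25 and the progenitor cluster at 48.5% (42.9 to 54.0) with an SD of 5.89. Thinned to 1000 UMIs per cell, the shares were 79.1%, 55.3%, 52.0% and 14.6% for the tip-like, mesenchymal, progenitor and endocrine clusters. Of 12 proliferation genes, 11 were lower in the endocrine cluster than in other Ngn3+ cells, none was higher and 1 did not pass at an adjusted p under 0.05 from edgeR (12 lower over the list alone), and of 53 G2/M-phase genes 39 were lower (47 over the list alone). In the tip-like cluster 9 of the 12 proliferation genes and 20 of 45 G2/M-phase genes were higher (9 and 24 over each list alone), and in the progenitor cluster 6 and 16 of 53 were (8 and 29 over each list alone), with none lower in either cluster. The G2/M-phase genes, and all of the proliferation genes but Ccnb1, also gave the phase scores, so these counts are no independent support for the shares. From the fall of this share over its order of subtypes, the paper concludes that proliferative capacity decreases as Ngn3+ cells mature.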

We corroborated and expanded upon previous studies^12^, in which EPs expressing low levels of *Ngn3* retained a higher mitotic index than other EPs. Here, we show that N14_1 and N14_2, representing inter-epithelial and delaminating *Ngn3* + cells, contained a high percentage of cells in the G2/M and S-phase (Fig. 3b). 

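Alpha-like cells scored in S or G2/M in 6.29% (3.98 to 9.36) of 350 cells, with an SD of 0.643 over the 3 runs, and beta-like cells in 4.30% (1.87 to 8.30) of 186 cells, with an SD of 5.10. The beta cell share was 10.5%, 2.33% and 1.16% in runs 1, 2 and 3. Thinned to 1000 UMIs per cell, the shares were 6.71% in alpha cells and 2.41% in beta cells, with intervals of 4.20 to 10.1 and 0.660 to 6.05 that overlap.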

Further, we found that few embryonic hormonal cells still retained an ability to divide (6.7% of alpha cells and 4.1% of beta cells at e14.5).

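Sox9, a regulator of pancreatic progenitors, was highest in the progenitor Ngn3+ cluster, at 4.92 ± 0.601 UMIs per 10000 (SD, n = 3 runs) and 1.60 (standard error 0.28, adjusted p = 0.0029) on the log2 scale from edgeR, and lower in the tip-like cluster (-0.89, adjusted p = 0.0066 from edgeR). Spp1 was higher in the progenitor cluster by 2.66, and S100b (2.75), Tinagl1 (2.73) and the Notch target Nrarp (2.72) by like amounts. Onecut1 (0.95, adjusted p = 0.13 from edgeR) and Hnf1b (0.76, 0.2) did not pass in the progenitor cluster, nor Onecut1 in the tip-like cluster (0.51, 0.47). Of the delamination genes in the mesenchymal cluster, Snai2 had 28 UMIs and Snai1 9, at 1.64 and 0.528 UMIs per 10000, and Twist1 had 1, all too few to test. Snai2 was at 0.393 in the progenitor cluster, 0.0937 in the endocrine cluster and 0 in the tip-like cluster. Genes of committed progenitors were higher in the endocrine cluster, with Neurod1 at 3.93 (standard error 0.25, adjusted p = 8.7e-08) and Pax4 at 2.67 (standard error 0.29, adjusted p = 1.4e-05) from edgeR. Of 18 beta cell genes 15 were higher there, and of 11 alpha cell genes 9, with none lower (15 and 10 over each list alone, from edgeR). In the progenitor cluster 283 genes were higher and 397 lower of 8008, against 79 and 183 by DESeq2 and totals of 283 without run as a block, 207 without run 3 and 1145 with no filter on low counts. Sox9 lost its call in the tip-like cluster by DESeq2, with no block and without run 1 or run 3, and in the progenitor cluster without run 3, while Onecut1 passed in the progenitor cluster without run 1 or with doublets removed.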

Supporting the *Ngn3* + cell subtype developmental order, we observed enriched expression of known early EP markers in N14_1 (including *Sox9*, *Spp1*, *Onecut1*, and *Hnf1b)*, delamination and migration markers in N14_2 (including *Twist1, Snai1*, and *Snai2)*, and committed EP markers in N14_3 and N14_4 (including *Chga*, *Arx, Irx1/2, Neurod1, Pax4*, and *Pax6;* Fig. 3c and Supplementary Fig. 9d). To support that N14_1 cells mature into other *Ngn3* *+* cell subtypes, we crossed Sox9-Cre^ERT2^ mice^33^ with the ROSA-mTmG line^34^. As Sox9 is expressed in BPs and is essential for *Ngn3* expression^14^, Cre recombination GFP marks BPs as well as their progeny: EPs and endocrine cells. We pulsed these mice with tamoxifen at e13.5 or e15.5 to label N14_1 cells with GFP before collecting tissue 48 h later to analyze markers of *Ngn3* *+* cell maturation (Supplementary Fig. 10a and 10b). We observed GFP + cells expressing markers of all four stages of *Ngn3* *+* cells supporting that N14_1 cells expressing Sox9 and E-cadherin develop into N14_2 (Zeb2 + ), N14_3 (Insm1 + , Nkx6-1 + , and Acly + ), and N14_4 (Insm1 + , Nkx6-1 + , Acly + , Chga + , Ghrl + , and Sst + ; Supplementary Fig. 10c).

Endocrine lineage decisions are debated to occur after *Ngn3* expression, with each EP forming a single islet cell^35^. We analyzed transcripts enriched in *Ngn3* + cell subtypes to determine whether alpha or beta cell primed *Ngn3* + cell subtypes exist. While we did not find different subtypes of cells biased towards the alpha or beta lineage within this stage, we did note enriched expression of alpha cell genes *Arx, Irx1, Irx2*, and *Pou3f4* in the N14_4 subtype (Fig. 3c).

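Arx, a transcription factor that specifies alpha cells, was at 0.947 ± 0.316 UMIs per 10000 in the endocrine Ngn3+ cluster (SD, n = 3 runs) and higher there than in other Ngn3+ cells by a log2 fold change of 5.32 (standard error 0.45, adjusted p = 1.6e-06) from edgeR. Pou3f4 was at 1.40 ± 0.179 and higher by 4.28 (standard error 0.36, adjusted p = 1.6e-06) from edgeR. Irx1 had 16 UMIs and Irx2 39 in the endocrine cluster, against 0 and 3 in the other 3 clusters, too few for the test. The tip-like and progenitor clusters held Arx at 0 ± 0 and 0.0248 ± 0.0287.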

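Of 10 epithelial genes, 1 was higher in the tip-like Ngn3+ cluster than in other Ngn3+ cells, 3 were lower and 6 did not pass at an adjusted p under 0.05 from edgeR (2 higher and 4 lower when adjusted over the list alone). Cdh1, which encodes the adhesion protein E-cadherin, was higher by a log2 fold change of 0.70 (standard error 0.25, adjusted p = 0.028) from edgeR. The metallothionein genes Mt1 (0.64) and Mt2 (0.70) were higher too. Muc1, a cell surface mucin (-0.18, adjusted p = 0.8 from edgeR), and Adamts1 (-0.50, 0.064) did not pass. The calls of Cdh1, Mt1 and Mt2 did not hold by DESeq2, without run as a block, or without run 1 or run 3.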

Gene ontology analysis of transcripts significantly enriched (*p* < 0.01) in each cluster revealed enrichment of cell-cell adhesion, tissue morphogenesis, and epithelial cell differentiation in N14_1, reflecting early EPs still residing in the epithelium (Fig. 3d)^36^. The EMT functions enriched in N14_2 include cell motility/migration and axon guidance. In the N14_3 subtype, processes associated with epigenetic regulation were enriched, including nucleosome disassembly and chromatin remodeling, as well as secretion and calcium-mediated signaling. 

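Of 42 chromatin regulator genes, 2 were lower in the progenitor Ngn3+ cluster than in other Ngn3+ cells and 40 did not pass at an adjusted p under 0.05 from edgeR (0 lower when adjusted over the list alone). In the endocrine cluster 6 of 42 were higher, 1 lower and 35 did not pass (10 and 2 over the list alone), and in the tip-like cluster 11 of 35 were lower (11 over the list alone). Of 10 Notch pathway genes in the progenitor cluster, 3 were higher and 1 lower (4 and 2 over the list alone, from edgeR). These lists differ from the gene ontology terms of the paper.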

N14_4 exhibited enriched genes associated with endocrine pancreatic development, peptide hormone processing, and second-messenger mediated signaling (Fig. 3d).

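The endocrine Ngn3+ cluster was higher in genes of regulated secretion, with 8 of 11 secretory granule and exocytosis genes higher than in other Ngn3+ cells, none lower and 3 not passing at an adjusted p under 0.05 from edgeR (11 over the list alone). All 8 islet hormone genes tested were higher (8 over the list alone). Rimbp2, of synaptic vesicle release sites, was higher by a log2 fold change of 4.71 (standard error 0.41, adjusted p = 1.8e-06) and Gnao1, a G protein subunit of second messenger signaling, by 4.78 (standard error 0.48, adjusted p = 6.4e-06) from edgeR.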

To analyze transcript dynamics across *Ngn3* + cell maturation, we grouped together genes with similar developmental trajectories using hierarchical clustering (Fig. 3e and Supplementary Fig. 9e). 

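Spp1, which encodes the secreted phosphoprotein osteopontin, was lower in the endocrine Ngn3+ cluster than in other Ngn3+ cells by a log2 fold change of -2.07 (standard error 0.28, adjusted p = 1.1e-04) from edgeR, and Dcdc2a by -1.16 (standard error 0.35, adjusted p = 0.037). Dcdc2a was at 2.03 ± 0.475 UMIs per 10000 in the progenitor cluster and 0.638 ± 0.509 in the endocrine cluster (SD, n = 3 runs), with 5 UMIs in the mesenchymal cluster and none in the tip-like cluster. No pseudotime was rebuilt here, so the clusters stand in for the order of maturation. Dcdc2a did not pass in the endocrine cluster by DESeq2, with no block or without run 3.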

Transcripts associated with the epithelial state including *Spp1* and *Dcdc2a* gradually decreased over time. *Vim1* and *Yap1* peaked and then decreased, inferring the role of the Hippo pathway in this phase of EP maturation. 

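Vim, which encodes the intermediate filament vimentin, was at 9.13 ± 0.987 UMIs per 10000 in the mesenchymal Ngn3+ cluster, 8.54 ± 0.339 in the progenitor, 2.17 ± 1.37 in the endocrine and 2.30 ± 0.212 in the tip-like cluster (SD, n = 3 runs). It was higher in the progenitor cluster by a log2 fold change of 1.68 (standard error 0.22, adjusted p = 3.2e-04) and lower in the endocrine cluster by -1.82 (standard error 0.25, adjusted p = 1.7e-04) from edgeR. Yap1, the transcriptional coactivator restrained by Hippo signaling, did not pass in the progenitor (0.84, adjusted p = 0.086 from edgeR) or the endocrine cluster (-1.10, 0.065). Of 10 Hippo pathway genes, 2 were higher in the progenitor cluster (5 over the list alone) and 3 of 10 lower in the endocrine cluster, with 0 higher (5 and 1 over the list alone, from edgeR). Yap1 passed in the endocrine cluster without run 1 and in the progenitor cluster with doublets removed.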

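Cacna2d1, a subunit of voltage-gated calcium channels and a marker that named EPlo, was higher in the endocrine Ngn3+ cluster than in other Ngn3+ cells by a log2 fold change of 3.62, at 4.21 ± 1.80 UMIs per 10000 against 0.265 ± 0.0918 in the progenitor cluster (SD, n = 3 runs). Tox3 was higher by 2.32 (standard error 0.21, adjusted p = 1.9e-06) and the anti-proliferative gene Btg2 by 1.61 (standard error 0.16, adjusted p = 6.2e-06) from edgeR. Tox3 was at 0.435 ± 0.264 in the tip-like, 1.38 ± 0.142 in the progenitor and 6.78 ± 2.36 in the endocrine cluster, and Btg2 at 1.89 ± 1.82, 3.62 ± 1.53 and 9.99 ± 5.19. The call of Btg2 ended without run as a block and with at least 2 Neurog3 UMIs.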

The calcium channel gene *Cacna2d1* and EP gene *Tox3* gradually increased in expression, while genes that peaked in expression in late EP maturation included *Ngn3* and anti-proliferation factor *Btg2* (Supplementary Data 3). Together this analysis allows identification of genes involved in different steps of *Ngn3* + cell maturation.

In order to ascertain the conservation of *Ngn3* + cell transcriptional dynamics, we next compared the transcriptional trends from mouse e14.5 *Ngn3* + cell maturation to human wk9 EP maturation, a comparable developmental stage (Fig. 3f and Supplementary Data 4)^37^. To do this, we first grouped transcripts^38^ from human EPs and endocrine cells into corresponding pseudotime clusters from mouse data. Next, we found which genes significantly change between human EPs and endocrine cells (two-sided Student's *t*-test, *p* < 0.05). Finally, we visualized these genes from human endocrine development to assess how the human and mouse expression trends correlate. As in mouse *Ngn3* + cell maturation, we found that genes in cluster 1 and 2 overwhelmingly decreased during human EP maturation. Similar correlation was observed to genes in cluster 3 and 4, with expression increasing during endocrine differentiation. The conserved gene expression dynamics indicates that these genes may play important roles in EP development.

### *Ngn3* + cell subtypes are temporally distinct

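The e16.5 pancreas was profiled by the same assay in cells pooled from ICR embryos. The paper describes 2 litters with 21 pancreata in 2 batches, and the sample labels 3 litters with 31, and the cell names of the count table mark neither batch nor litter, so all e16.5 cells are 1 sample. The table holds UMI counts of 9076 genes in 2050 cells, each gene with a UMI in at least 3 cells, and Neurog3 is not among the genes of the table used here. Ngn3+ cells of e16.5 therefore could not be selected, and EPhi-like and EPlo-like cells, named from other markers, are given in their place. In all 3449232 UMIs were counted, with a mean of 1683 and a median of 1176 per cell (range 495 to 26700) and a median of 776 genes. The paper profiled 2006 cells, and 1789 of the 2050 hold at least 500 of the listed genes. Cells were clustered and named on their own as at e14.5. Stages were compared as UMIs summed over a class, per 10000 UMIs of the 9063 genes present in both tables, as a ratio of e16.5 to e14.5 with its interval, beside the lowest and highest e14.5 run and the same ratio in mesenchyme. With 1 e16.5 sample there is no test between stages, and a stage cannot be told apart from its library.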

To determine whether EP subtypes were transiently present at e14.5 or if they were discerned at a later stage, we performed scRNA-seq of 2006 cells from e16.5 pancreata (Fig. 4a and Supplementary Data 5). We delineated 17 distinct clusters in the e16.5 pancreas equally composed of e16.5 batches (Supplementary Fig. 11a), with two EP subtypes, EPhi and EPlo, also present at this later stage (Supplementary Fig. 11b). 

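The 2050 cells formed 14 clusters, with 66 EPhi-like, 121 EPlo-like, 86 alpha-like and 127 beta-like cells. BP-like cells were 552, in a cluster of 334, a cluster of 110 led by the stress genes Atf3, Ier3, Cyr61 and Nr4a1 with a median of 928.5 UMIs, and a cluster of 108 led by proliferation genes. Tip-like cells were 261, mesenchyme-like cells 311, endothelial-like cells 153, mesothelium-like cells 131 and macrophage-like cells 46. Unnamed clusters held 121 cells led by the pericyte genes Rgs5 and Cspg4 and 75 led by the immune genes Cd74, Lyz2 and Cybb. The cluster of 121 cells also had the mitotic genes Aspm, Casc5 and Mis18bp1 among its 10 leading genes. Its highest marker score was for mesenchyme, so the mesenchyme-like class of e16.5 leaves these cells out. The EPlo-like cluster was led by Sst, the somatostatin gene of delta cells.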

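At e16.5, 33 of 400 EP-like, alpha-like and beta-like cells scored in S or G2/M, or 8.25% (5.75 to 11.4), against 56.7% (54.2 to 59.1) of the other 1650 cells. Tip-like cells were at 69.0% (63.0 to 74.5), BP-like cells at 57.1% (52.8 to 61.2) and mesenchyme-like cells at 42.4% (36.9 to 48.1). EPhi-like cells were at 10.6% (4.37 to 20.6), EPlo-like at 4.96% (1.84 to 10.5), alpha-like at 10.5% (4.90 to 18.9) and beta-like at 8.66% (4.40 to 15.0), with intervals that overlap. Thinned to 1000 UMIs, the shares were 6.23% of 273 EP-like and hormonal cells and 59.9% of 949 others, with the shallower cells left out. The summed proliferation genes, all of which but Ccnb1 also gave the phase scores, were at 1.86 UMIs per 10000 in EPhi, 1.79 in EPlo, 30.6 in BPs and 32.0 in tip cells. In mesenchyme the summed G2/M-phase genes were at 29.8 UMIs per 10000, near EPhi at 23.2 and below tip cells at 88.7. Its summed S-phase genes were at 32.3, near tip cells at 32.8 and above EPhi at 12.8. The phase share of mesenchyme, at 42.4%, lay between those of EPhi at 10.6% and tip cells at 69.0%, so it followed neither sum alone.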

After determining the cell cycle phase of each cell, we found widespread proliferation throughout the e16.5 pancreas, with again the exception of EPs and endocrine cells (Fig. 4b).

**Fig. 4:**
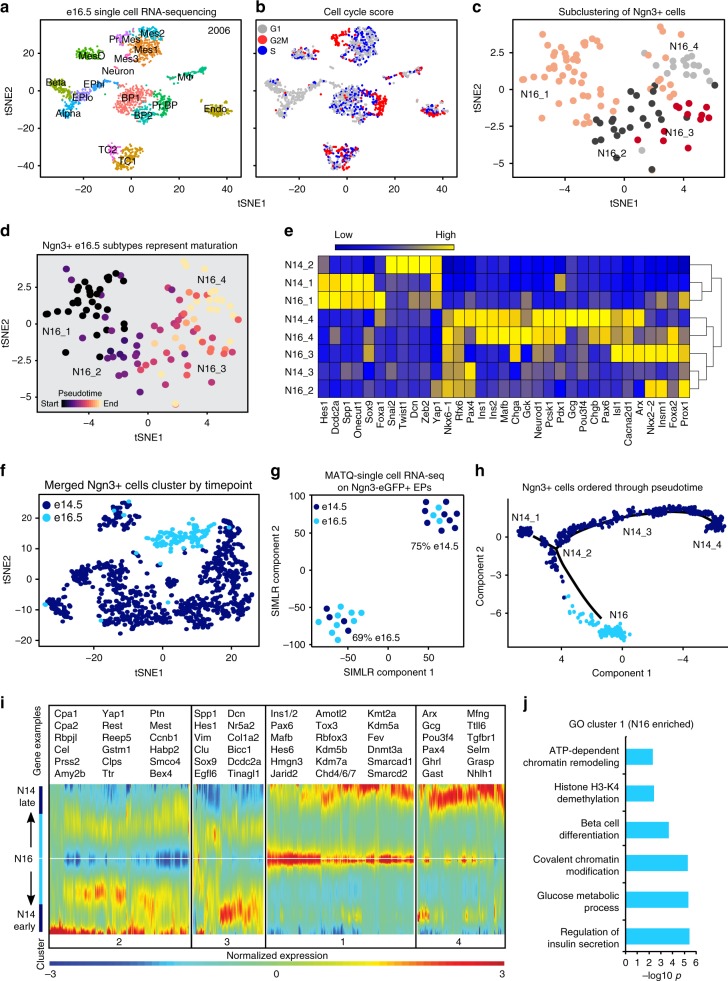
*Ngn3* + cells at e14.5 are distinct from *Ngn3* *+* cells at e16.5. **a** tSNE representation of 2006 single-cell transcriptomes from 21 e16.5 pancreata from two litters. Cell types are annotated from gene expression profile. Colors indicate cluster identity. Mes mesenchyme, MesO mesothelium, EPhi EPs with high *Ngn3*, BP bipotent progenitors, EPlo EPs with low *Ngn3*, MΦ macrophages, Endo endothelial cells. **b** Cell cycle phase analysis of single embryonic pancreatic cells. The approximate cell cycle phase was calculated by scoring individual cells on their expression for S-phase genes, G1 genes, and G2M transition genes as defined by Kowalczyk et al.^31^. **c** An enhanced view shows four subpopulations of *Ngn3* *+* cells at e16.5. Subclustering of *Ngn3* + cells visualized using tSNE. Colors indicate cluster identity. **d** *Ngn3* *+* cell subtypes belong to different temporal groups. Pseudotemporal ordering of single cells revealed the developmental trajectory as N16_1, N16_2, N16_3, then N16_4. **e** Log2 z-score normalized heatmap showing expression of key EP genes (*x*-axis) in EP subtypes (*y*-axis). Expression ranges from blue (low) to high (yellow). **f** Single *Ngn3*+cell transcriptomes merged for unsupervised clustering and visualization by tSNE. E14.5 *Ngn3* + cells (dark blue) cluster separately from e16.5 *Ngn3* + cells (light blue). **g** MATQ-seq shows the majority of e14.5 and e16.5 single cells cluster into temporally restricted groups. SIMLR component analysis of single Ngn3-eGFP EPs from e14.5 and e16.5 from two batches. E14.5 cells are shown in dark blue while e16.5 cells are shown in light blue. *p* < 0.05 by Fisher’s exact test. **h** E14.5 and e16.5 *Ngn3* *+* cells are transcriptionally distinct. Ordering of merged e14.5 and e16.5 single *Ngn3* *+* cells shows a divergence of e16.5 *Ngn3* *+* cells from e14.5. **i** Branched expression analysis modeling showing transcriptional differences between e16.5 *Ngn3* + cells (N16) and N14_1 or N14_4. Examples of genes from each cluster are shown to the right, including enrichment of tip markers in N14_1, alpha cell genes in N14_4, and beta cell genes in N16. **j** Gene ontology analysis of genes enriched in e16.5 *Ngn3* + cells compared to e14.5 *Ngn3* + cells (kinetic cluster 1). See also Supplementary Figures 8, and 11-14

After subclustering of e16.5 *Ngn3* + cells, we found four transcriptionally distinct *Ngn3* + cell subtypes (Fig. 4c, Supplementary Fig. 11d, and Supplementary Data 6). Tracing each STAMP-ID showed the N16_1 cluster was mostly composed of EPhi cells and *Ngn3* + BPs; with some contribution of *Ngn3* + cells from Mes clusters indicating EMT, and a small percentage of EPlo and *Ngn3* + tip cells (Supplementary Fig. 11d). This suggests that new *Ngn3* + cells co-expressing BP and tip cell markers are constantly forming at e14.5 and e16.5. The N16_2 and N16_3 subtypes were entirely made up of EPhi cells, while N16_4 was mostly EPlo with some EPhi and *Ngn3* + beta cells. No *Ngn3* + alpha cells were captured at e16.5. Thus, it appears that the four *Ngn3* + cell subtypes at e16.5 also reflected EP maturation, with N16_1 coming from epithelial progenitors while N16_4 were beginning to repress *Ngn3* and differentiate.

Concurrent with the notion that N16 subtypes reflect EP maturation, cell cycle analysis showed a gradual decrease in proliferative capacity from N16_1 to N16_2, followed by N16_3, N16_4, with e16.5 beta and alpha cells at the lowest end (Supplementary Fig. 11c). This decrease in the proportion of G2/M and S-phase cells as *Ngn3* + cells commit to the endocrine fate mirrored that of e14.5 *Ngn3* + cell subtypes and endocrine cells. To verify that the e16.5 *Ngn3* + subtypes followed a temporal order, we performed unsupervised pseudotime analysis on e16.5 *Ngn3* + cells. We found that N16_1 cells appeared first, followed by N16_2, then N16_3, and finally N16_4 (Fig. 4d and Supplementary Fig. 11e). We further discovered that, similar to e14.5 EPs, N16_1 expressed genes associated with cell adhesion and migration while N16_4 were enriched for exocytosis, glucose homeostasis, and insulin processing (Supplementary Fig. 11f). These results echo the developmental trajectory implied through STAMP-ID tracing, with N16_1 cells composed of progenitors and N16_4 composed of EPlo and beta cells, and all *Ngn3* + cells gradually exiting the cell cycle.

Next, we validated e16.5 *Ngn3* + cell heterogeneity. Immunostaining confirmed e16.5 *Ngn3* + cell subtypes, showing heterogeneity of Ngn3-eGFP + cells with Acly, Sox4, Yap1, E-cadherin, Chga, and Nkx6-1 (Supplementary Fig. 12). Flow cytometry showed subsets of Ngn3 + cells co-expressing Mucin1 (enriched in N16_1), Rbfox2 (N16_2 and N16_3), and Nkx6-1 (Supplementary Fig. 8b). We next performed qPCR analysis on FACS enriched Ngn3-eGFP + cells (1.68% Ngn3-eGFP + out of total cells). The Ngn3-eGFP + cells expressed *Ngn3* but no significant levels of *Ins1/2* or *Gcg* (Supplementary Fig. 11g). The newly described pancreatic genes *Gpx3* and *Tox3* were significantly enriched in e16.5 Ngn3-eGFP + EPs compared to Ngn3-eGFP- cells (Supplementary Fig. 11h). Further, beta cell gene *Ociad2* was enriched in e16.5 EPs but not in e14.5 EPs.

We next asked how similar the e16.5 *Ngn3* + cell subtypes were to the e14.5 *Ngn3* + cell subtypes by analyzing select EP markers. Hierarchical clustering of e14.5 *Ngn3* + cell subtypes markers in e16.5 *Ngn3* + cells showed that, based on these key markers, N14_1, N14_2, and N16_1 were related while N14_3, N16_2, and N16_3 clustered together and N14_4 clustered with N16_4 (Fig. 4e). While we found N14_2 as a distinct subtype of Ngn3 + cells highly expressing EMT genes, enrichment of these transcripts were observed in N16_1. This is possibly due to a smaller cell number sampled at e16.5, with this cluster similar to both N14_1 and N16_1. These results demonstrate that e14.5 and e16.5 EPs are heterogeneous reflecting developmental progression, with canonical markers for each subtype maintained between both timepoints.

After merging e14.5 and e16.5 single *Ngn3* + cells (Supplementary Fig. 13a), we found five post-mitotic and two mitotic clusters (6 and 7; Supplementary Fig. 13b) that were predominantly composed of N14_1 cells (Supplementary Fig. 13c). Remarkably, when we traced each cell origin in relation to the e14.5 and e16.5 *Ngn3* + cell subtypes, we found that the e16.5 *Ngn3* + cells clustered separately from the e14.5 *Ngn3* + cells (Fig. 4f). 

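EPhi-like and EPlo-like cells were compared between the stages, because Neurog3 is not among the genes of the e16.5 table used here. With 30 cells of each stage at 1000 UMIs per cell, 84.1% ± 2.91 (SD over 20 random draws) of the 10 nearest neighbours of an EPhi-like cell came from its own stage, and 76.4% ± 2.80 of those of an EPlo-like cell. The shares in other epithelial classes were 85.2% ± 2.89 in BPs, 86.1% ± 2.93 in tip cells, 80.3% ± 3.06 in beta cells and 73.6% ± 3.19 in alpha cells. Outside the epithelium they were 86.3% ± 2.63 in mesenchyme, 81.2% ± 2.77 in endothelial cells and 78.9% ± 2.33 in macrophages. Among e14.5 cells alone, the highest share of same-run neighbours between any 2 runs was 72.8% in EPhi, 69.1% in EPlo, 73.9% in BPs, 76.7% in tip cells, 67.4% in beta cells, 64.6% in alpha cells, 72.2% in mesenchyme, 77.0% in endothelial cells and 72.0% in macrophages. The share by stage lay more than 2 SD of the draws above that by run in each class but endothelial cells. These SDs come from redrawing cells of the same libraries, so they do not measure the spread between libraries. From the separate clusters of Ngn3+ cells of the stages and their genes, the paper concludes that these cells change between the timepoints. It also used clustering together with other e14.5 cell types, and Fluidigm C1, MATQ-seq and ATAC-seq of Ngn3-eGFP+ cells. None of these was analysed here.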

The four e16.5 *Ngn3* + cell subtypes grouped into cluster 4, while the e14.5 *Ngn3* + cells clustered into six groups with N14_1 splitting into three closely related clusters composed of those derived from tip cells, BPs, and EPs (Supplementary Fig. 13c and 13e). To ensure that the differences between e14.5 and e16.5 *Ngn3* *+* cells was not an artifact of batch effects, we subclustered *Ngn3* *+* cells with e14.5 beta cells, alpha cells, and BPs, and in all cases founded the e16.5 *Ngn3* *+* cells clustered separately from e14.5 *Ngn3* *+* cells (Supplementary Fig. 13d). We found that each cluster was transcriptionally distinct, with the e16.5 cluster 4 expressing beta cell genes such as *Acly, Miat*, and *Insrr* while the N14_1 split apart into *Ngn3* + tip cells in cluster 7 expressing *Cpa1* and *Cpa2* and BPs in cluster 1 expressing *Spp1* (Supplementary Fig. 13f). Hence, while specific markers were maintained between both stages, *Ngn3* + cells are overall changing dramatically over these timepoints.

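Acly, which encodes the ATP citrate lyase of lipid synthesis, stood at 11.5 UMIs per 10000 at e16.5 and 3.22 at e14.5 (2.98 to 4.26 over the runs) in EPhi, a ratio of 3.58 (2.91 to 4.39), and at 10.3 and 2.78 in EPlo, a ratio of 3.71 (3.04 to 4.51). In mesenchyme the ratio was 3.53 (2.71 to 4.55). Miat and Insrr are not among the genes of the e16.5 table used here. Other genes with the largest ratios, taken by a fixed rule of size, were the transcription factor genes Nfix (12.9, 8.77 to 19.1) and Casz1 (7.63, 5.86 to 9.91) in EPhi, and Gap43, of growing neurites, in EPlo (23.2, 14.1 to 40.2), where the ratio in mesenchyme was 5.83 for Nfix and 0.426 for Gap43, with Casz1 at 0 and 4 UMIs there. The immediate early genes Fosb (15.5, 9.48 to 25.7) and Egr1 (7.76, 6.59 to 9.12) were above e14.5 in EPhi and, at 24.6 and 16.9, in mesenchyme. Summed over the stress and immediate early list, the ratio was 2.65 in EPhi, 2.80 in EPlo and 5.86 in mesenchyme. The growth factor gene Igf2 (0.0730, 0.0198 to 0.188) was among those with the lowest ratios in EPhi and stood at 0.665 in mesenchyme.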

The divergence of *Ngn3* + cells from e14.5 to e16.5 was surprisingly stark. Therefore, we sought to compare the transcriptomes of single e14.5 and e16.5 *Ngn3* + cells using two additional independent methods: Fluidigm C1 and multiple annealing and dC-tailing-based quantitative scRNA-seq (MATQ-seq)^39^. After isolating e14.5 and e16.5 Ngn3-eGFP + cells, we observed differential expression of established EP genes in single cells over time using Fluidigm C1 analysis, with clustering analysis showing one branch composed of 92.9% e16.5 single EPs while the other was 81.6% e14.5 single EPs (Supplementary Fig. 14a). This supports that *Ngn3* + cells are different between e14.5 and e16.5. To observe changes in a single *Ngn3* + cell subtype over time we next isolated N14_4 and N16_4 by FACS sorting Ngn3-eGFP + cells (Supplementary Fig. 14b). We then applied these cells for MATQ-seq and clustered using the SIMLR algorithm (Fig. 4g), that was shown to be suited for small scRNA-seq data sets (<3000 cells)^40^. MATQ-seq of single *Ngn3* + cells substantiated that EPs change over time, with 799 genes significantly enriched in e14.5 EPs compared to 1854 genes in e16.5 EPs and separation e14.5 EPs and e16.5 EPs (*p* < 0.05, Fisher’s exact test).

We next applied an additional unsupervised method to determine Ngn3 + subtype relationships. *Ngn3* + cells ordered from early e14.5, with N14_1 appearing before the branch point, diverging into either later e14.5 *Ngn3* + cell subtypes such as N14_4 clustering last or e16.5 *Ngn3* + cells (Fig. 4h and Supplementary Fig. 13g). We combined this analysis with branched expression analysis modeling (BEAM)^32^ to detect statistically significant (*q*-value < 0.01) changes in transcripts between clusters. We found that genes enriched in e16.5 *Ngn3* + cells grouped together (cluster 1), as well as genes from early e14.5 *Ngn3* + cells (cluster 2), late e14.5 *Ngn3* + cell genes (cluster 4), and shared genes (cluster 3, Fig. 4i and Supplementary Data 7). 

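Tip cell markers did not go one way in their ratios of e16.5 to e14.5. Of 9 with at least 10 UMIs in EPhi, 1 had an interval above 1, 3 below and 5 holding 1, with a median ratio of 0.993. Of 7 in EPlo, 1 had an interval above 1, 3 below and 3 holding 1, with a median ratio of 0.846. Cpa1 stood at 0.372 UMIs per 10000 at e16.5 and 3.99 at e14.5 (2.09 to 6.16 over the runs) in EPhi, a ratio of 0.0933 (0.0253 to 0.240), and at a ratio of 0.135 (0.0643 to 0.252) in EPlo. Cpa2 had ratios of 0.117 (0.0239 to 0.344) in EPhi and 0.247 in EPlo, and the colipase gene Clps one of 0.0849 (0.0365 to 0.168) in EPhi. Cpa1 and Cpa2 together had ratios of 0.200 (0.106 to 0.345) in alpha-like and 0.358 (0.206 to 0.590) in beta-like cells. Mesenchyme, which should lack these genes as well, had ratios of 0.667 (0.463 to 0.932) for Cpa1, 2.47 (1.93 to 3.13) for Cpa2 and 2.35 (1.83 to 2.99) for Clps. Within e14.5, Rbpjl and Prss2 were higher in the tip-like Ngn3+ cluster than in other Ngn3+ cells by log2 fold changes of 3.55 (standard error 0.31, adjusted p = 8.8e-28) and 2.82 (standard error 0.40, adjusted p = 7.0e-11) from edgeR, Rbpjl as a tip marker that placed the cluster. Gcg, the glucagon gene, had 3 UMIs at e16.5 and 122 at e14.5 in EPlo, a ratio of 0.111 (0.0225 to 0.332), but its 0.163 UMIs per 10000 at e16.5 lay within the e14.5 runs, at 0.139, 1.89 and 2.09. The ratio of Gcg was 1.34 (0.517 to 2.92) in EPhi and 1.10 (0.685 to 1.69) in mesenchyme. Over 9 alpha cell genes the summed ratio was 0.791 (0.663 to 0.939) in EPhi, 0.573 (0.544 to 0.604) in EPlo and 1.71 in mesenchyme. Of 8 of these genes with at least 10 UMIs in EPhi, 2 had an interval above 1, 2 below and 4 holding 1, with a median ratio of 1.43. Sum and median thus differ in direction in EPhi, where Ttr, with 11.1 UMIs per 10000 at e14.5, had a ratio of 0.627 (0.490 to 0.791). Of 9 in EPlo, 1 had an interval above 1, 4 below and 4 holding 1, with a median ratio of 0.693. Delta cell markers stood higher in EPlo, whose e16.5 cluster is led by Sst. Of 3 with at least 10 UMIs, 2 had an interval above 1, none below and 1 holding 1, with a median ratio of 7.89.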

We found that early e14.5 *Ngn3* + cells were enriched for tip cell genes, including *Cpa1, Cpa2, Rbpjl*, and *Prss2*, while late e14.5 *Ngn3* + cells exhibited transcripts associated with alpha cells such as *Arx, Gcg*, and *Pax4*. In contrast, beta cell genes were enriched in the e16.5 *Ngn3* + cells (cluster 1). 

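Beta cell genes, summed over 20 genes of the list in both tables, stood at 24.0 UMIs per 10000 at e16.5 and 16.3 at e14.5 (14.8 to 20.6 over the runs) in EPhi, a ratio of 1.47 (1.29 to 1.68). In EPlo they stood at 112 UMIs per 10000 at e16.5 and 44.5 at e14.5 (39.8 to 48.0 over the runs), a ratio of 2.51 (2.38 to 2.65), in the e16.5 cluster that Sst leads. Of 13 of these genes with at least 10 UMIs in EPhi, 4 had an interval above 1, 1 below and 8 holding 1, with a median ratio of 1.15. Of 18 in EPlo, 11 had an interval above 1, none below and 7 holding 1, with a median ratio of 1.64. The same sum had a ratio of 3.31 (2.96 to 3.69) in mesenchyme and 4.25 in endothelial cells, from 2.95 to 9.74 UMIs per 10000 in mesenchyme and 1.65 to 7.01 in endothelial cells. Ins2, a member of the list, had a ratio of 15.0 (12.4 to 18.1) in EPlo and 14.3 (11.7 to 17.5) in mesenchyme. At e16.5 the 121 EPlo-like cells held 485 Ins2 UMIs and the 311 mesenchyme-like cells 213, so like ratios stand for unlike levels. Without the hormone genes, a choice made after seeing the data, the 17 other genes had ratios of 1.05 (0.892 to 1.22) in EPhi, 1.68 (1.57 to 1.80) in EPlo and 0.999 in mesenchyme. Mafb, a transcription factor of embryonic beta and alpha cells, had ratios of 1.55 (1.27 to 1.87) in EPlo, 0.860 (0.226 to 2.33) in EPhi and 1.25 in mesenchyme.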

Further, gene ontology analysis of enriched transcripts in e16.5 *Ngn3* + cells compared to e14.5 *Ngn3* + cells showed functions associated with epigenetic regulation and beta cell development (Fig. 4j). Direct comparison of e14.5 and e16.5 *Ngn3* *+* cell subtypes revealed differentially expressed genes, with the top 50 most significant changes illustrated in Supplementary Fig. 14c. Taken together, this shows that while e14.5 and e16.5 *Ngn3* + cell subtypes exist, they change over time, with differences in transcript profiles including alpha cell genes in late e14.5 *Ngn3* + cells and beta cell genes and epigenetic regulators enriched in late e16.5 *Ngn3* + cells.

### EP chromatin accessibility shifts from e14.5 to e16.5

The increase in expression of epigenetic regulators associated with the beta cell fate in e16.5 *Ngn3* + cells concurrent with increased beta cell and decreased alpha cell genes led us to investigate the contribution of the chromatin state in diverting EPs to become alpha or beta cells. We found changes in epigenetic regulator expression in EPs, some with known functions in endocrine cell development, including *Dnmt3a, Ezh2*, and *Rest*^23,24,41^, as well as many not yet described in endocrine differentiation (Supplementary Fig. 15a). 

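Dnmt3a, a de novo DNA methyltransferase, stood at 5.31 UMIs per 10000 at e16.5 and 3.97 at e14.5 (3.25 to 4.30 over the runs) in EPhi, a ratio of 1.34 (0.997 to 1.76), and had a ratio of 1.34 (1.08 to 1.65) in EPlo and 0.911 in mesenchyme. Ezh2, the methyltransferase of Polycomb repressive complex 2, had ratios of 0.896 (0.644 to 1.22) in EPhi and 0.774 (0.474 to 1.21) in EPlo, both intervals holding 1, and 0.583 in mesenchyme. Summed over 39 chromatin regulators, the ratio was 1.67 (1.58 to 1.77) in EPhi, 1.44 (1.36 to 1.52) in EPlo and 1.15 (1.10 to 1.19) in mesenchyme. Of 39 of them with at least 10 UMIs in EPhi, 20 had an interval above 1, 1 below and 18 holding 1, with a median ratio of 1.63. Of 38 in EPlo, 18 had an interval above 1, none below and 20 holding 1, with a median ratio of 1.36. The nuclear RNA list, a sign of RNA quality, had ratios of 2.97 (2.83 to 3.12) in EPhi, 1.81 (1.74 to 1.89) in EPlo and 2.20 (2.14 to 2.26) in mesenchyme, and the stress and immediate early list was above e14.5 in all of these classes too. Among the chromatin regulators, the histone demethylase genes Kdm5a and Kdm5b had ratios of 3.08 (2.33 to 4.02) and 1.55 (1.11 to 2.12) in EPhi and the histone methyltransferase gene Kmt2a one of 2.65 (1.84 to 3.74), beside 1.91, 0.855 and 1.31 in mesenchyme. Within e14.5, Ezh2 was higher in EPhi than in EPlo by a log2 fold change of 1.53 (standard error 0.15, adjusted p = 1.7e-07) from edgeR, and Dnmt3a did not differ past the threshold (-0.25, adjusted p = 0.17 from edgeR). Of 39 regulators tested there, 8 were higher in EPhi and 2 in EPlo (9 and 3 over the list alone). Rest is not among the genes of the e16.5 table used here.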

Interestingly, the expression of known beta cell determinant *Dnmt3a*^24,42^ was increased in e16.5 *Ngn3* *+* cells, while the alpha cell regulator *Ezh2*^23,43^ was enriched in e14.5 *Ngn3* *+* cells. To investigate chromatin accessibility changes over time, we performed Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq) on purified Ngn3-eGFP + EPs from e14.5 and e16.5 pancreas (Fig. 5a). Analysis of motifs enriched in the open chromatin regions showed those of known endocrine regulators like Rfx6 and Neurod1 (Fig. 5b)^44,45^. We also found 609 distinct e14.5 peaks and 749 e16.5 enriched ATAC peaks with differential chromatin accessibility analysis (adjusted *p*-value < 0.05; Fig. 5c and Supplementary Data 8-11). In total, we identified 56,640 ATAC peaks, which tended to be located in non-promoter regions of the genome (Supplementary Fig. 15b), consistent with other tissues that show temporal shifts in enhancer usage across ontogeny^46^.

**Fig. 5:**
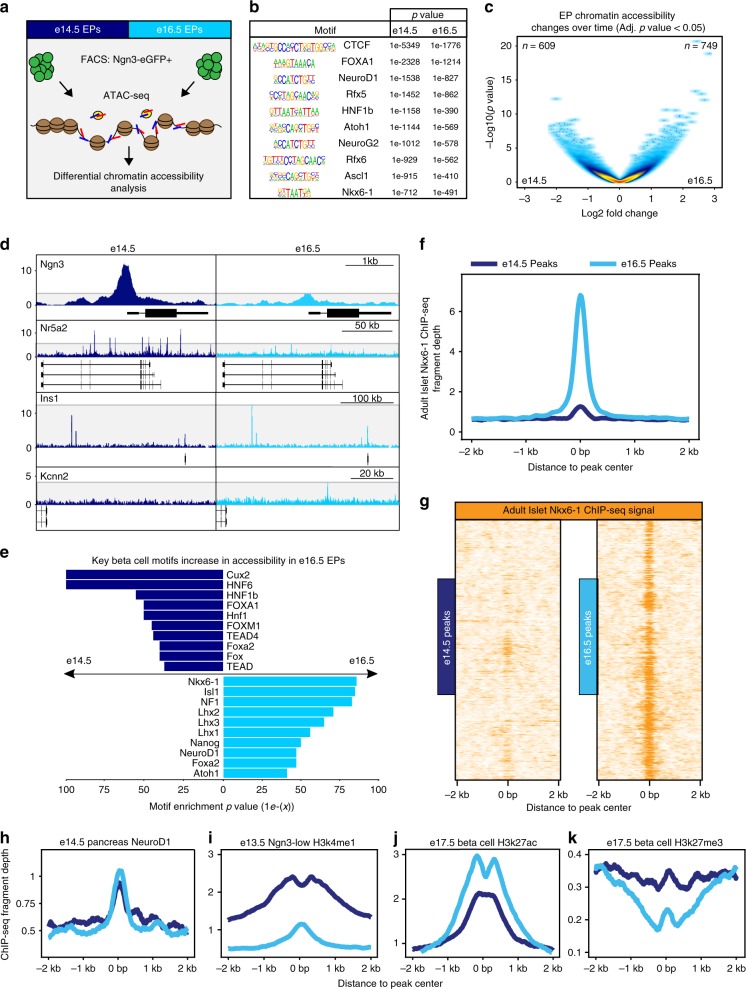
Shifts in chromatin accessibility promote the potential of endocrine progenitors for the beta cell fate at later stages of embryonic development. **a** Scheme of ATAC-seq experiments. Pancreata from Ngn3-eGFP mice were dissected at e14.5 or e16.5 and Ngn3-eGFP + cells were isolated using FACS for ATAC-seq. *n* = 3 biological replicates. **b** Motifs globally enriched in accessible chromatin regions of e14.5 and e16.5 EPs. **c** The chromatin landscape changes from e14.5 to e16.5. Volcano plot showing chromatin accessibility. Adjusted *p-*value < 0.05. **d** ATAC-seq tracks highlighting the locus of *Ngn3, Nr5a2, Ins1*, and *Kcnn2* from e14.5 (shown in navy) and e16.5 (in light blue) EPs, after normalization and combination of all biological replicates. Genomic loci: *Ngn3*, chr10:61,593,975-61,597,673. *Nr5a2*, chr1:138,737,109-138,913,736. *Ins1*, chr19:52,066,906-52,389,227. *Kcnn2*, chr18:45,839,320-45,911,754. **e** Top differentially enriched motifs in accessible chromatin regions of e14.5 (in navy) and e16.5 EPs (in light blue). **f** Adult islet Nkx6-1 ChIP-seq fragment coverage histogram (per base pair per peak) counted across the e14.5 and e16.5 EP differentially accessible peaks from Fig. 5c. Data from GSM1006208. **g** Adult islet Nkx6-1 ChIP-seq signal (reads) heatmap across the e14.5 and e16.5 EP differentially accessible peaks, as show in Fig. 5f. Rows are peaks, and each peak is centered and signal visualized across a 4 kb window. Low ChIP-seq signal is colored as white, and high signal (reads) is colored orange. **h** The e14.5 whole pancreas NeuroD1 ChIP-seq (GSM2532979) fragment coverage histogram (per base pair per peak) counted across the e14.5- and e16.5-specific EP peaks. **i** The e13.5 Ngn3-GFP low H3K4me1 ChIP-seq fragment coverage histogram (per base pair per peak) counted across the e14.5- and e16.5-specific EP peaks. ChIP-seq data from GSE84324. **j** The e17.5 beta cell H3K27ac ChIP-seq fragment coverage histogram (per base pair per peak) counted across the e14.5- and e16.5-specific EP peaks. ChIP-seq data from GSE84324. **k** The e17.5 beta cell H3K27me3 ChIP-seq fragment coverage histogram (per base pair per peak) counted across the e14.5- and e16.5-specific EP peaks. ChIP-seq data from GSE84324. See also Supplementary Figure 15

Chromatin accessibility of *Ngn3* and *Nr5a2* (tip cell marker) loci was enriched at e14.5 compared to e16.5, while accessibility across *Ins1* and potassium calcium activated channel *Kcnn2* loci was increased at e16.5 (Fig. 5d). To investigate if temporal changes in motif accessibility in EPs corresponded with endocrine fate determination, we performed motif enrichment analysis on the statistically differentially accessible ATAC-seq peaks (adjusted *P*-value < 0.05). Strikingly, we found that beta cell associated transcription factor motifs including Nkx6-1 and NeuroD1 were well represented at e16.5 (Fig. 5e). Indeed, Nkx6-1 is essential for maintaining beta cell identity and molecular physiology into adulthood^47–50^. scRNA-seq showed a robust increase in expression of Nkx6-1 in e16.5 *Ngn3* + cells compared to e14.5 *Ngn3* + cells (Supplementary Fig. 15d). 

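Nkx6-1 stood at 8.75 UMIs per 10000 at e16.5 and 8.06 at e14.5 (6.94 to 10.3 over the runs) in EPhi, a ratio of 1.09 (0.870 to 1.34), with the e16.5 level inside the range of the e14.5 runs. In EPlo it stood at 8.51 UMIs per 10000 at e16.5 and 7.24 at e14.5 (7.04 to 7.84 over the runs), a ratio of 1.18 (0.980 to 1.40). Both intervals hold 1, as far as counting error goes. Mesenchyme had 7 UMIs of Nkx6-1 at e16.5 and 23 at e14.5, a ratio of 3.74 (1.36 to 9.01).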

Interestingly, analysis of Nkx6-1 ChIP-seq data^47^ from adult pancreatic islets confirmed that Nkx6-1 was bound to many of the genomic regions we found to be more accessible in e16.5 EPs (Fig. 5f, g). Furthermore, as NeuroD1 motifs were enriched globally in both data sets as well as in e16.5-specific EP ATAC-seq peaks, we assessed NeuroD1 DNA-binding from e14.5 pancreas NeuroD1 ChIP-seq data^51^ and found moderately enhanced occupancy across the e16.5 peak set (Fig. 5h). Thus, many of the accessible chromatin regions identified in embryonic EPs are occupied by key pancreatic transcription factors, including Nkx6-1 and NeuroD1.

As many of the differentially accessible regions were annotated to intronic and intergenic regions (92% for e14.5, and 94% for e16.5), we interrogated their epigenetic status. We integrated available histone mark ChIP-seq profiling data derived from murine e13.5 EPs (Ngn3-GFP + low), and e17.5 beta cells^51^. Indeed, the 609 e14.5 enriched ATAC-seq peaks showed high H3K4me1 signal in e13.5 Ngn3-GFP + low cells, consistent with their status as active enhancers with high chromatin accessibility (Fig. 5i). Conversely, e13.5 Ngn3-GFP + low H3K4me1 signal was not highly enriched across the 749 e16.5 accessible ATAC-seq peaks (Fig. 5i). This suggests that the 749 e16.5-specific peaks are not yet commissioned as active enhancer regions at e14.5. However, further histone mark profiling is required to definitively determine the enhancer status of these regions at e16.5. Thus, the differentially accessible regions identified in EPs via ATAC-seq are dynamic at the epigenetic level. In e17.5 beta cells, we also noted increased signal for the active H3K27ac mark in the accessible peaks of e16.5 EPs compared to e14.5 EPs (Fig. 5j). Conversely, we observed decreased signal for inactive H3K27me3 marks in e17.5 beta cells across e16.5 EP peaks (Fig. 5k). Together this supports that the e16.5 peaks are also active genomic regulatory regions in e17.5 beta cells. In addition, gene ontology analysis of the accessible peaks in e14.5 and e16.5 EPs revealed enrichment of hallmarks of beta cells at e16.5 (Supplementary Fig. 15c). Overall, this suggests that changes in EP chromatin accessibility could influence EP potential, with chromatin accessibility remodeling between e14.5 and e16.5 leading to a more permissive environment for beta cell formation at e16.5.

### EPs exhibit temporal alpha versus beta lineage biases

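Beta-like cells were 186 of 536 alpha-like and beta-like cells at e14.5, or 34.7% (30.7 to 38.9), with an SD of 3.99 over the 3 runs. At e16.5 they were 127 of 213, or 59.6% (52.7 to 66.3). Of the 400 endocrine cells of e16.5, 21.5% (17.6 to 25.9) were alpha-like and 31.8% (27.2 to 36.6) beta-like, and endocrine cells were 19.5% (17.8 to 21.3) and EPs 9.12% of all cells. Gating cells by hormone UMIs instead of clusters gave 41.9% insulin-dominant cells at e14.5 and 79.3% at e16.5, where insulin RNA also stood higher in cells that should lack it. The hormones are among the genes that formed the clusters, and the e16.5 share has no replicate.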

To determine if shifts in the chromatin landscape corresponded with changes in EP alpha or beta cell potential, we analyzed alpha and beta cell percentages in the e14.5 and e16.5 endocrine compartment and observed more beta cells present than alpha cells at e16.5 (Fig. 6a). We validated the findings from scRNA-seq by immunostaining and quantification, confirming that more alpha cells were present at e14.5 while more beta cells were present at e16.5 (Fig. 6b, c). We next compared non-hormonal late e14.5 (N14_4) and e16.5 EPs (N16_4) to the earliest hormonal expressing cells at e14.5 (*Ngn3* + /*Gcg* + and *Ngn3* + /*Ins2* + ). 

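At e14.5, Arx stood at 0.947 ± 0.316 UMIs per 10000 in the endocrine Ngn3+ cluster (SD, n = 3 runs), 0.499 ± 0.214 in the 100 Ngn3+ cells with a Gcg UMI and 0.570 ± 0.166 in the 109 Ngn3+ cells with an Ins2 UMI. Pou3f4 stood at 1.40 ± 0.179, 0.489 ± 0.351 and 0.539 ± 0.315 in the same order, and Irx2 at 0.232 ± 0.152, 0.404 ± 0.447 and 0.249 ± 0.238. Irx1 had 8 UMIs in the Ngn3+ Gcg+ cells and 8 in the Ngn3+ Ins2+ cells. Gcg, apart from the cells chosen by it, stood at 27.3 ± 26.4 UMIs per 10000 in the endocrine cluster, where 11.5% of the cells held it, and at 57.0 ± 73.5 in Ngn3+ Ins2+ cells. Ins1 stood at 6.74 ± 8.97 in the endocrine cluster, 1.84 ± 2.76 in Ngn3+ Gcg+ and 13.1 ± 12.2 in Ngn3+ Ins2+ cells, and Ociad2 at 0.402 ± 0.100, 0.462 ± 0.351 and 0.801 ± 0.338. A single Gcg or Ins2 UMI can come from free RNA, and cells were chosen here by at least 1. The cells so chosen overlap with the endocrine cluster, from which hormone-positive cells were not taken out. That cluster was 79.6% EPhi-like and 14.2% EPlo-like, while the paper's late subtype was mostly EPlo. Between the stages, in EPlo in place of the late e16.5 Ngn3+ cells, Ociad2 had a ratio of 1.57 (0.994 to 2.43) and Ins1 one of 14.0 (8.12 to 25.3), beside 2.67 and 11.6 in mesenchyme, and Irx2 had 6 UMIs at e16.5 and 39 at e14.5, a ratio of 0.693 (0.240 to 1.65). At e16.5 the 121 EPlo-like cells held 56 Ins1 UMIs and the 311 mesenchyme-like cells 33. Arx and Pou3f4 are not among the genes of the e16.5 table used here.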

N14_4 cells expressed hallmark alpha cell genes similar to the earliest *Ngn3* + /*Gcg* + alpha cells, including *Irx1, Arx, Pou3f4, Irx2*, and *Gcg*, while N16_4 cells were closely related to the earliest born *Ngn3* + /*Ins2* + beta cells expressing *Ins1, Ins2*, and *Ociad2* (Fig. 6d). This suggests that the EP fate is primed depending on the embryonic stage, with a higher potential for alpha cells early during the secondary transition and beta cells later. Overall, these data suggest that the timing in which EPs differentiate and their epigenetic state is critical to fate determination. As we find that the chromatin of e16.5 EPs is prepatterned, cells are likely primed for the beta cell fate. These data potentially outline the ideal EP chromatin accessibility configuration to generate beta cells (Supplementary Data 10 and 11).

**Fig. 6:**
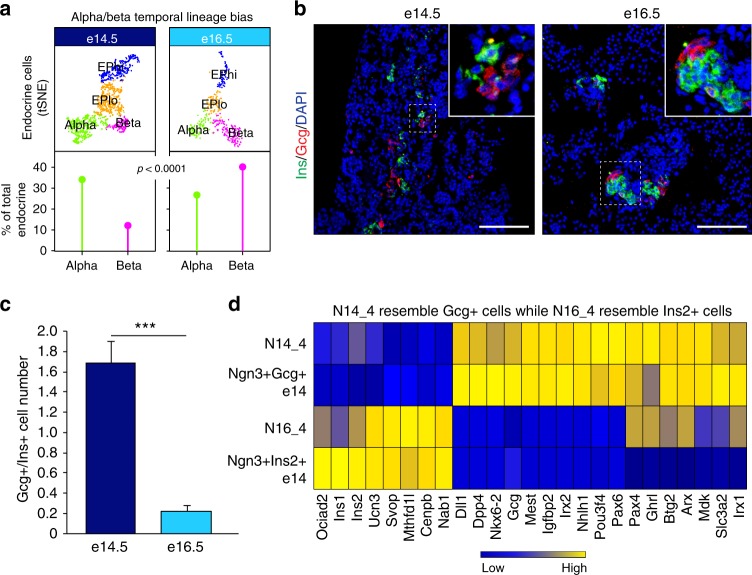
Temporal lineage bias of *Ngn3* + cells leads to more beta cells forming at e16.5. **a** Abundance of alpha and beta cells at e14.5 compared to e16.5. At e14.5, a higher percentage of alpha cells compared to beta cells were found compared to the overall number of endocrine cells in the pancreas. At e16.5, a higher percentage of beta cells compared to alpha cells were found. The top panel shows tSNE representation of endocrine populations with quantification below. *p* *<* 0.0001, Fisher’s exact test. **b** Representative immunostaining of e14.5 and e16.5 pancreas for alpha (marked in red by Gcg) and beta (marked in green by Ins) cells. Nuclei are marked by DAPI in blue. Scale bar = 100 μm. **c** Quantification of Gcg + cell number over Ins + cell number from e14.5 and e16.5 pancreata. *N* = 4 e14.5 and *N* = 6 e16.5 biological replicates. *p* < 0.005 by two-sided Student’s *t*-test. **d** Priming of e14.5 *Ngn3* *+* cells for the alpha cell fate and e16.5 *Ngn3* *+* cells for the beta cell fate. Average cluster log2 *z*-score normalized heatmap showing expression of select alpha and beta cell genes (*x*-axis) in late non-hormonal *Ngn3* *+* cells from e14.5 and e16.5 (N14_4 and N16_4) compared to the earliest born hormonal cells still expressing *Ngn3* (*y*-axis). Expression ranges from blue (low) to high (yellow)

### Pancreatic epithelial cells change from e14.5 to e16.5

We next asked what changes might be associated with distinct EPs at e14.5 and e16.5. Principal component analysis revealed that e14.5 and e16.5 EPs were already different upon induction, with the earliest N14_1 and N16_1 subtypes clustering apart, even more so than BPs (Fig. 7a; average cluster expression). Thus, we analyzed the epithelium that gives rise to EPs to see if changes were occurring prior to *Ngn3* expression, as the epithelium is remodeling from a plexus to an arborized ductal system throughout these stages (Fig. 7b). STAMP-ID tracing of the earliest e14.5 and e16.5 EP subtypes showed that both BPs and tip cells contribute to the EP pool. Interestingly, tip cells made up 16% of the earliest e14.5 *Ngn3* + cells (N14_1), while tip cells only made up 3% of the earliest e16.5 *Ngn3* + cells (N16_1; Fig. 7c).

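At e14.5, tip-like cells were 84.1% (69.9 to 93.4) of the tip-like Ngn3+ cluster, with 87.5%, 87.5% and 80% in runs 1, 2 and 3 (SD 4.33). BP and tip markers, Cpa1 and Cpa2 among them, placed this cluster first, which favors a high share of tip-like cells. With at least 2 Neurog3 UMIs required, they were 3 of the 227 cells of the cluster placed earliest (1.32%), of which 218 were EPhi-like. Of all 838 Ngn3+ cells, 44 were tip-like by clustering and 65 by their UMIs, with at least 3 UMIs of Cpa1 and Cpa2 together and more of them than of Spp1. The e16.5 share was not analysed here.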

**Fig. 7:**
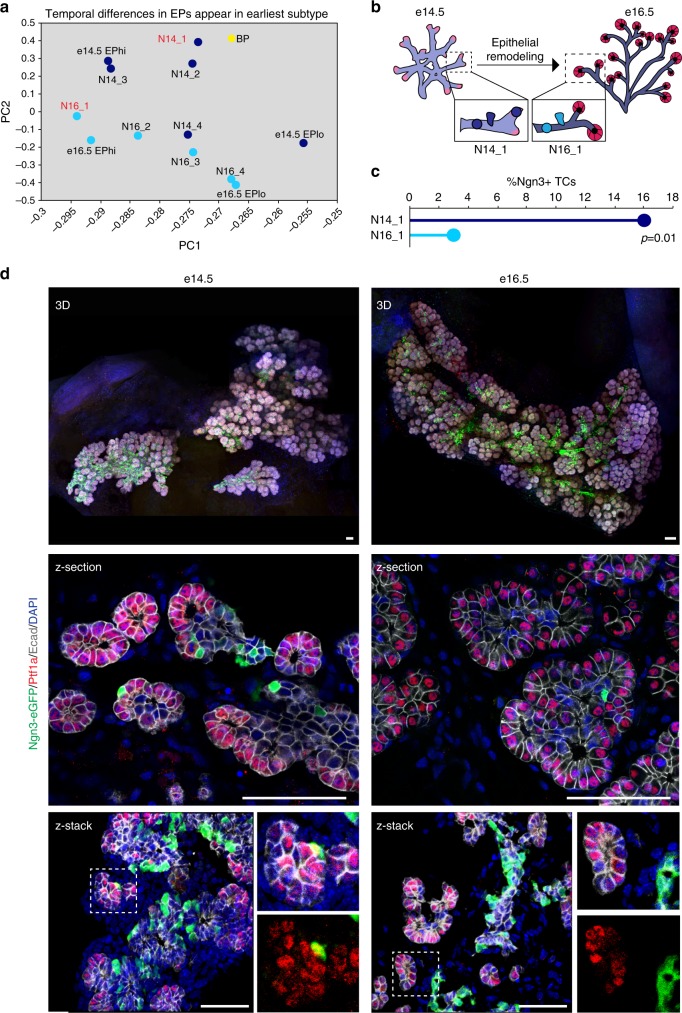
Endocrine progenitors are induced from both epithelial tip and trunk domains at e14.5 but segregated to the trunk by e16.5. **a** Principle component analysis of e14.5 and e16.5 *Ngn3* *+* cell subtypes and original *Ngn3* *+* cell clusters. As a control, e14.5 BPs are shown in yellow. **b** Diagram showing changes in the structure of the pancreatic epithelium over time. Tip cells are marked by pink/red while trunk regions are marked by purple. **c** Barcode tracing of the earliest *Ngn3* *+* cell subtypes at e14.5 and e16.5 (N14_1 and N16_2) revealed 16% of e14.5 *Ngn3* *+* cells are induced from the tip compared to only 3% of e16.5 *Ngn3* *+* cells. *p* = 0.01, Fisher’s exact test. **d** 3D imaging of whole pancreas reveals *Ngn3* + Tip cells at e14.5 but not e16.5. Ngn3-eGFP marks EPs (in green), Ptf1a marks Tip cells (in red), E-cadherin marks epithelium (E-cad in white), and nuclei are shown by DAPI in blue. Individual images were tiled together to produce a final image of the entire organ in 3D. Top, scale bar = 100 μm. Middle and bottom, scale bar = 50 μm. See also Supplementary Figure 16

As previously reported, we observe a high number of Ngn3-eGFP + cells forming in the proximal trunk regions of the e14.5 and e16.5 epithelium, as demarcated by Mucin1 staining (Supplementary Fig. 16a)^17^. At e14.5 we also found Ngn3-eGFP + cells appearing in distal regions of the epithelium, however, none at e16.5 (Supplementary Fig. 16a). To verify co-expression of tip cell markers in Ngn3-eGFP + cells, we co-stained the e14.5 and e16.5 pancreas for Cpa1/Cpa2, confirming scRNA-seq data at protein level (Supplementary Fig. 16b). We next optically cleared whole e14.5 and e16.5 pancreas^52^ and imaged in 3D to tile ~5000 confocal planes and reconstruct the organ (Fig. 7d and Supplementary Fig. 16c). Using this approach we confirmed quantitatively that Ngn3-eGFP + /Ptf1a + tip cells were present at e14.5 but very few at e16.5 (Supplementary Fig. 16d). We further used anti-Ngn3 antibody and confirmed Ngn3 protein presence in Ptf1a + tip cells (Supplementary Fig. 16e).

Despite the fact that EPs are continually born, we found that EPs were distinct upon formation, with N14_1 transcriptionally divergent from N16_1 cells. Moreover, we observed that tip cells contribute to the *Ngn3* + cell pool at e14.5 but significantly less at e16.5. While *Ngn3* + cell birthplace is likely an important contributor to EP heterogeneity and development, it may not be the sole determinant. We therefore hypothesized that if BPs were different from e14.5 to e16.5, then they could contribute to the temporal shift in EP formation and potential.

We merged e14.5 and e16.5 single cells from scRNA-seq and ordered BP, EPhi, EPlo, alpha, and beta cells through pseudotime to find how BPs contribute to endocrine fate decisions (Supplementary Fig. 17a and Fig. 8a). Consistent with our previous analysis, EPhi cells appear prior to EPlo before bifurcation into either alpha or beta cells, with e14.5 EPs clustering together into three clusters while e16.5 EPs clustered apart. Unexpectedly, we found that BPs also formed a branch, signifying a distinction between two BP populations. Tracing the identity of the BP branches showed that each branch consisted of either e14.5 or e16.5 BPs, denoting that BPs are changing over time (Fig. 8a).

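BPs of e16.5, in 3 clusters, were set against those of e14.5, in 2 clusters. The Hippo pathway list stood at 36.1 UMIs per 10000 at e16.5 and 11.0 at e14.5 (9.23 to 13.3 over the runs) in BPs, a ratio of 3.27 (3.13 to 3.43), against 1.61 in mesenchyme. Its target Cyr61, a member of the list, had a ratio of 5.61 (5.25 to 5.99) in BPs and 5.47 in mesenchyme. Cyr61 is also among the 10 leading genes of the e16.5 BP cluster led by stress genes, and of no e14.5 BP cluster. The sum without Cyr61 was not computed, so how much of the ratio of 3.27 rests on this gene is not known. The Notch pathway list had a ratio of 2.10 in BPs and 1.57 in mesenchyme, with Notch1 at 2.69 (2.13 to 3.39) and 2.60. The nuclear RNA list had a ratio of 2.66 (2.60 to 2.73) in BPs. Of 11 Hippo genes with at least 10 UMIs in BPs, 7 had an interval above 1, none below and 4 holding 1, with a median ratio of 2.68. Of 8 Notch genes, 5 had an interval above 1, 1 below and 2 holding 1, with a median ratio of 2.01. Of 6 nuclear RNA genes, 4 had an interval above 1, none below and 2 holding 1, with a median ratio of 2.45. Of the immediate early genes, Fosb had a ratio of 24.6 (21.6 to 28.2), Egr1 of 15.7 (14.6 to 16.9) and Atf3 of 18.2 (15.0 to 22.1), beside mesenchyme at 24.6, 16.9 and 26.8. Apart from these, Adora1, an adenosine receptor gene, had 65 UMIs at e16.5 and 6 at e14.5 (49.8, 21.7 to 141), and Col16a1 a ratio of 16.8 (10.1 to 29.1) against 4.04 in mesenchyme. Id1 (0.167, 0.105 to 0.253) and Id3 (0.0537, 0.0277 to 0.0942), targets of BMP signaling, had among the lowest ratios, with 0.298 and 0.159 in mesenchyme. The transcription factor gene Sox4 (2.65, 2.47 to 2.85) and the BP marker Bicc1 (4.75, 4.41 to 5.11) stood higher at e16.5, beside 1.04 and 3.32 in mesenchyme.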

**Fig. 8:**
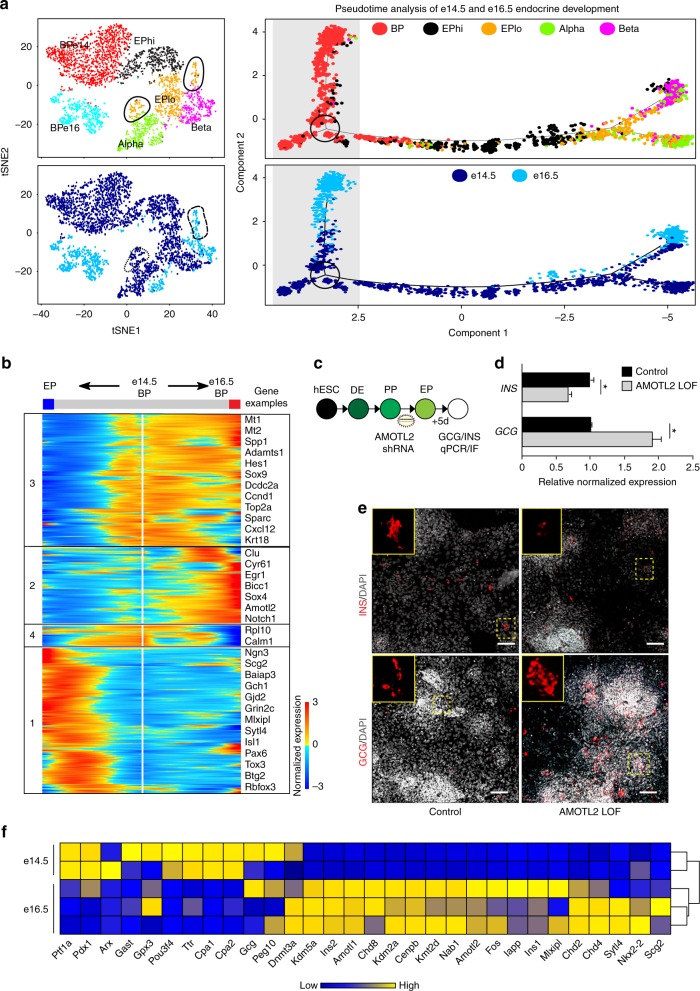
Bipotent progenitors change with more alpha and tip cell genes expressed at e14.5 and more beta cell genes expressed at e16.5. **a** Pseudotemporal ordering of merged e14.5 and e16.5 single cells revealing the developmental trajectory of BPs as they differentiate. On left, tSNE plot of merged e14.5 and e16.5 single cells in clusters (top) and with original identities (bottom). On right, BPs branch depending on developmental stage of origin, with e14.5 BPs making a choice between maturation into e16.5 BPs or differentiation into endocrine cells (clusters on top; original identities on bottom). **b** Branched expression analysis modeling (BEAM) showing transcriptional kinetics as e14.5 BPs either mature to e16.5 BPs or differentiate into EP, alpha, or beta cells. Examples of genes from each cluster are shown to the right, including *Dcdc2a*, which is conserved in both e14.5 and e16.5 BPs, and *Amotl2*, which is increasing as e14.5 BPs mature into e16.5 BPs. **c** Schematic for *AMOTL2* knockdown in hESC-derived EPs. Lentivirus with pGIPZ *AMOTL2* shRNA was transduced into hESCs at day 0 of the EP stage and cells were collected for analysis after 5 days in basic DMEM/B27 media. **d** AMOTL2-LOF cells resemble the e14.5 phenotype, with more GCG and less INS. qPCRs showing *INS* and *GCG* expression 5 days after loss of *AMOTL2* in hESC-derived EPs. Samples are normalized to *TBP*. *N* = 3 biological replicates. Scale bars are SEM, *p < 0.05 by Student’s *t*-test. **e** Immunostaining of INS, GCG, and CHGA in control and *AMOTL2*-LOF hESC-derived EPs. Scale bar = 100 μm. **f** Average cluster log2 *z*-score normalized heatmap of select beta, alpha, and tip cell markers in e14.5 and e16.5 BPs. See also Supplementary Figure 17

BEAM was used to detect statistically branch-dependent genes changing as BPs make fate choices (*q*-value < 0.01; Supplementary Data 12). We assessed the gene expression patterns when e14.5 BPs diverge into either e16.5 BPs or EPs (Fig. 8b). Genes in cluster 1, including *Ngn3, Tox3, Btg2, Baiap3*, and *Rbfox3*, increased in expression as e14.5 BPs differentiated into EPs. 

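From BPs to EPhi at e14.5, Tox3 stood at 0.468 ± 0.0433 and 5.70 ± 0.389 UMIs per 10000 (SD, n = 3 runs), Btg2 at 1.07 ± 0.707 and 9.81 ± 3.15, Baiap3 at 0.0134 ± 0.00591 and 0.990 ± 0.0919, and Rbfox3 at 0.0133 ± 0.0116 and 0.985 ± 0.297. For each gene the EPhi level exceeded the BP level by more than the SD of either class. EPlo held Tox3 at 5.02 ± 0.406 and Rbfox3 at 0.263 ± 0.163. Between EPhi and EPlo, Btg2 was higher in EPhi by a log2 fold change of 1.26 (standard error 0.12, adjusted p = 9.6e-08) and Rbfox3 by 1.67 (standard error 0.34, adjusted p = 9.4e-04), and Baiap3, a regulator of vesicle exocytosis, was higher in EPlo (-1.42, standard error 0.17, adjusted p = 1.8e-06) from edgeR. Tox3 did not pass (0.20, adjusted p = 0.23 from edgeR). Rbfox3 did not pass without run 2.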

Interestingly, the expression of the chromatin remodeler *Smarcd2* was restricted to the EPhi branch, supporting that changes in EP epigenome influence EP potential.

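Smarcd2, a subunit of SWI/SNF chromatin remodeling complexes, stood at 4.05 ± 0.805 UMIs per 10000 in EPhi (SD, n = 3 runs), 0.703 ± 0.137 in EPlo, 0.801 ± 0.0299 in BPs, 0.652 ± 0.210 in alpha cells, 0.555 ± 0.0806 in beta cells and 0.449 ± 0.0776 in mesenchyme. It was higher in EPhi than in EPlo by a log2 fold change of 2.45 (standard error 0.18, adjusted p = 1.9e-09) from edgeR. Between stages the ratio was 2.45 (1.99 to 3.00) in EPhi and 3.16 (2.68 to 3.72) in BPs, beside 3.01 (2.26 to 3.98) in mesenchyme.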

### Loss of AMOTL2 in BPs affects endocrine lineage decisions

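Amotl2, an angiomotin that binds the Hippo effector Yap1, stood at 3.59 UMIs per 10000 at e16.5 and 0.809 at e14.5 (0.591 to 0.995 over the runs) in BPs, a ratio of 4.43 (3.79 to 5.18). In EPhi it had a ratio of 2.73 (2.18 to 3.41) and in mesenchyme 1.98 (1.38 to 2.78). Within e14.5 Amotl2 was higher in EPhi than in EPlo by a log2 fold change of 3.39 (standard error 0.22, adjusted p = 5.9e-10) from edgeR, as was Gpx2, an antioxidant enzyme gene (2.40). Of 8 Hippo pathway genes 3 were higher in EPhi, none was lower and 5 did not pass by edgeR (5 higher over the list alone), and in BPs against other cells 3 of 13 were higher and 2 lower (4 and 2 over the list alone).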

Using BEAM analysis we observed that expression of *Amotl2* in BPs increased from e14.5 to e16.5 while *Tox3, Btg2*, and *Rbfox3* increased as e14.5 BPs differentiated into EPs. We hypothesized that if *Amotl2* loss-of-function influenced the alpha or beta cell fate determination, then EP fate could be primed prior to *Ngn3* expression, while if loss of *Tox3, Btg2*, or *Rbfox3* influenced the alpha or beta fate then the decision of EPs likely occurred after Ngn3 expression. Since function of these genes in pancreatic development is unknown, we used human pancreatic in vitro differentiation to address this hypothesis.

Firstly, we confirmed robust hESC pancreatic differentiation by staining for SOX17 (~95% positive cells) for definitive endoderm, PDX1 for PPs (~90% positive cells), and NGN3 for EPs (~50% positive cells; Supplementary Fig. 17b). We transduced hESC-derived PPs with lentivirus containing two different shRNAs against *Amotl2, Tox3, Btg2*, or *Rbfox3* and selected the most efficient shRNA for subsequent experiments (Fig. 8c and Supplementary Fig. 17c). After five days in basic media without additional growth factors to induce endocrine differentiation, *AMOTL2* knockdown led to a decrease in INS + cells and an increase in GCG + cells as was analyzed by qPCR and immunostaining (Fig. 8d, e; by immunostaining 2-fold decrease in INS + , 3.7-fold increase in GCG + cell number). The knockdown of *TOX3*, *BTG2*, and *RBFOX3* did not cause significant changes in alpha versus beta cell in vitro differentiation.

Amotl2 functions in endothelial cell migration, canonical Wnt signaling repression, polarity loss, and Hippo pathway activation^53–56^. *Amotl2*, which exhibited similar expression patterns to *Smarcd2* and *Ngn3*, showed enrichment of chromatin accessibility in e14.5 EPs compared to e16.5 EPs (Supplementary Fig. 17d-f). Further, as in murine pancreatic development, *AMOTL2* significantly increased in hESC-derived PPs and EPs compared to hESCs (Supplementary Fig. 17g). This shift in the number of GCG/INS cells after *AMOTL2 LOF* suggests that endocrine fate may be primed in earlier progenitors. In support of this, we found that e14.5 BPs expressed alpha cell markers while e16.5 BPs had increased expression of beta cell markers, mirroring the subsequent temporal lineage biases (Fig. 8f).

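Alpha cell genes, summed over the list, stood at 6.35 UMIs per 10000 at e16.5 and 11.9 at e14.5 (9.40 to 15.1 over the runs) in BPs, a ratio of 0.532 (0.487 to 0.580), and at a ratio of 1.71 (1.52 to 1.93) in mesenchyme. Of 8 alpha cell genes with at least 10 UMIs in BPs, 2 had an interval above 1, 2 below and 4 holding 1, with a median ratio of 0.789. Of 15 beta cell genes, 6 had an interval above 1, 1 below and 8 holding 1, with a median ratio of 1.66. Ttr, the transthyretin gene and an alpha marker, made up 4.33 and 9.91 of the alpha sums and had a ratio of 0.437 (0.393 to 0.485) in BPs and 1.35 in mesenchyme, while Gcg had 0.844 (0.587 to 1.19) in BPs. Beta cell genes stood at 12.9 UMIs per 10000 at e16.5 and 8.61 at e14.5 (7.63 to 9.46 over the runs), a ratio of 1.5 (1.40 to 1.60), with Ins2 at 9.38 (7.83 to 11.3), Ins1 at 6.38 (4.26 to 9.62) and Iapp at 7.10 (4.83 to 10.5). These hormone genes had ratios of 14.3, 11.6 and 15.8 in mesenchyme. Without the hormone genes, again chosen after seeing the data, the beta cell genes had a ratio of 0.916 (0.841 to 0.996) in BPs and the alpha cell genes 0.478 (0.434 to 0.526). Pdx1, a transcription factor of pancreatic progenitors and beta cells, had a ratio of 0.476 (0.365 to 0.613), Ptf1a 0.373 (0.0736 to 1.18) with 3 UMIs at e16.5, and Nkx2-2 1.48 (1.21 to 1.80) against 2.31 in mesenchyme.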

### Transcriptional maps as EPs become alpha or beta cells

Finally, we sought to determine the transcript dynamics as EPs differentiate into alpha or beta cells. We addressed this by two independent methods of pseudotemporal ordering, Monocle2, which orders single cells along a trajectory before grouping transcripts based off of expression patterns over pseudotime, and Wishbone, which acts as a branch predictor to resolve bifurcating trajectories. The use of both Monocle2 and Wishbone allowed the unbiased analysis of transcripts over pseudotime coupled with a secondary method to visualize transcript changes over time with higher branch fidelity. In Monocle2, we utilized a density peak clustering algorithm and differential expression analysis to determine the top 300 genes (lowest *q*-value) when EPlo cells bifurcate to alpha and beta cells and then analyzed these gene expression dynamics across differentiation (Fig. 9a). Genes that increase in expression as EPs differentiate into beta cells (in cluster 1) included *Gjd2, Mlxipl, Scg2, Sytl4*, and *Ociad2*, which have not yet been described in the embryonic pancreas (Fig. 9b).

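Beta-like cells were compared with alpha-like cells of e14.5. Sytl4, which encodes a synaptotagmin-like protein of insulin granules, was higher in beta cells by a log2 fold change of 5.48 (standard error 0.28, adjusted p = 1.6e-19) and Mlxipl, the glucose-responsive transcription factor ChREBP, by 2.27 (standard error 0.16, adjusted p = 1.2e-14) from edgeR. Gjd2, the gap junction protein connexin 36, was higher by 1.22 (standard error 0.23, adjusted p = 7.5e-05), Ociad2 by 1.47 (standard error 0.17, adjusted p = 6.5e-09) and Scg2 by 0.94 (standard error 0.15, adjusted p = 5.9e-06) from edgeR. The genes of largest difference by the fixed rule were Npy (6.14), Mapt (5.37), Nnat (4.98), the adrenergic receptor gene Adra2a (4.97), the glucose transporter gene Slc2a2 (4.85) and the transcription factor gene Mnx1 (3.92) in beta cells, and the peptide hormone genes Gast (-4.05), Cartpt (-4.26) and Gal (-4.10) and Serpina1b (-5.42) in alpha cells, with negative values higher in alpha cells. Of 14 beta cell genes not used to name the classes 12 were higher in beta cells, and of 7 alpha cell genes 7 were higher in alpha cells, at an adjusted p under 0.05 from edgeR (13 and 7 over each list alone). Secretory granule genes went both ways, with 5 higher in beta cells, 3 in alpha cells and 9 of 17 not passing (7 and 4 over the list alone), and 5 of 10 stress and immediate early genes were higher in beta cells (8 over the list alone). In all 348 genes were higher in beta cells and 307 in alpha cells of 4864, and the total of 655 became 359 without run as a block, 176 by DESeq2 (90 higher in beta and 86 in alpha cells), 378 without run 1 and 326 without run 3. Gjd2 did not pass by DESeq2.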

**Fig. 9:**
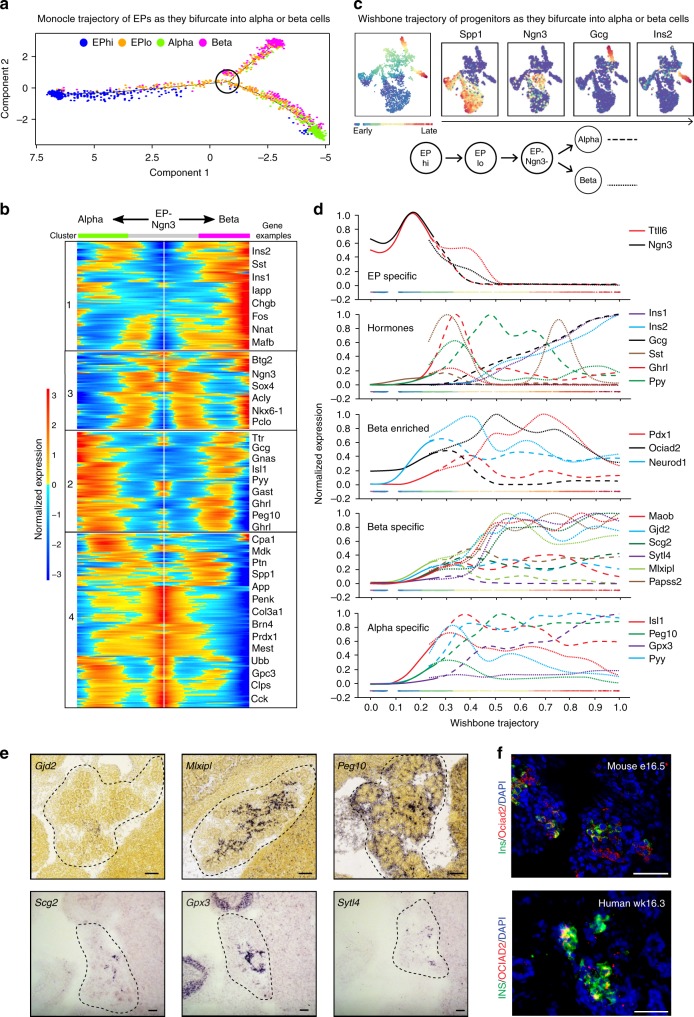
Transcriptional blueprints of endocrine progenitor differentiation into alpha or beta cells. **a** Pseudotemporal ordering of merged e14.5 and e16.5 single cells using Monocle2 revealed the developmental trajectory of EPs as they differentiate. Branch point shows EPs at the decision point for the alpha or beta lineages. **b** BEAM showing transcriptional kinetics as EPs differentiate into either alpha or beta cells. Examples of genes from each cluster are shown to the right. **c** Pseudotemporal ordering of single cells using Wishbone. Colors on far left panel indicating early (blue) to late (red) cells. Four right panels show examples of genes to verify the temporal associations, including early marker *Spp1*, followed by *Ngn3*, then bifurcation into either *Gcg* or *Ins2* expressing cells; red indicates high and purple low expression levels. **d** Projection of gene expression of select genes of interest. Dashed lines indicate alpha cells while dotes lines indicate beta cells. **e** RNA in situ of select alpha enriched genes (*Peg10, Gpx3*) and beta enriched genes (*Gjd2, Mlxipl, Scg2, Sytl4*). *Peg10*, *Gjd2*, and *Mlxipl* images are from e15.5 Allen Brain Atlas. Gpx3, Scg2, and Sytl4 are from e14.5 mouse. Scale bars = 198 μm. **f** Ociad2 (red) is co-expressed with Ins (green) in the developing mouse and human pancreas. Nuclei are marked by DAPI, in blue. Scale bars = 50 μm. See also Supplementary Figure 18

Next, we employed the Wishbone algorithm to investigate the dynamics between developmental progression and alpha and beta cell markers. We first confirmed the accuracy of the Wishbone trajectory, showing expression of the early marker *Spp1* in cells ordered earliest, followed by *Ngn3* + cells, then bifurcating into either *Gcg* + or *Ins2* + cells (Fig. 9c). We found EP specific genes including *Ttll6*, which mirrored *Ngn3* expression, albeit its expression was prolonged in beta cells (Fig. 9d). 

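Ttll6, a polyglutamylase of tubulin, stood at 14.0 ± 10.8 UMIs per 10000 in EPhi (SD, n = 3 runs) and 2.36 ± 1.97 in EPlo, and was higher in EPhi by a log2 fold change of 2.62 (standard error 0.13, adjusted p = 3.0e-12) from edgeR. The EPhi level differed between the runs, at 2.64, 15.2 and 24.2 in runs 1, 2 and 3. At least 1 Ttll6 UMI was found in 62.9% of EPhi-like cells (median 1853 UMIs), 22.8% of EPlo-like cells, 2.69% of beta-like, 1.43% of alpha-like and 0.595% of mesenchyme-like cells (median 1669). The level was 0.0686 ± 0.0822 in beta cells and 0.0612 ± 0.106 in alpha cells, a difference within the SD of the runs. At e16.5 Ttll6 stood at 13.1 (11.0 to 15.5) in EPhi and 0.596 (0.297 to 1.07) in EPlo, with 4 UMIs in alpha-like and 0 in beta-like cells. Without run as a block, Ttll6 did not pass between EPhi and EPlo.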

Analysis of endocrine hormone gene expression patterns showed expected patterns for *Ins1*, *Ins2*, and *Gcg*, with specific expression in developing beta and alpha cells, respectively. 

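Sst, the somatostatin gene, was concentrated in few e14.5 cells, with 225 UMIs in 1.61% of beta-like, 731 in 4.29% of alpha-like and 192 in 1.90% of EPlo-like cells, against 0.0700% of mesenchyme-like cells, at medians of 2460.5, 2237.5, 1708 and 1669 UMIs per cell. The level was 6.71 ± 8.93 UMIs per 10000 in alpha cells and 3.48 ± 5.39 in beta cells (SD, n = 3 runs), and the classes did not differ past the threshold (log2 fold change -0.74, adjusted p = 0.59 from edgeR). At e16.5 Sst stood at 47.8 (44.7 to 51.0) in the EPlo-like cluster that it leads, 15.0 (13.0 to 17.2) in alpha-like and 14.3 (13.0 to 15.8) in beta-like cells, and 0.0962 (0.0262 to 0.246) in mesenchyme.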

Analysis of other hormone transcripts revealed dynamic expression patterns, with *Sst* peaking early in beta cells before complete inhibition, followed by another late peak in expression before final repression. In contrast, *Ghrl* showed an expression peak in early alpha cells before repression, while *Ppy* had early peaks in both alpha and beta cells. 

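Ghrl, the ghrelin gene, stood at 46.0 ± 29.8 UMIs per 10000 in alpha-like cells (SD, n = 3 runs), 42.7 ± 23.1 in EPlo, 2.71 ± 2.64 in EPhi and 0.0842 ± 0.0865 in beta-like cells, a log2 fold change of -9.20 (standard error 0.25, adjusted p = 3.4e-29) between beta and alpha cells from edgeR, with negative values higher in alpha cells. A Ghrl UMI was found in 25.7% of alpha-like (median 2237.5 UMIs), 2.15% of beta-like (median 2460.5) and 0.875% of mesenchyme-like cells. Ppy, the pancreatic polypeptide gene, stood at 8.82 ± 4.55 in alpha-like, 3.15 ± 1.83 in beta-like, 1.86 ± 0.590 in EPlo-like and 0.00498 ± 0.00639 in mesenchyme-like cells, with a change of -1.47 (standard error 0.16, adjusted p = 7.5e-10) between beta and alpha cells from edgeR. A Ppy UMI was found in 31.4% of alpha-like, 13.4% of beta-like and 0.105% of mesenchyme-like cells. Ghrl and Ppy are not among the genes of the e16.5 table used here. The difference in Ppy did not pass without run as a block.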

*Maob, Gjd2, Scg2, Sytl4, Mlxipl*, and *Papss2* increased in beta cells as EPs differentiated, while *Isl1, Peg10, Gpx3*, and *Pyy* increased in developing alpha cells (Fig. 9d). 

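Maob, a monoamine oxidase gene, was higher in beta-like than in alpha-like cells of e14.5 by a log2 fold change of 1.88 (standard error 0.18, adjusted p = 7.4e-11) and Papss2, of sulfate donor synthesis, by 1.42 (standard error 0.17, adjusted p = 8.5e-09) from edgeR. Peg10 was higher in alpha cells (-1.67, standard error 0.13, adjusted p = 4.3e-13 from edgeR, with negative values higher in alpha cells), as were Gpx3 (-1.47) and the peptide YY gene Pyy (-1.09, adjusted p = 3.5e-09 from edgeR). Isl1, a transcription factor of all islet cells, did not pass (-0.30, adjusted p = 0.14 from edgeR). In beta-like cells Maob stood at 3.44 ± 0.0578 UMIs per 10000 and Papss2 at 4.73 ± 0.319 (SD, n = 3 runs), against 0.659 ± 0.164 and 0.944 ± 0.286 in EPlo. In alpha-like cells Peg10 stood at 30.0 ± 4.02, Gpx3 at 14.8 ± 3.81 and Isl1 at 8.65 ± 0.809, against 8.70 ± 1.62, 2.44 ± 1.08 and 7.73 ± 0.992 in EPlo. Without run as a block Pyy did not pass.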

RNA in situ hybridization validated the expression of beta cell-specific genes including *Gjd2, Mlxipl, Scg2*, and *Sytl4*, with Ociad2 protein verified in the developing mouse and human pancreas (Fig. 9e, f). Alpha cell enriched genes, *Peg10* and *Gpx3*, were confirmed by RNA in situ hybridization on e14.5 and e15.5 pancreas, respectively (Fig. 9e). Further studies are needed to assess the function of these newly described pancreatic genes in endocrine development

From the branch point analysis of EP decisions between alpha or beta cells, we revealed potential regulators of this choice and created transcriptional maps of the directions progenitors take to become alpha or beta cells (Supplementary Data 13). Using our scRNA-seq data and available data sets, we compared hPSC-derived pancreatic cells at different stages to e14.5 and e16.5 single-cell clusters to determine the precise stage and transcriptional state of in vitro cells to in vivo cell subtypes (Supplementary Fig. 18a). We performed bulk RNA-sequencing of hPSC-derived cells pancreatic cells at early (12 h) and late EP stage (5 days). Further, we compared published data sets from hPSCs differentiated to the EP stage and beta cell stage from two groups. We found that our hPSC-derived EPs resembled EPs, yet branched alone, likely due to the fact that these cells were a mixed population. Analysis of hPSC-derived sorted Ngn3-GFP + EPs^57^ showed that these cells closely related to late N16 subtypes, which exhibit a higher beta cell potential. Finally, by comparing hPSC-derived beta cells^58^ we found that they resemble yet are not identical to e16.5 beta cells. In sum, these findings can be utilized to identify the precise route to mimic EP maturation from N16_1 to N16_4 before beta cell differentiation (Supplementary Fig. 18b).

## Discussion

In this study, we found four subtypes of *Ngn3* + cells at e14.5 and e16.5 during the peak of *Ngn3* + EP formation. Rather than reflecting different endocrine cell types, these subtypes reflect maturation of *Ngn3* + cells from induction, delamination, and differentiation into islet cells. Delineating the genes enriched in different stages of EP maturation is of particular interest, as regulators of EP maturation are far from understood. Defining the stages of EP differentiation also gives a glimpse into the processes occurring in each stage and may lend to the discovery of factors or pathways that regulate these transitions. We also detected very few (<3%) *Ngn3* + hormonal cells in late EP clusters (N14_4 and N16_4). These cells likely represent the earliest born hormonal cells, which either transiently co-express *Ngn3* alongside hormones or post-transcriptionally repress *Ngn3* from being translated into protein, and these data may help to identify genes involved in initiation of hormone expression. Moreover, looking for genes with similar fluctuation patterns like *Ngn3* may help to identify factors contributing to their diversity or controlling EP maturation stages, some of which are detailed herein, with complete gene lists provided at depository GSE100622 and in Supplementary Data sets.

We found that *Ngn3* + cells are constantly born and while e14.5 and e16.5 *Ngn3* + cells shared select genes, these *Ngn3* + cells are overall transcriptionally distinct. As a consequence, e16.5 *Ngn3* + cells have a higher propensity to form beta cells. Thus *Ngn3* + cells cannot all be treated as the same. *Ngn3* by itself is sufficient to determine endocrine commitment, however it might not be sufficient to distinguish early stages (such as N16_1) from later stages that are more equipped for differentiation into hormonal cells (such as N16_4) or to discern between N14 (alpha cell prone) and N16 (beta cell prone) *Ngn3* + populations. This is of particular importance for in vitro directed differentiation efforts to produce specific pancreatic endocrine cells. For the beta cell, comparing in vitro derived EPs to the transcriptional profiles of e16.5 *Ngn3* + cells and against e14.5 *Ngn3* + cells would likely improve efficiency, and we find that some hPSC-derived Ngn3-eGFP + cells^57^ resemble e16.5 *Ngn3* + cells. The temporal differences in *Ngn3* + cells are reminiscent of neural progenitors in the developing cortex, which also exhibit different competencies for different neural fates as development progresses^59^. Therefore, the heterogeneity between stages in *Ngn3* + cell identity may be a phenomenon not restricted to progenitors in the pancreas, but rather globally applicable to many different progenitors during development.

The question remains as to what mechanisms are controlling EP changes over time. Pancreatic epithelial cells remain in a plexus state until transformation between e14.5 and e16.5 into an arborized ductal system. The EP changes and shift in the formation of alpha cells to beta cells parallels the morphogenetic changes as the epithelium is remodeled, with the epithelial transition nearly complete by e16.5^17^. Further, timely induction of EPs is critical to prevent defects in pancreatic epithelial development^17,60^. Prior to remodeling, *Ngn3* + cells originate either from MPCs (around e9.0) or tip cells (prior to e14.5) while after the plexus-to-duct transition a shift in competency leaves trunk progenitors as a sole the source of *Ngn3* + cells. We observed that tip cells are still competent to give rise some *Ngn3* + at e14.5 but this ability is almost completely lost at e16.5. Very few *Ngn3* *+* cells do not becoming endocrine cells^12^, thus these *Ngn3* + tip cells likely contribute to the endocrine pool. The majority of *Ngn3* + cells, however, come from bipotent trunk epithelium, and we find differences between e14.5 and e16.5 BPs. It is plausible that the changing epithelium is tied to changes in the genome and epigenome and thus the formation of distinct EPs at each stage. While the epigenome clearly changes in EPs from e14.5 to e16.5, it will be interesting to determine how these changes are related to the morphogenetic shifts in the epithelium and whether these chromatin shifts are instructive to temporal changes in EPs or if these are merely consequences of the changing transcriptome.

Another potential mechanism that regulates the temporal changes in EPs is changes in the surrounding niche. This is an attractive hypothesis, as mesenchyme, neural, and endothelial cells play important roles in endocrine cell formation^61^. Our data show extensive heterogeneity of mesenchyme subtypes at both e14.5 and e16.5. Further studies on pancreatic niche heterogeneity will aid in understanding of paracrine signaling, providing a framework to coax stem cells efficiently to become beta cells. In addition, understanding these signals could shed light onto how EPs progress through each maturation stage, for example what factors promote N14_1 cells to delaminate from the epithelium and progress into N14_2. The resources provided herein can be used to dissect which pathways are upstream of these transitions regulating EP maturation. Previous studies have shown the import of FGF, Notch, Hedgehog, and TGFb signaling in EP differentiation, but whether these pathways promote specific subtypes of *Ngn3* + cells in unknown. Further, we observed by GO analysis of kinetic clusters enrichment of Slit/Robo, Met, PDGF, and PI3K/Akt signaling in early *Ngn3* + cells while later *Ngn3* *+* cells had enrichment of calcium, Mapk, cAMP, and adrenergic signaling. Finding how niche cell subtypes are spatially arranged in the developing pancreas and what signals they provide to different epithelial domains will offer clues into how epithelial patterning, compartmentalization, and morphogenesis occurs.

An important question in the pancreatic field is the timing in which endocrine cell fates are determined; whether the decision of EPs to become alpha or beta cells occurs after *Ngn3* expression or even earlier, before endocrine commitment^35^. Here, we present evidence that the choice might be made prior to *Ngn3* expression, although more investigation is required to conclusively determine this. We found that in the epithelial progenitor state, even the earliest *Ngn3* + cells were different (N14_1 and N16_1) and that the underlying epithelium (BPs) was also temporally divergent. Interestingly, by screening factors enriched in e16.5 BPs compared to e14.5 BPs, we found *AMOTL2*, and its knockdown in hESC-derived PPs led to increased *GCG* and decreased *INS* expression, suggesting reversion to e14.5 BPs. It has been shown that fate allocation for the three major pancreatic lineages—duct, acinar, and endocrine—may be primed in multipotent progenitor cells (MPCs), with heterogeneity of these cells and some exhibiting unipotency for the endocrine fate at e9.5^62^. The effect of *AMOTL2* on endocrine lineage decisions indicates that alpha or beta cell priming might occur in BPs, and future studies to detail the clonality of BPs would shed light onto this process.

Using pseudotime analysis of progenitor fate decisions, we created transcriptional maps of the directions progenitors take to become alpha or beta cells and revealed potential regulators of these choices. Our current data indicate that progenitor heterogeneity is conserved in humans. The fact that different subtypes of human EPs might exist has implications for ongoing efforts to efficiently generate functional beta cells in vitro. For example, identification of progenitor subtypes produced in vitro may lead to more efficient formation of desired endocrine cells, such as *Ngn3* + e16.5-like EPs which have a higher potential for the beta cell fate. Our datasets provide a framework for evaluating different stages of ESC-derived pancreatic differentiation for a variety of protocols. For instance, this data can be used to train machine-learning tools for prototype scoring of in vitro derived cells, comparing them to our in vivo cells throughout a differentiation trajectory^63^. scRNA-seq analysis of the developing human fetal pancreas would provide further insights into human endocrine differentiation.

As scRNA-seq studies have been performed in postnatal beta cells^64,65^, our findings can be coupled with this to create a developmental atlas spanning a broad time spectrum. Adult mouse islets are composed of 60–80% beta cells and 15–20% alpha cells, while we find ~28% alpha cells and 41% beta cells out of all endocrine cells in the e16.5 pancreas. Thus, merging the embryonic and postnatal datasets would be appealing to determine if there are further shifts in fate as cells mature leading to the adult composition. Moreover, it would be interesting to identify sets of genes expressed when beta cells are differentiating and which are maintained in expression in mature beta cells, as many developmentally critical factors have been shown to regulate beta cell physiology and dysregulation of these factors can lead to diabetes.

## Methods

### Animals

Animal studies were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee. All mice were on mixed background and were housed at Baylor College of Medicine Animal Facility. Ngn3-eGFP knock-in mice were generously provided by Dr. Klaus Kaestner. Transgenic Sox9-eGFP mice were made by Dr. Haruhiko Akiyama. Sox9-Cre^ERT2^ were originally made by Dr. Maike Sander and were obtained from The Jackson Laboratory (stock#018829), ROSAmTmG were originally made by Dr. Liqun Luo and obtained from The Jackson Laboratory (stock#007676). Wild-type mice were ICR. The mice were housed at 22–24 °C with a 12 h light/12 h dark cycle with standard chow (Lab Diet Pico Lab 5V5R, 14.7% calories from fat, 63.3% calories from carbohydrate, 22.0% calories from protein) and water provided ad libitum. Genotyping was done using the HotStart Mouse Genotyping Kit with its instructed PCR reaction set up (KAPA Biosystems). To genotype Ngn3-eGFP mice, three primers were used (F-ATACTCTGGTCCCCCGTG, R-TGTTTGCTGAGTGCCAACTC, Ngn3-GAACTTGTGGCCGTTTACGT) with 60 °C annealing temperature, yielding 300 bp wild type and 180 bp GFP band. To genotype Sox9-eGFP, two primers were used (F-CGACGGCAACTACAAGACCC and R-GGGTGCTCAGGTAGTGGTTG) with the expected band size of 304 bp and no band present in wild-type animals.

To genotype Sox9-Cre^ERt2^ mice, two primers were used (F-GAACGCACTGATTTCGACCA and R-AACCAGCTTTTCGTTCTGC) with 53 °C annealing temperature, yielding 200 bp GFP band.

To genotype ROSA-mTmG mice, three primers were used (common F- CTCTGCTGCCTCCTGGCTTCT, R- CGAGGCGGATCACAAGCAATA, and CAG R- TCAATGGGCGGGGGTCGTT) with 58 °C annealing temperature, yielding 320 bp wild type and 250 bp EGFP-L10a bands.

To pulse chase Sox9 + cells, Sox9-CRE^ERT2^; ROSAmTmG mice received single intraperitoneal injection of tamoxifen (4-OHTm, Sigma #T5648, dissolved in corn oil) at 6 mg/40 g of body weight, at e13.5 or e15.5. Pancreas was analyzed 48 h later.

For all experiments, both male and female embryos were analyzed.

### Droplet-based RNA-seq

Timed pregnant ICR mice were dissected at 10:00 in the morning on day 14.5 and day 16.5. We performed Droplet-based RNA-seq in three batches from e14.5 ICR three litters for a total of 39 pancreata at an average depth of 2957.2 unique molecular identifiers (UMIs) per cell and in two batches from two e16.5 litters for a total of 21 pancreata. The pancreas was dissected and pooled together before dissociation in TrypLE (Invitrogen) at 37 °C for 30 minutes with agitation. Cells were quenched in FACS buffer (2% FBS, 10 mM EDTA in PBS) and filtered through a 40 μm cell strainer (BD Biosciences). Dissociated cells were diluted to a concentration of 200 cells per µL in PBS with 0.01% BSA. RNA-seq was then performed according to Macosko et al.^30^. Here cells were co-encapsulated into nano-liter sized droplets containing barcoded microparticles (ChemGenes, catalog number Macosko201110) and lysis buffer using a custom microfluidics device (FlowJEM, Toronto, Canada). After droplet breakage, reverse transcription, and exonuclease treatment all cDNA was PCR amplified, pooled, purified with Ampure XP beads (Beckman Coulter), and ran on a Fragment analyzer (Advanced Analytical Technologies, Inc.) for quality control, quantification, and size determination. Library preparation was performed with the Illumina Nextera XT kit. All libraries were sequenced on an Illumina NextSeq500 instrument.

### Droplet-based RNA-seq Data Analysis

Sequencing data were handled as described in Shekhar et al.^66^. First, FastQ files were converted to BAMs with Picard tools (MergeSamFiles) and then used is input for STAR alignment, cell barcode correction, and digital gene expression (DGE) matrix generation via the Droplet-based RNA-seq tools software package (available at http://mccarrolllab.com/dropseq/). The minimum gene per cell threshold was set to 500 for inclusion into the final digital expression matrix. Subsequently, DGEs from each experiment were merged and then we imported the comprehensive DGE into Seurat (version 1.4.0.5) where normalization was performed according to package default settings. Batch effects were corrected for by regressing out the number of molecules per cell and the percentage of mapped mitochondrial reads with the RegressOut function (Seurat package). Next, principle components analysis (PCA) was performed and significant PCs were used as input for graph-based clustering and 2-dimensional visualization of the multi-dimensional data set was done with tSNE. Differential expression of the individual clusters was performed using the likelihood-ratio test for single-cell gene expression. To account for over-clustering, clusters that were not transcriptionally distinct were merged, including clusters 0 and 2 as well as clusters 19 and 25 (Fig. 1e). Multikernel-based clustering of e14.5 Droplet RNA-seq data was conducted with SIMLR (version 1.2.1). The approximate cell cycle phase of each cell was calculated using Seurat by scoring individual cells on their expression for S-phase, G1, and G2M genes as defined by Kowalczyk et al.^31^. Ngn3 + cell subclustering was performed using subset data functions in the Seurat package with a 0.1 accept.low cutoff. Gene ontology analysis was performed using DAVID Bioinformatics Resources 6.8^67,68^ and Metascape (metascape.org)^69^. For pseudotemporal analysis, the normalized data from the indicated clusters calculated in Seurat was then passed directly into Monocle2. The Monocle2 BEAM statistical test was utilized to isolate the branch-specific gene expression patterns (256 genes with *q*-val < 0.01). For the visualization of bifurcating endocrine trajectories, Droplet RNA-seq DGEs containing the specified cells were transposed and used as input into Wishbone, where PCA was performed, followed by tSNE visualization, and finally Wishbone analysis (version 0.4).

### Immunostaining

Whole pancreas was fixed in 4% paraformaldehyde for 2–16 h, PBS washed, incubated in 30% sucrose overnight at 4 °C, and embedded in O.C.T. compound for immunofluorescent staining. The cells were briefly washed with PBS and then fixed with 4% PFA in PBS for 20 min at RT followed by three washes with PBST (PBS + 0.1% Triton-X). The unspecific binding of antibodies was blocked by 30 min incubation with blocking solution (10% donkey serum in PBST) at RT. The primary antibodies (see origin and concentrations used in Supplementary Table 1) were in blocking solution for 16 h at 4 °C with shaking and then cells were washed three times with PBST for 10 min. The secondary antibodies were conjugated with appropriated Alexa Fluor Dye (Jackson ImmunoResearch Laboratories), diluted with blocking solution and incubated with specimens for 1 h at RT and then washed three times with PBST. Nuclei were stained with DAPI (Invitrogen). Slides were mounted in Fluoromount G (SouthernBiotech), covered with coverslips, and sealed with nail polish. All primary antibodies and dilutions are listed below. 6D6 antibody was deposited to the DSHB by Pringle, G.A. (DSHB Hybridoma Product 6D6). Imaging was performed on Leica CTR DM6000 FS, Zeiss Axioplan 2, and Zeiss 710 Confocal. For optical clearing, tissues were dissected before fixing and immunostaining in 3D, blocked overnight at 4 °C with primary incubated for 3 days at 4 °C followed by 2 days at 4 °C in secondary antibody. Following immunostaining, the tissues were put through a fructose gradient as described by Ke, et al.^52^. until mounting in 3D for confocal images. Images were taken at ×20 magnification before tiling together to create the 3D image. Scale bars and quantifications were performed using ImageJ and Fiji.

### RNA in situ hybridization

Non-radioactive in situ hybridization for *Isl1*, *Scg2*, *Sytl4*, and *Gpx3* mRNA was performed by fixing slides in 4% PFA, followed by PBS washes, proteinase K incubation and another 4% PFA incubation. After 5 min acetic anhydride incubation, the slides were incubated in hybridization buffer for 1 h at 65 °C, before overnight incubation with antisense RNA. Next day, slides were washed first in 2xSSC at 65 °C then in PBST. Tissue was blocked in PBST supplemented in sheep serum, then incubated with anti-Digoxigenin antibody coupled with alkaline phosphatase (Roche). After PBST washes, staining was developed in alkaline phosphatase buffer complemented with BCIP and NBT (Roche). Where indicated, RNA in situ was derived from the Allen Brain Atlas (http://www.brain-map.org/).

### Ngn3-eGFP + cell isolation

Timed pregnant ICR mice were dissected in the morning on day 14.5 and day 16.5. The pancreas was dissected and dissociated in TrypLE (Invitrogen) at 37 °C for 30 min with agitation. Cells were quenched in FACS buffer (2% FBS, 10 mM EDTA in PBS) and filtered through a 40 μm cell strainer (BD Biosciences) before FACS using FACSAria (BD Biosciences). Gates were set with reference to negative controls.

### Flow cytometric analysis

The pancreas was dissected before dissociation in TrypLE (Invitrogen) at 37 °C for 30 minutes with agitation. The cells were quenched in FACS buffer (2% FBS, 10 mM EDTA in PBS) and filtered through a 40 μm cell strainer (BD Biosciences). The cells were stained using transcription factor staining buffer kit (Invitrogen). The cells were incubated in fixation and permeabilization buffer on ice for 15 minutes, washed with wash buffer, and stained with primary antibodies for 1 h on ice in wash buffer. After another wash, the cells were stained with secondary antibodies for 1 h on ice in wash buffer. The cells were spun down, resuspended in FACS buffer (3% FBS in PBS), and analyzed on LSRFortessa II (BD Biosciences). Data were analyzed with FlowJo software (Tree Star Inc.).

### qPCR

For qPCR, total RNA was isolated using Trizol (Invitrogen). The RNase-free DNAse treatment was used to remove any traces of genomic DNA according to the manufacturer’s protocol (Qiagen). A volume of 1 μg of RNA was used for reverse transcription using iScript (Biorad). 1/20 of cDNA was used for PCR using SYBR Green (KAPA Biosystems) and a Connect CFX light cycler (Biorad) (≤40 cycles). Primers were designed to amplify across the exon junctions using qPrimerDepot and Primer3 software. PCR product specificity was verified by gel electrophoresis. Threshold data were analyzed in CFX Manager Software v3.1 (Applied Biosystems) using the Comparative Ct relative quantitation method, with beta-actin and TBP as the endogenous controls. All primers were purchased from Sigma Aldrich and sequences are shown in Supplementary Table 2.

### Fluidigm C1

EP cells were collected from Ngn3-eGFP mice at e14.5 and e16.5 by FACS sorting into a 96-well plate into lysis buffer (9 μL Ambion single-cell buffer + 1 μL DNAse1). The cells were incubated at RT for 5 min. A volume of 1 μL of Ambion Stop reagent was added before incubation for two minutes at RT then transferring to ice. For reverse transcription, 4 μL of 5× VILO reaction mix was added with 2 μL 10× SuperScript to each well. Plate contents were mixed before proceeding with 10 min at 25 °C, 1 h at 42 °C, then 85 °C for 5 min before keeping on ice. For pre-amplification, 25 μL of 2× TaqMan Pre-amplification Master Mix was added with 12.5 μL of 0.2× pooled assay mix. After centrifugation, the pre-amplification reaction was run at 95 °C for 10 min, before 14 cycles of 95 °C for 15 s and 60 °C for 4 min. Next 2.5 μL of 20× TaqMan primers/probe assay (Invitrogen) and 2× Fluidigm assay loading reagent were combined. Then 3 μL of 2× TaqMan Advanced PCR Master Mix was added to 0.3 μL of 20× GE Sample Buffer and 1× STA cDNA. 3.3 μL of sample pre-mix was added to 2.7 μL of each pre-amplification sample. The chip was primed in IFC controller:script—Prime (113 × ) before 5 μL of assay mixes and 5 μL of sample mixes were added to corresponding inlets. Unused inlets were loaded with 3.3 μL of sample pre-mix and 2.7 μL of nuclease-free water. The chip was run in IFC controller:script—Load Mix (113 × ). Finally, the chip was run via BioMark HD Data Collection software.

### MATQ-seq

After flow sorting, Ngn3-eGFP + cells were collected in RPMI medium. We used mouth pipette to pick single cells into PCR tubes with MATQ-seq lysis buffer. MATQ-seq was then performed to amplify the whole transcriptome of single cells as published. Briefly, single cells are obtained and lysed individually before reverse transcription, followed by PCR amplification and finally barcoding and pooling of libraries. After second strand synthesis, the input and yield of each sample was quantified by qPCR. Highly degraded samples or samples with multiple cells were discarded. After PCR amplification, we performed library preparation and data analysis according to the previous publication. Duplex specific Nuclease was used to remove the majority of ribosomal cDNA. By MATQ-seq, we had an average of 1,612,788.9 e14.5 and 1,827,836.3 e16.5 uniquely mapped reads ( ± SEM 530,306 at e14.5 and 241,592 at e16.5).

### ATAC-seq

Approximately 5000–10,000 FACS-sorted Ngn3-GFP + cells were used as input for Fast-ATAC. Fast-ATAC was performed according to Corces, et al.^70^. Briefly, sorted cells were spun down, FACS buffer was removed, and the pellet was then resuspended in a transposase-containing reaction mixture complete with 0.05% digitonin prior to tagmentation at 37 °C with 300 rpm agitation for 30 minutes. Next, transposed DNA was purified with a Qiagen MinElute reaction cleanup kit. Fast-ATAC libraries were generated according to, with a few small modifications. Namely, library DNA was purified with a 1.8X SPR purification using AMPure XP beads following PCR amplification. Paired-end sequencing was performed on an Illumina Nextseq500 instrument.

### ATAC-seq Analysis

Reads were mapped to the mouse genome (mm9) using Bowtie2 with default paired-end settings. Next, all non-nuclear reads, and unmapped paired reads were discarded. Duplicated reads were removed with picard MarkDuplicates. Visualizations of ChIP-seq signals was done with HOMER (annotatePeaks.pl), and all signals are normalized by read count, where scores represent read count per bp per 1 × 10e7 reads. Peak calling was carried out with Homer (findPeaks -style factor) on the merged BAM file, consisting of all e14.5 and e16.5 replicates. Blacklisted regions from mm9 were removed from the comprehensive peak file. Reads were counted for each condition from the comprehensive peak file using bedtools (multicov module). Differential accessibility analysis was carried out using DESeq2 with the multicov file as input. Motif enrichment analysis was conducted with Homer (findMotifsGenome.pl).

### hESC pancreatic differentiation

hESC H1 line was cultured feeder-free on hESC-qualified Matrigel (BD Biosciences) in E8 media (Stemcell Technologies) with 30% of irradiated mouse embryonic fibroblasts (iMEFs) conditional media. Cells were passaged every 3–5 days at 80% confluent with TrypLE Express (Invitrogen). After dissociation, the cells were plated in E8 media with 10 μM Y-27632, (StemGent) for 24 h. After 24 h media without Y-27632 was replenished daily. iMEF conditional media was prepared by incubating iMEFs with hESC media without bFGF for 24 h for 7 days. Collected media were filtered, flash frozen and stored at −80 °C. To initiate differentiation, the cells were dissociated using TrypLE Express to single cells and seeded at 150,000 cell/cm2 onto 1:30 dilution of growth factor reduced Matrigel (BD Biosciences) in DMEM/F12 in E8-MEF conditional media with 10 µM Y-27632. Two days following seeding the differentiation was started. Day 1 cells were exposed to RPMI + 3 µM CHIR-99021 (Stemgent) + 100 ng/ml rhActivinA (R&D Systems). Days 2–3: + 100 ng/ml rhActivinA + 0.2% FBS. Day 4–5: + 2% FBS + 50 ng/ml KGF (Peprotech). Days 6–9: DMEM/B27 + 50 ng/ml KGF + 2 μM RA (Sigma) + 0.25 μM SANT-1 (Sigma) + 100 ng/ml rhNoggin (R&D Systems). Days 10–14: DMEM/B27 + PdBU (1 µM) + Alk5i (1 µM) + 100 ng/ml rhNoggin (R&D Systems). PPs are defined as Day 9 and EPs as Day 14 of differentiation, respectively.

### Comparison of hPSC in vitro derived pancreatic cells to droplet-based RNA-seq data

Groups of cells were compared by first cross-referencing shared genes. Next, genes that were not detected across all groups were removed before constructing dendograms. Gene expression was normalized to the column expression level to prevent technical variations between sequencing and normalizing methods.

### Transduction

AMOTL2 and scrambled pGIPZ shRNAs were obtained from the Cell-Based Assay Screening Service at Baylor College of Medicine. Two shRNAs per gene were tested in hESC-derived EPs to determine the shRNA with the most efficient knockdown. The scrambled shRNAs were cloned from pGIPZ vector into the doxycycline inducible pINDUCER10 backbone. pGIPZ Amotl2 and scrambled were packaged into lentivirus using the third generation system (PsPax2 and PMD2.G) in low passage (<10) 293 T cells. Lentivirus stock was tested in 293 T cells after concentrating virus. Differentiating hESCs were transduced with lentivirus at the EP stage in DMEM/B27 media for 24 h before changing to DMEM/B27 media alone for five days.

### Statistical analysis

*P*-values were calculated as indicated in figure legends using two-sided Student's *t*-test or Fisher’s exact test and noted in the Figure Legends. Data are presented as mean ± SEM and the following symbols are used to represent *p-*values, *p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001. N represents number of independent experiments.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request.

Raw data have been deposited in the GEO database under accession code GSE100622. Fetal human data is derived from GSE96697. hESC-derived Ngn3-eGFP + cell data is from GSE54879. hESC-derived beta cell data is from GSE61714. hPSC-Ngn3-eGFP + EP stage data derived from GSE54879. Mixed hPSC-EP stage cell data is derived form GSE102877. Adult Islet Nkx6-1 ChIPseq from GSM1006208 was mapped to the mouse genome using Bowtie2 default parameters. Mapped reads were then converted into HOMER tag directories (makeTagDirectory). Neurod1 ChIPseq, e17.5 Beta cell H3K27ac and H3K27me3, and Ngn3-GFP low H3K4me1 ChIP-seqs BedGraphs were downloaded directly from the NCBI gene expression omnibus, gunzipped and then processed into HOMER tag directories at GSE84324.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

# Supplementary material for: Endocrine lineage biases arise in temporally distinct endocrine progenitors during pancreatic morphogenesis
**Source:** Nat Commun. 2018 Aug 22;9:3356. doi: 10.1038/s41467-018-05740-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Endocrine lineage biases arise in temporally distinct endocrine progenitors during pancreatic morphogenesis

Marissa A. Scavuzzo*, Matthew C. Hill*, Jolanta Chmielowiec, Diane Yang, Jessica Teaw, Kuanwei

Sheng, Yuelin Kong, Maria Bettini, Chenghang Zong, James F. Martin, and Malgorzata Borowiak

Contents

1. Supplementary Figures 1-18
2. Supplementary Tables 1-2

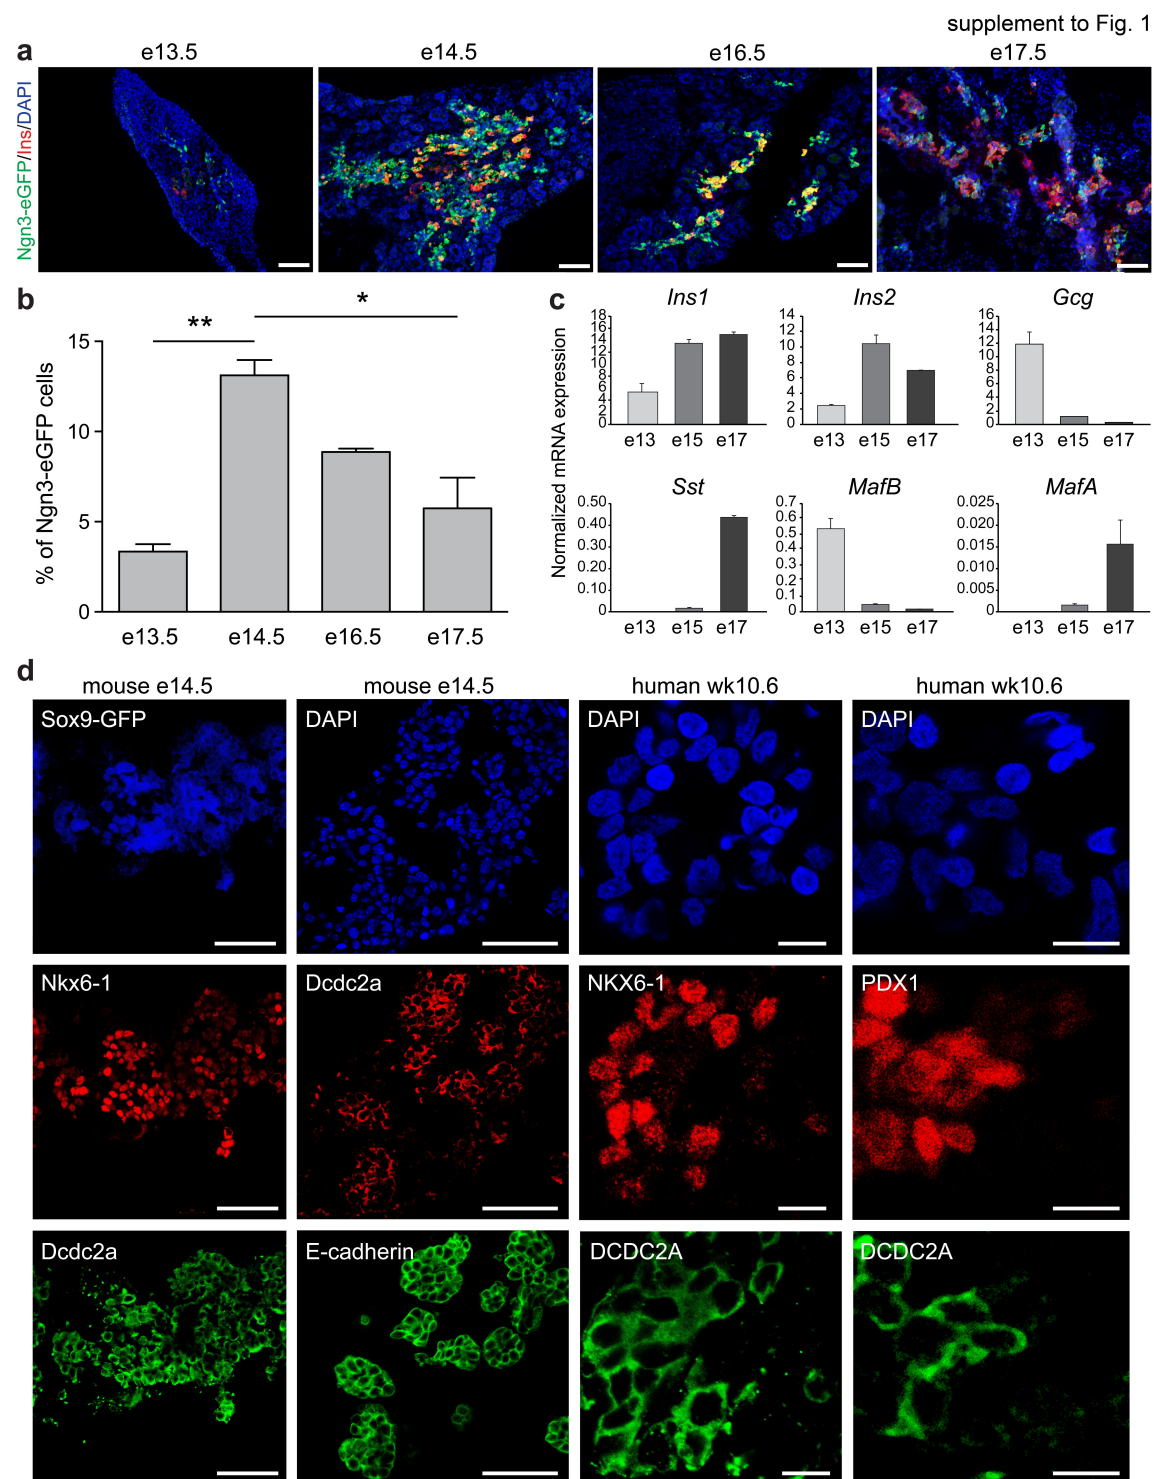

Supplementary Figure 1. Ngn3+ cell formation peaks between e14.5 and e16.5.

- a. Endocrine progenitors are abundant at e14.5 and e16.5. Immunostaining of Ngn3-eGFP (green), Ins (red), and DAPI (blue) at e13.5, e14.5, e16.5, and e17.5. Representative images from 2 biological replicates are shown.
- b. Quantification of Ngn3-eGFP⁺ cells relative to DAPI. N=2 mice per timepoint. Error bars are SEM. * $p < 0.05$, ** $p < 0.01$ by one-way ANOVA with multiple comparisons.
- c. Gene expression changes from e13.5 to e17.5 in the mouse pancreas. qPCR of endocrine markers. Error bars are SEM. N=3 mice per timepoint, N=2 technical replicates. Samples are normalized to *Gapdh*.
- d. Single channel images from Fig. 1g and 1h. Scale bars for mouse = 50um. Scale bars for human = 10um.

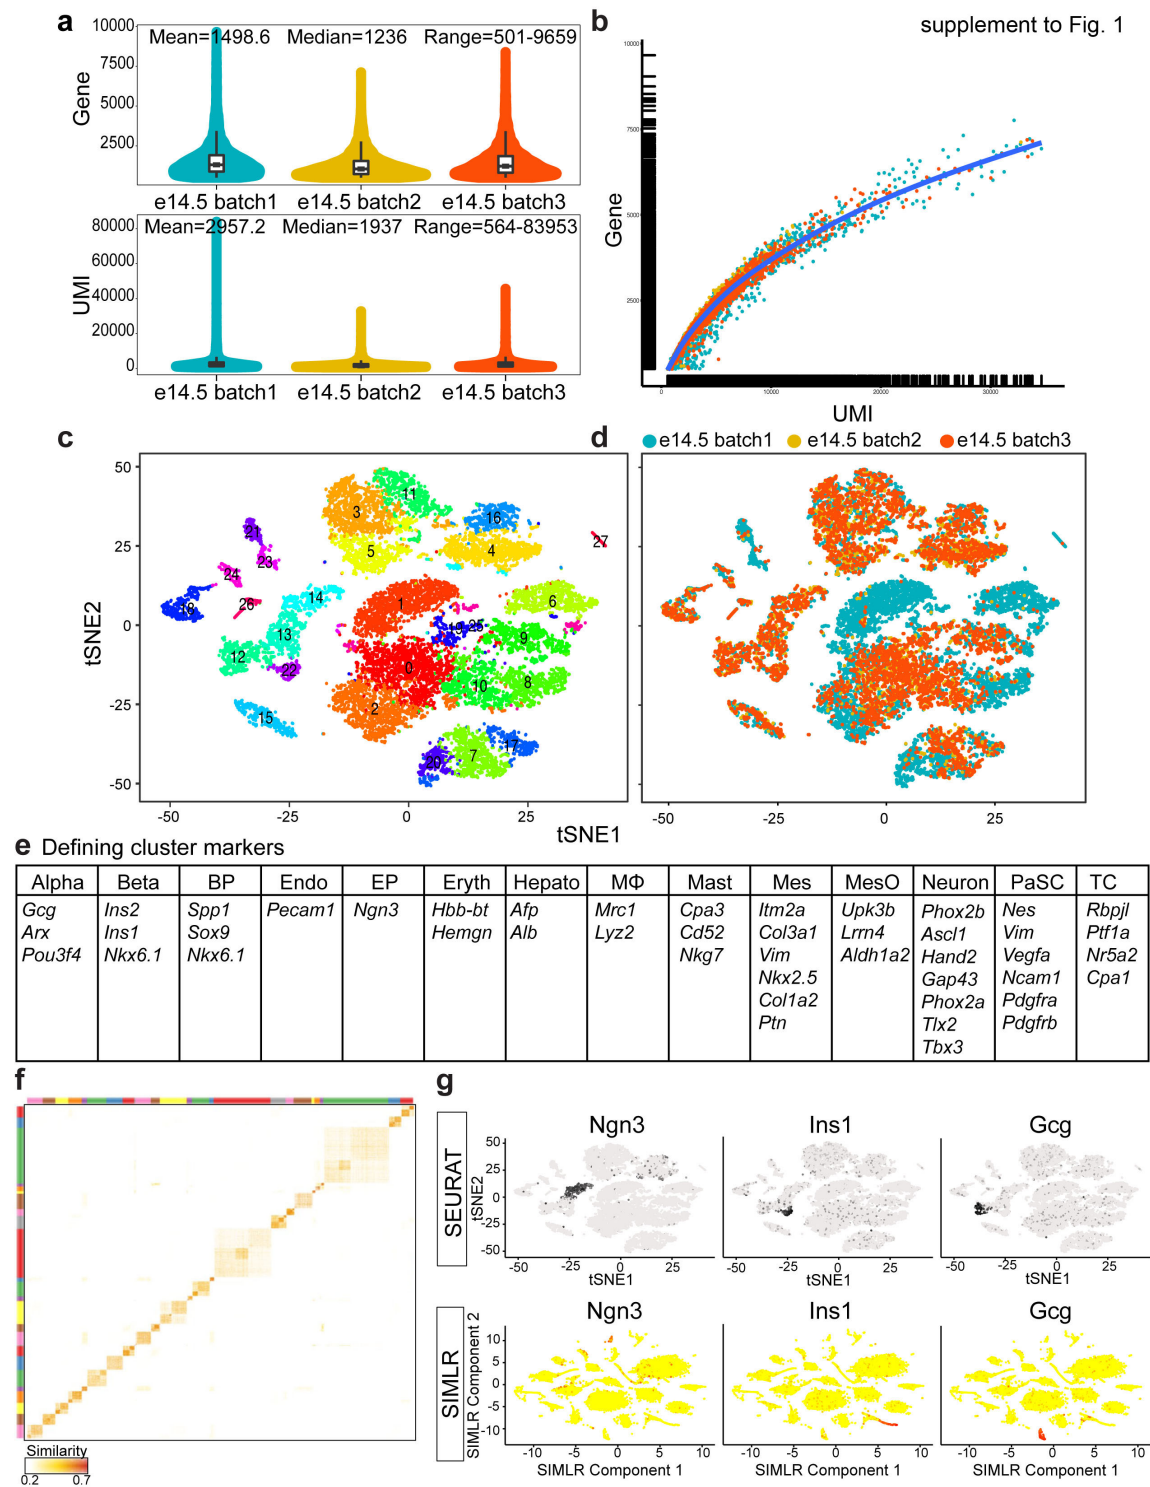

Supplementary Figure 2. Droplet-based RNA-sequencing of the e14.5 pancreas.

- a. Average number of genes and UMIs for the three Drop-seq runs consisting of 39 e14.5 pancreata from 3 litters and 15,228 single cells.

- b. Strong correlation between genes and UMIs.
- c. Cluster formation prior to merging non-distinct groups. tSNE representation of single cell data showing original clusters before merging non-distinct clusters (from likelihood-ratio test for single cell gene expression). Unique clusters possessed at least 5 markers with an average expression greater than 0.8.
- d. Tracing of individual scRNA-seq batches. Batch 1 was composed of 14 embryos from a single litter, batch 2 from 13 embryos from a single litter, and batch 3 from 12 embryos from a single litter. Clusters 1, 6, 8, and 27 are likely from imprecise dissection and inclusion of extra support tissue (1, 6, and 8 are Mes groups; 27 is hepatocytes).
- e. Transcripts enriched in clusters used to demarcate their identity.
- f. Similarity heatmap of graph-based (Seurat) and kernel-based (SIMLR) clustering algorithms.
- g. Seurat maintains endocrine cell developmental relationships compared to SIMLR. Feature plots showing expression of key genes amongst clusters, including EP marker *Ngn3*, beta cell marker *Ins2*, and alpha cell marker *Gcg*.

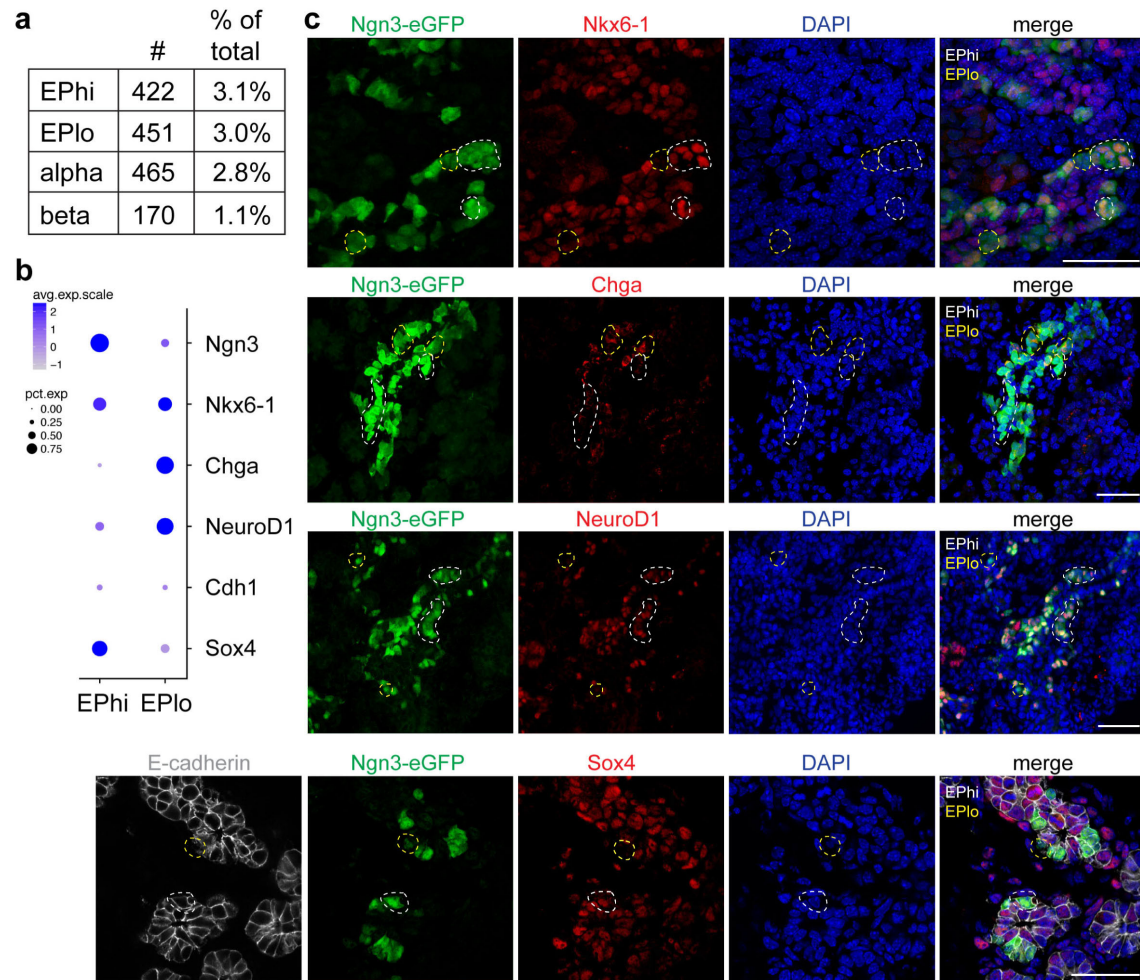

Supplementary Figure 3. Validation of EPhi and EPlo subtypes.

- Number and percentage of EPhi, EPlo, alpha, and beta cells from Fig. 1b.
- Dot plot showing select gene expression in EPhi and EPlo clusters.
- Immunostaining of select markers showing EPhi (circled in white) and EPlo (circled in yellow) cells. Scale bars=50um.

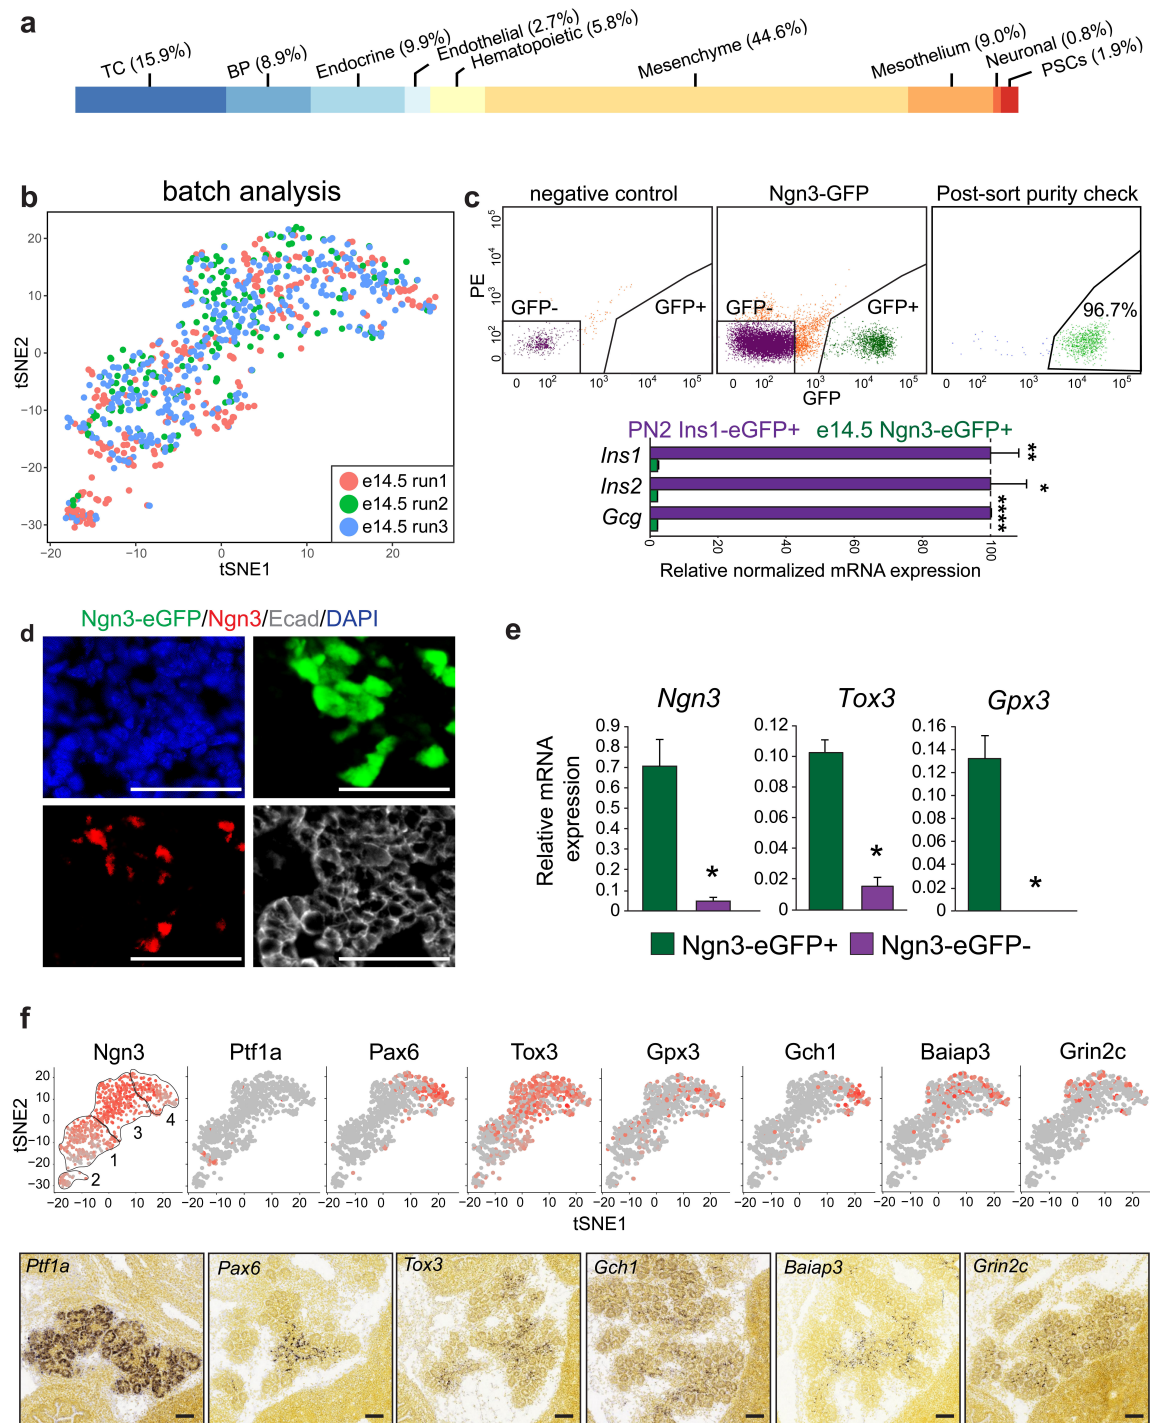

Supplementary Figure 4. Validation of EP subtypes and markers at e14.5.

- a. Cellular composition of the e14.5 mouse pancreas as % of total cells. Composition of different endocrine cell types and mesenchymal cell types are highlighted as % of total

- cluster. 9.9% of cells are endocrine, with a high percentage (30.8%) of acinar cells at e14.5.
- b. tSNE representation of single e14.5 Ngn3⁺ cell transcriptomes analyzed for batch effects. Cells were derived from three separate litters of mice indicated by color. Each EP subtype is composed of mixed populations represented across all three batches.
  - c. Fluorescence-activated cell sorting (FACS) plots showing e14.5 Ngn3-eGFP mice. Post-sort purity check of isolated Ngn3-eGFP (GFP) cells, showing cells to be 96.7% eGFP⁺. qPCR shows the expression of *Ins1*, *Ins2*, and *Gcg* in e14.5 Ngn3-eGFP⁺ cells relative to *Ins1*-eGFP. Samples are normalized to *Gapdh*. N=3 biological replicates, N=2 technical replicates. Error bars are SEM. * $p < 0.05$, ** $p < 0.01$, **** $p < 0.001$.
  - d. Ngn3-eGFP overlaps with Ngn3 protein. Immunostaining of e14.5 Ngn3-eGFP (in green) mouse pancreas co-stained for Ngn3 protein (in red) and epithelium marked by Ecad (in white). Nuclei are marked by DAPI in blue. Scale bar=50um.
  - e. qPCR showing expression of *Ngn3*, *Gpx3*, and *Tox3* in e14.5 EPs and non-EPs. Samples are normalized to *Gapdh*. N=3 biological replicates, N=2 technical replicates. Error bars are SEM. * $p < 0.05$.
  - f. Droplet-based RNA-seq revealed pancreatic genes not yet described in embryogenesis. Feature plots show candidate gene expression. RNA *in situ* of candidate EP genes in the e15.5 pancreas discovered by Drop-seq. *Ptf1a* and *Pax6* show exocrine and endocrine cells. Images are from Allen Brain Atlas. Scale bars=198um.

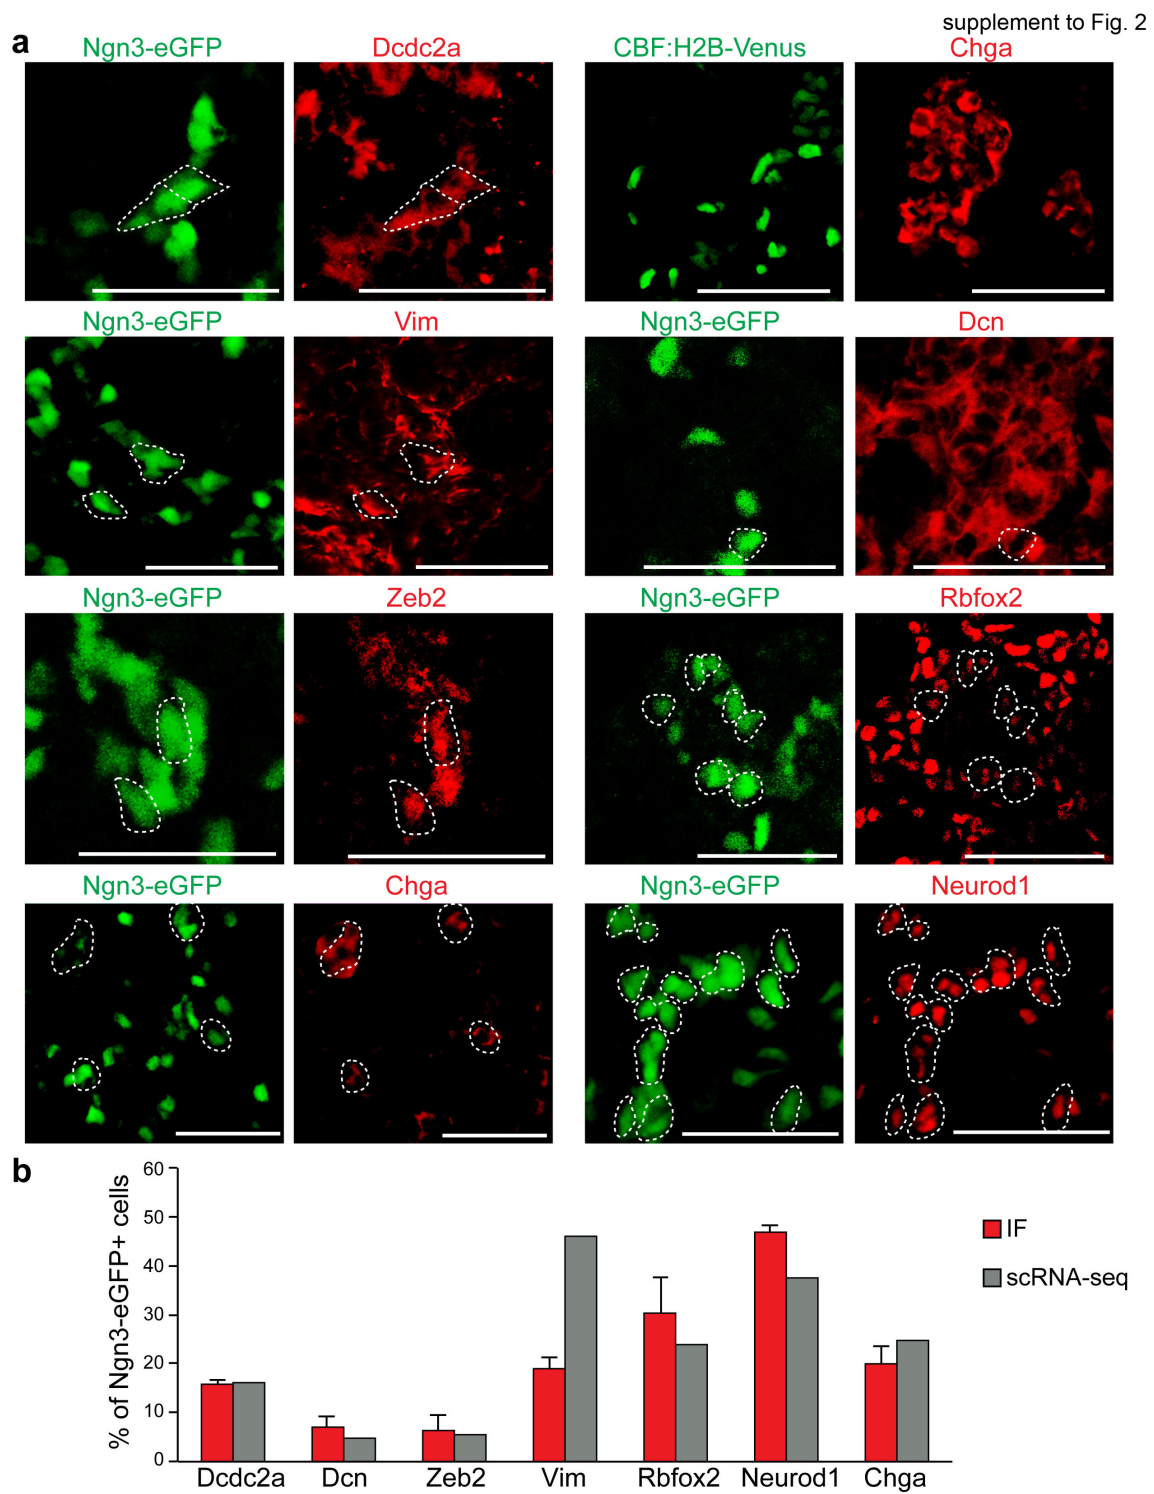

Supplementary Figure 5. *Ngn3*⁺ cell subtypes from e14.5.

- a. Single channel images from Fig. 2e. Scale bars = 20um. Representative images from biological replicates are shown (Dcdc2a, Rbfox2, and Neurod1, N=3. Dcn, N=4. Zeb2, Vim, and Chga, N=2).
- b. Quantification of Ngn3-eGFP+ cells co-stained with select markers. Dcdc2a, Rbfox2, and Neurod1, N=3. Dcn, N=4. Zeb2, Vim, and Chga, N=2. Gray bars represent scRNA-seq data. Error bars are SEM.

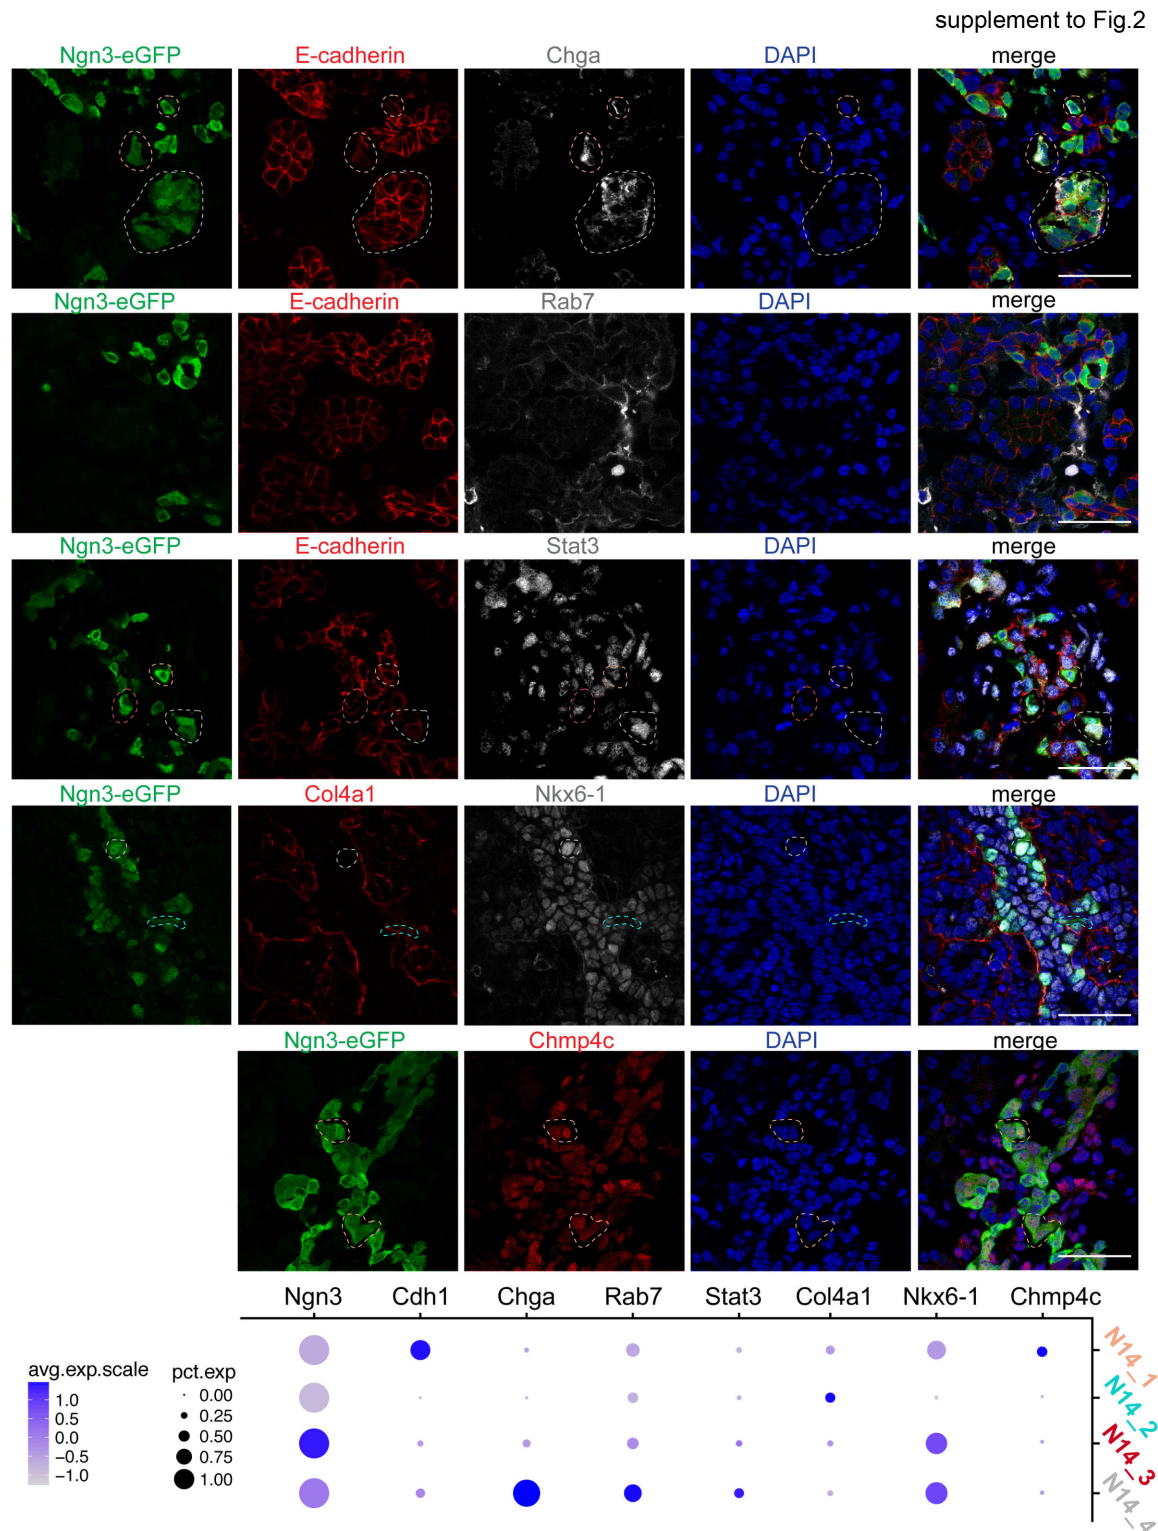

Supplementary Figure 6. Combinatorial immunostaining to validate e14.5 *Ngn3*⁺ cell subtypes.

Immunostaining of e14.5 mouse pancreatic sections (top). *Ngn3*⁺ subtypes are circled by color (N14_1 in tan, N14_2 in teal, N14_3 in maroon, and N14_4 in gray). Scale bar = 50um. Dot plot showing gene expression in *Ngn3*⁺ cell subtypes (bottom).

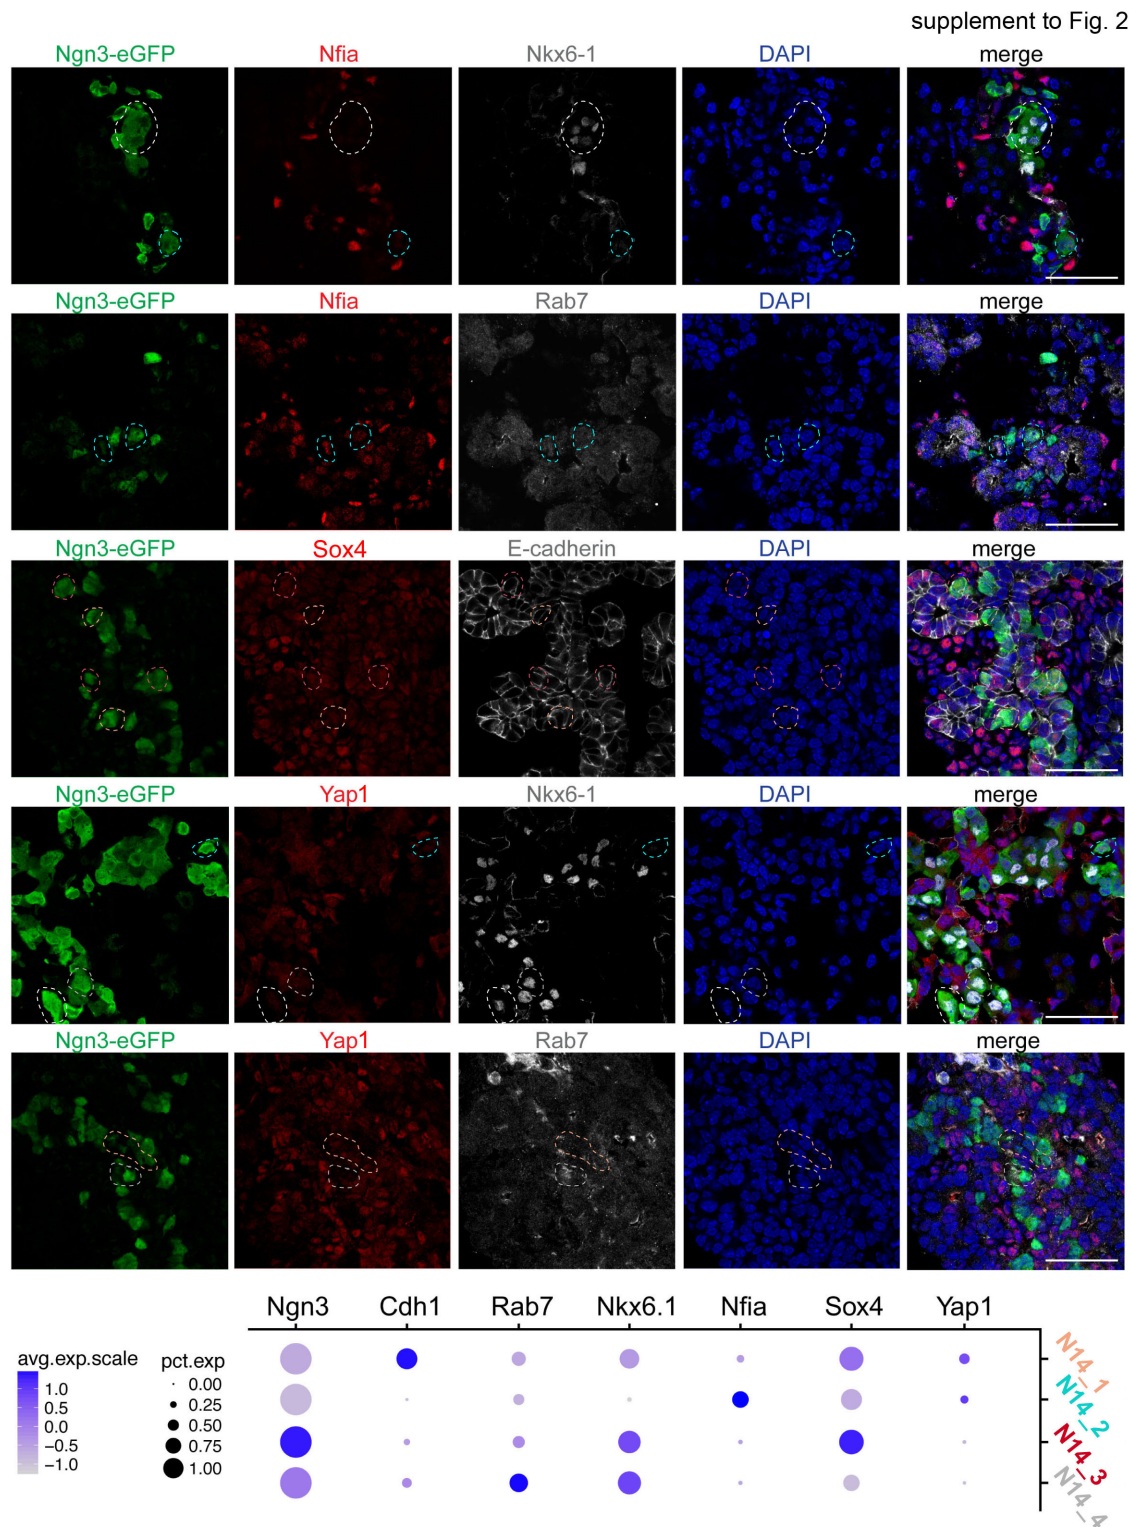

Supplementary Figure 7. Combinatorial immunostaining to validate e14.5 *Ngn3*⁺ cell subtypes.

Immunostaining of e14.5 mouse pancreatic sections (top). *Ngn3*⁺ subtypes are circled by color (N14_1 in tan, N14_2 in teal, N14_3 in maroon, and N14_4 in gray). Scale bar = 50um. Dot plot showing gene expression in *Ngn3*⁺ cell subtypes (bottom).

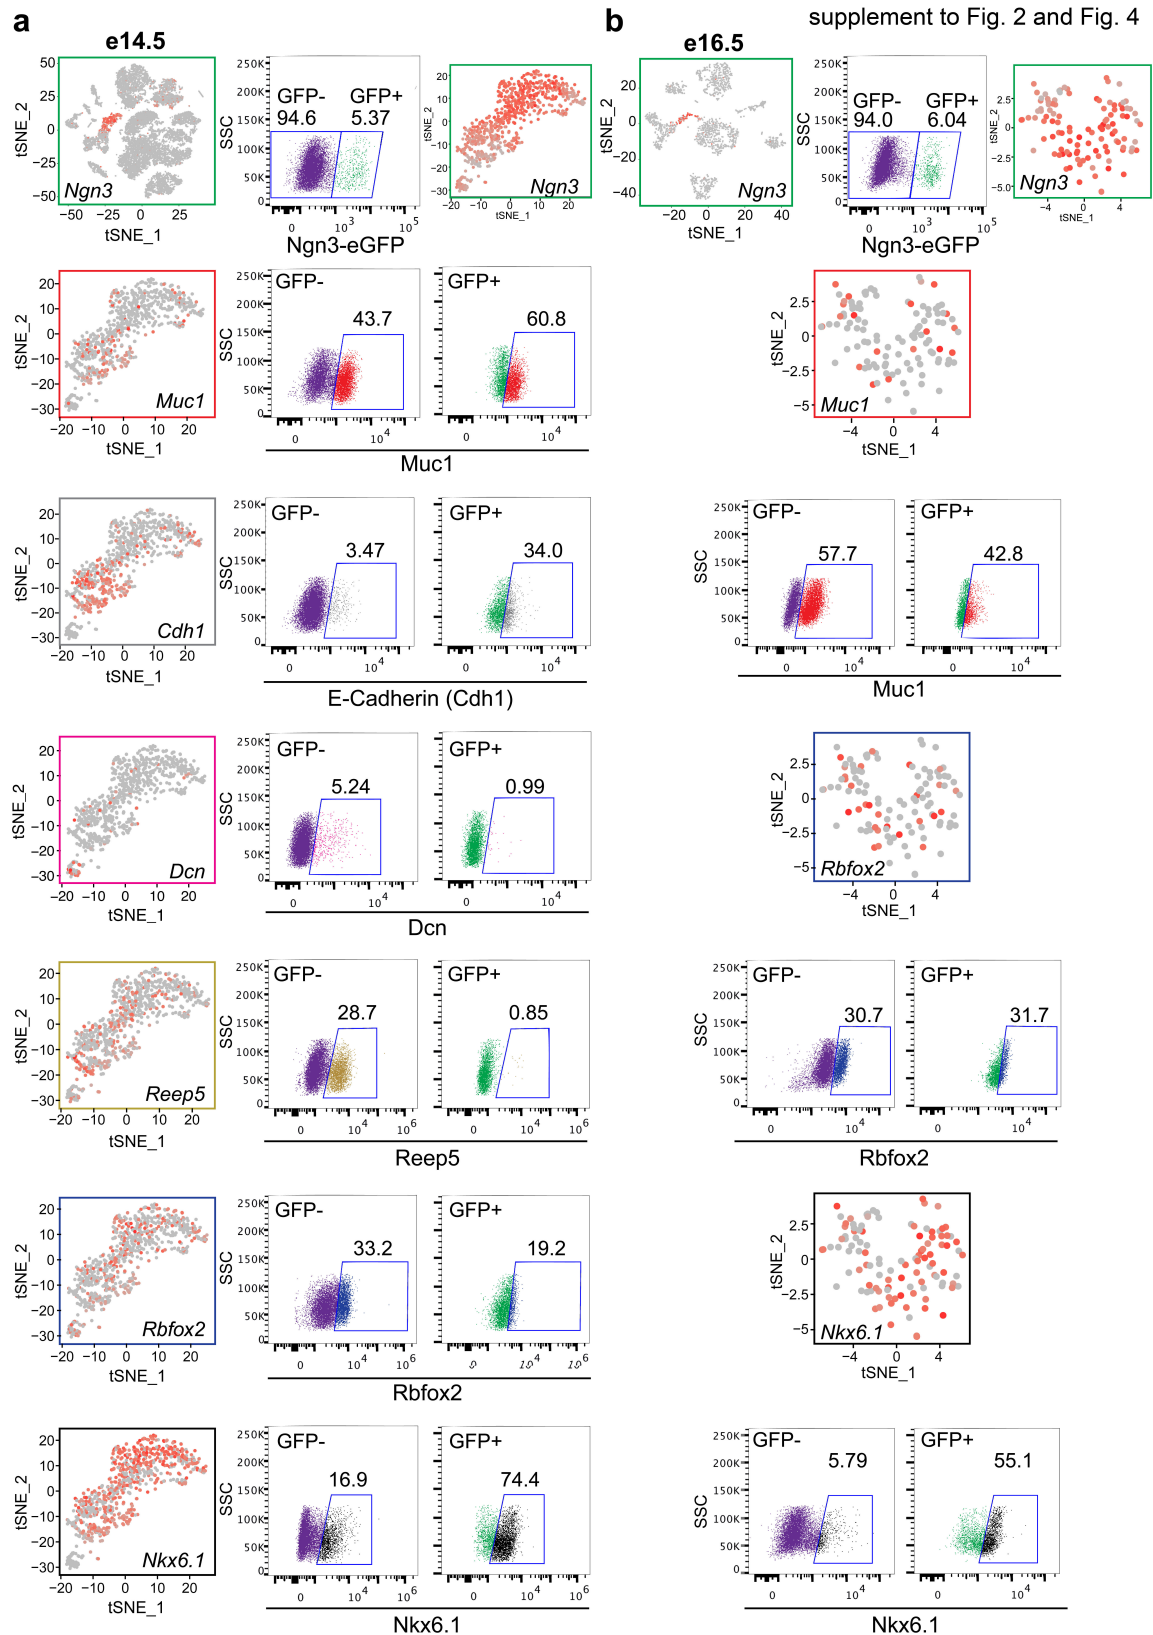

Supplementary Figure 8. Validation of EP subtypes and markers at e14.5 by flow cytometry.

- a. Analyses of *Ngn3*⁺ cell subtype composition by flow cytometry. *Ngn3*⁺ cells from e14.5 Ngn3-eGFP mice were immunostained for *Ngn3*⁺ cell subtype genes before gating for Ngn3-eGFP expression and analyzing the percentage of Ngn3-eGFP⁺ cells co-stained for *Ngn3*⁺ cell subtype genes.
- b. Analyses of *Ngn3*⁺ cell subtype composition by flow cytometry. EPs from e16.5 Ngn3-eGFP mice were immunostained for *Ngn3*⁺ cell subtype genes before gating for Ngn3-eGFP expression and analyzing the percentage of Ngn3-eGFP⁺ cells co-stained for *Ngn3*⁺ cell subtype genes.

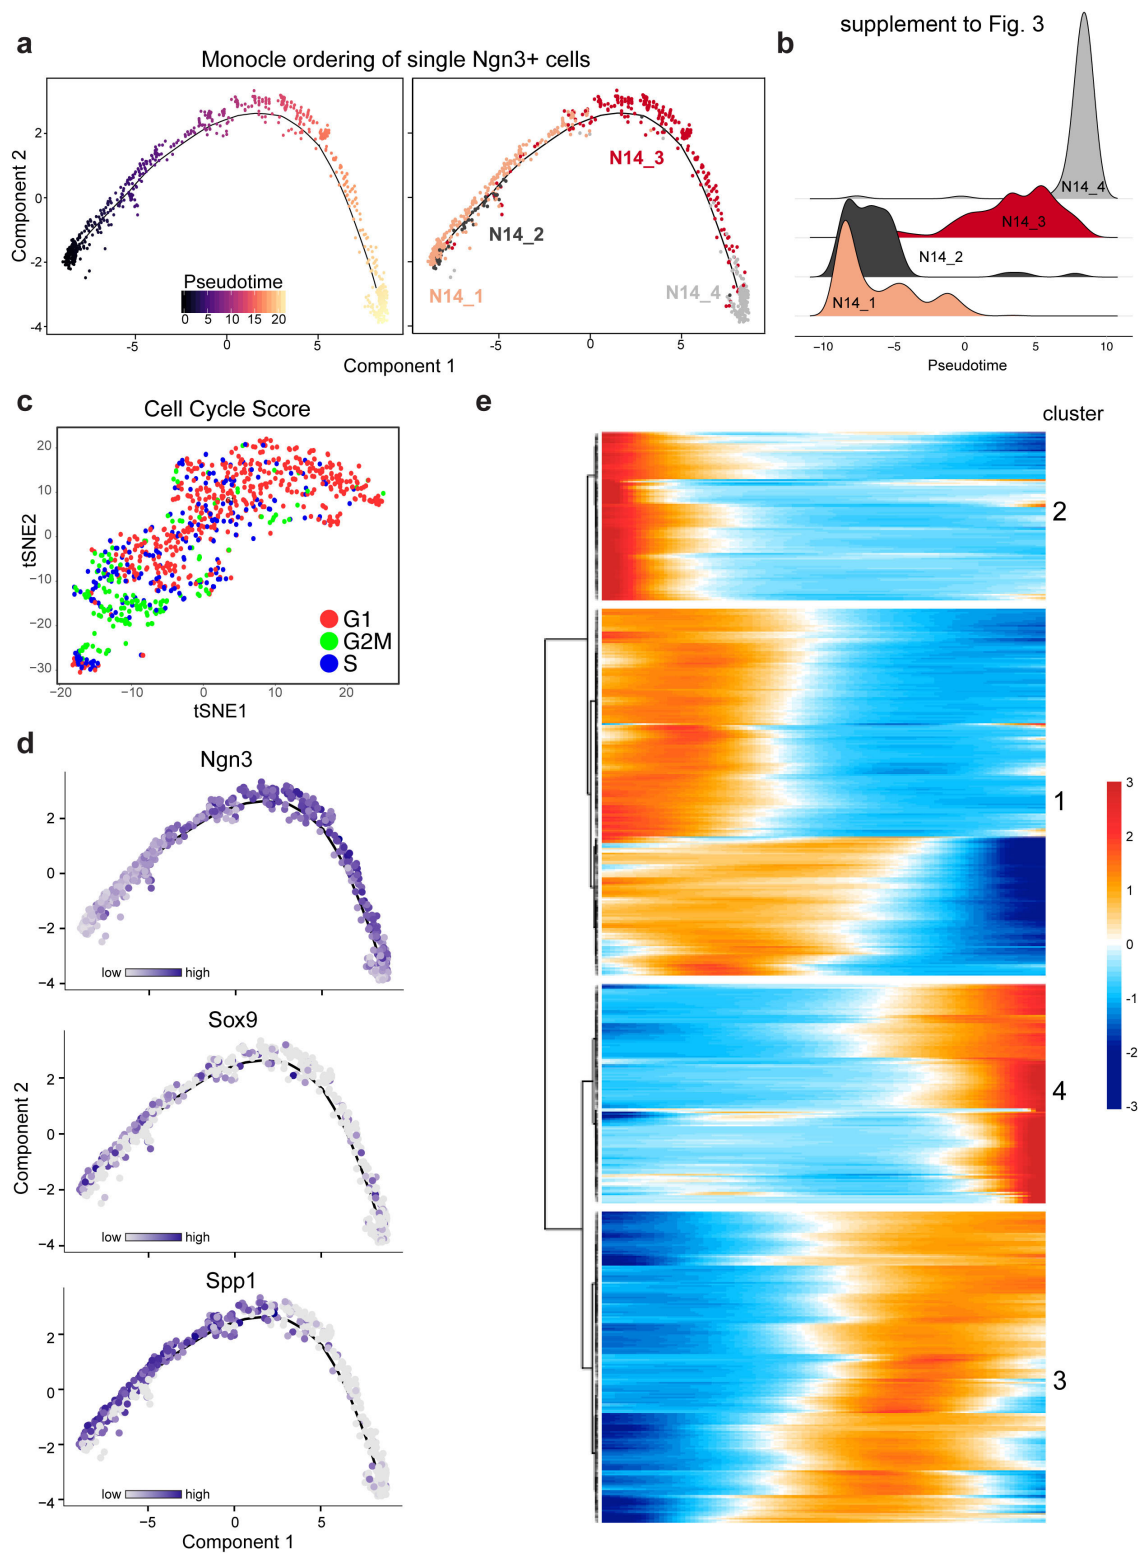

Supplementary Figure 9. Pseudotime and cell cycle analysis of e14.5 *Ngn3*⁺ cells.

- a. Ordering of single e14.5 *Ngn3*⁺ cells through pseudotime using Monocle. On the left, single cells are shown colored by pseudotemporal ordering. On the right, cells ordered through pseudotime are depicted by *Ngn3*⁺ cell subtype.
- b. Joy plot showing abundance of *Ngn3*⁺ cell subtypes through pseudotime using Monocle.
- c. Cell cycle phase analysis of e14.5 *Ngn3*⁺ cells. The approximate cell cycle phase was calculated by scoring individual cells on their expression for S-phase genes, G1 genes, and G2M transition genes as defined by Kowalczyk et al (2015)¹.
- d. Expression of *Ngn3*, *Sox9*, and *Spp1* projected on the Monocle pseudotime trajectory.
- e. Heatmap showing kinetic clusters. Genes with similar gene expression trends over pseudotime group together, derived from Monocle.

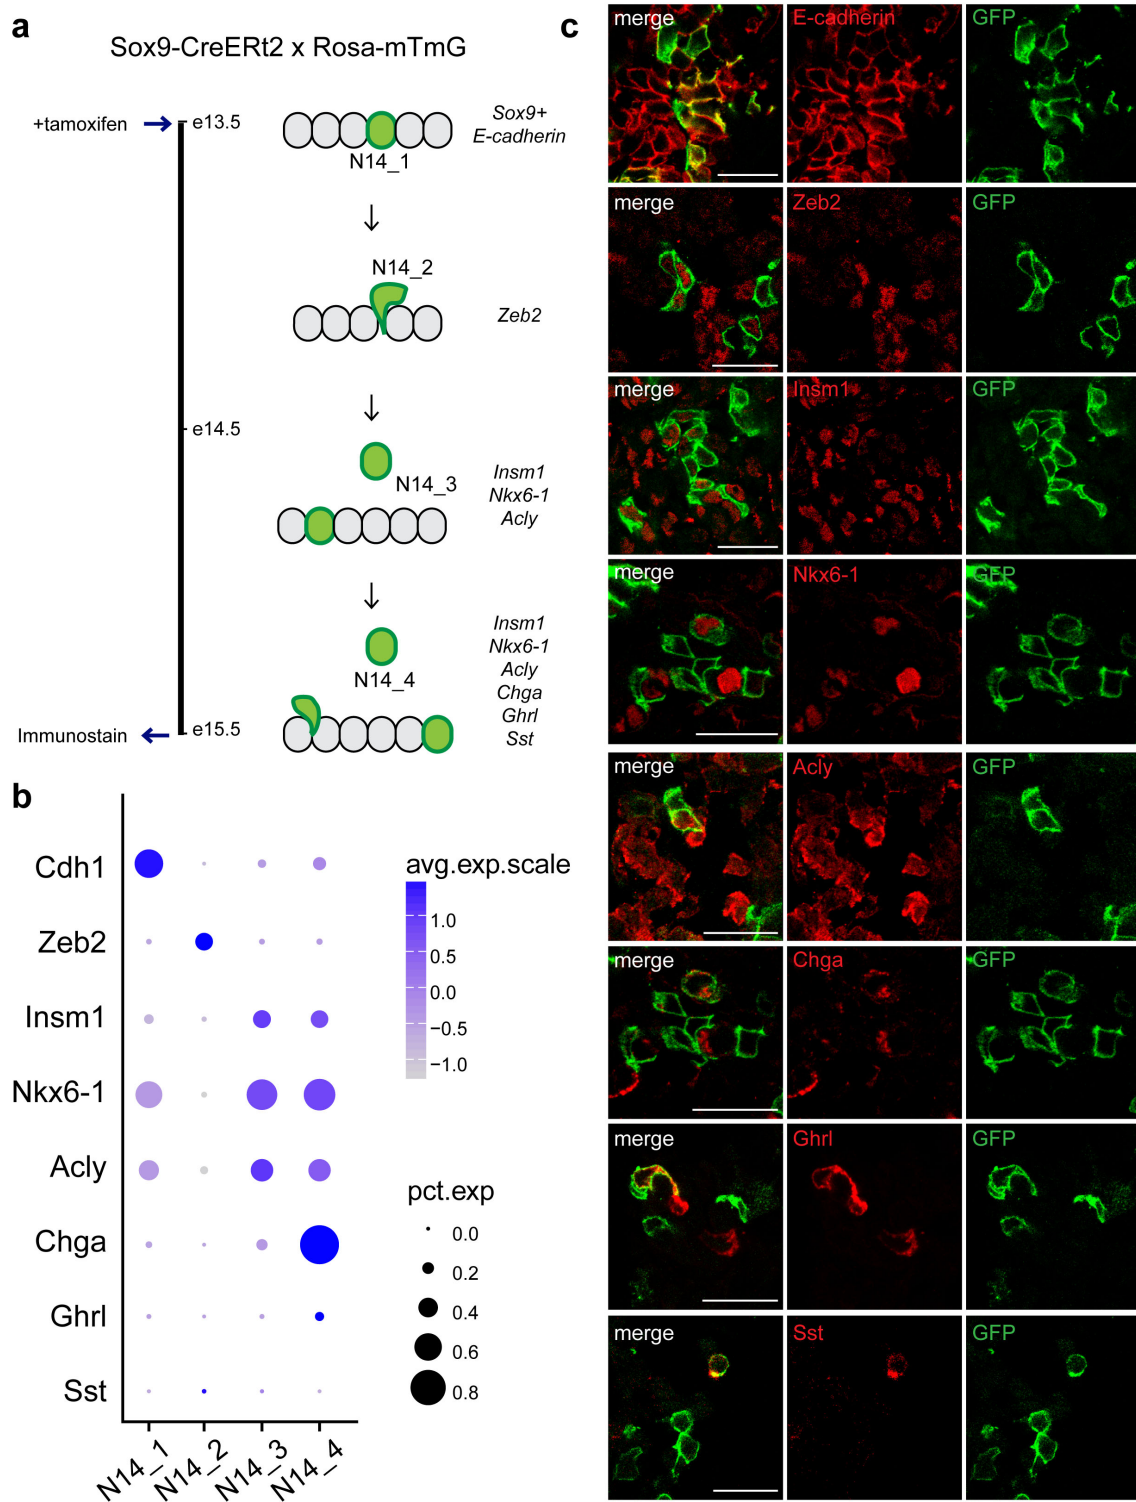

Supplementary Figure 10. Early *Ngn3*⁺ cell subtype N14_1 matures into N14_2, N14_3, and N14_4 cells.

- a. Scheme showing pulse-chase lineage tracing experimental design. Mice were administered tamoxifen at e13.5 or e15.5 to induce Cre recombination of Rosa-mTmG in Sox9⁺ cells before collecting tissue 48 hours later at e15.5 or e17.5. Candidate markers used for immunostaining are shown to the right for each stage.
- b. Dot plot showing gene expression of candidate markers from scRNA-seq.
- c. Immunostaining of mouse tissue for Sox9⁺ cells and their progeny (GFP, in green) at e15.5 (E-cadherin, Zeb2, Insm1, and Sst in red) and e17.5 (Nkx6-1, Acly, Ghrl, and Chga in red). Scale bars=20um.

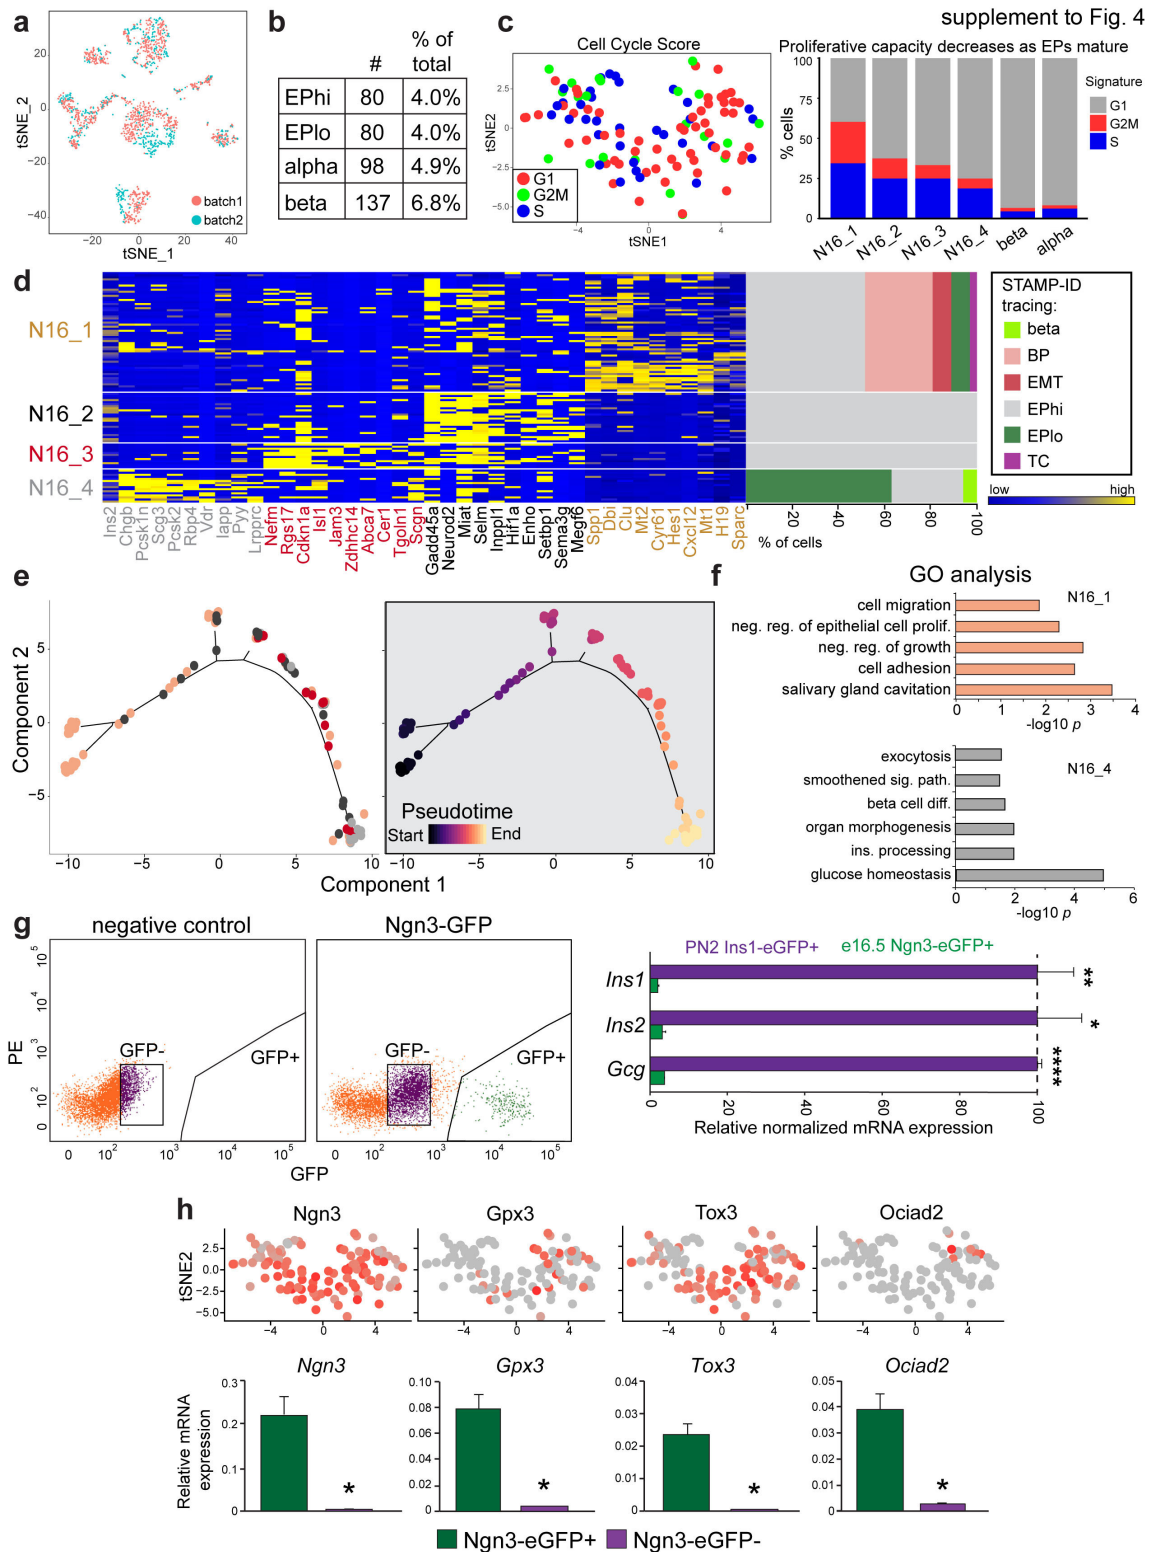

- a. Batch analysis of e16.5 droplet-based scRNA-seq. Batch 1 is composed of 12 embryos from a single litter while batch 2 is composed of 9 embryos from a second litter.
- b. Number and percentage of EPhi, EPlo, alpha, and beta cells from Fig. 4a.
- c. Cell cycle phase analysis of e16.5 *Ngn3*⁺ cells. The approximate cell cycle phase was calculated by scoring individual cells on their expression for S-phase genes, G1 genes, and G2M transition genes as defined by Kowalczyk et al (2015)¹.
- d. Four e16.5 *Ngn3*⁺ cell subtypes are transcriptionally distinct and represent different developmental stages. Heatmap showing top 10 differentially expressed genes (x-axis) of single *Ngn3*⁺ cells (y-axis). Expression ranges from blue (low) to high (yellow). STAMP ID tracing of percent composition for each *Ngn3*⁺ cell subtype is shown to the right.
- e. Ordering of single e16.5 *Ngn3*⁺ cells through pseudotime using Monocle. On the left, cells ordered through pseudotime are depicted by *Ngn3*⁺ cell subtype. On the right, single cells are shown colored by pseudotemporal ordering.
- f. N16 clusters reflect stages of *Ngn3*⁺ cell maturation. Gene ontology (GO) analysis reveals enriched functions in N16_1 and N16_4.
- g. Fluorescence-activated cell sorting (FACS) plots showing e16.5 *Ngn3*-eGFP mice. Post-sort purity check of isolated *Ngn3*-eGFP (GFP) cells, showing cells to be 96.7% eGFP⁺. qPCR shows the expression of *Ins1*, *Ins2*, and *Gcg* in e16.5 *Ngn3*-eGFP⁺ cells relative to *Ins1*-eGFP. Samples are normalized to *Gapdh*. N=3 biological replicates, N=2 technical replicates. Error bars are SEM. *p<0.05, **p<0.01, ****p<0.001.
- h. Droplet-based RNA-seq revealed pancreatic genes not yet described in embryogenesis. Feature plots show candidate gene expression while qPCR shows the expression of *Ngn3*, *Gpx3*, *Tox3*, and *Ociad2* in e16.5 EPs and non-EPs. Samples are normalized to *Gapdh*. N=3 biological replicates, N=2 technical replicates. Error bars are SEM. *p<0.05.

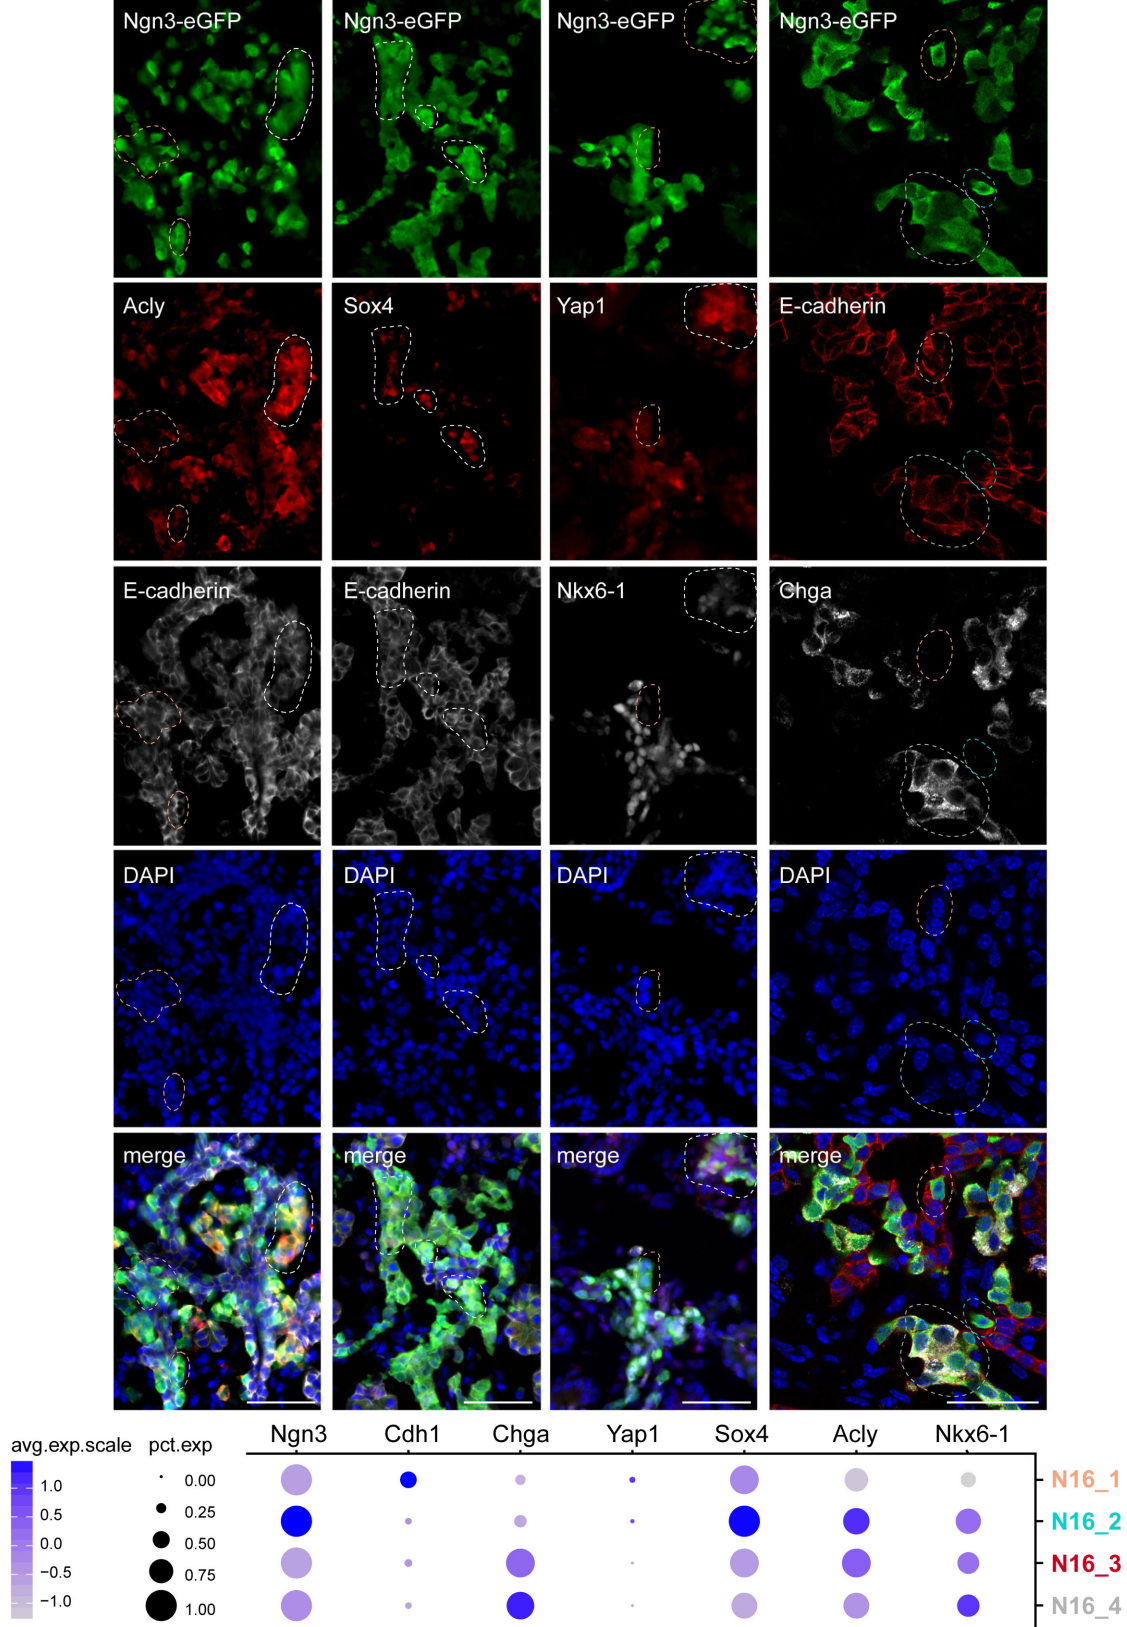

Supplementary Figure 12. Validation of e16.5 *Ngn3*+ cell subtypes.

Immunostaining of e16.5 mouse pancreatic sections (top). *Ngn3*⁺ subtypes are circled by color (N16_1 in tan, N16_2 in teal, N16_3 in maroon, and N16_4 in gray). Scale bar = 50um. Dot plot showing gene expression in *Ngn3*⁺ cell subtypes (bottom).

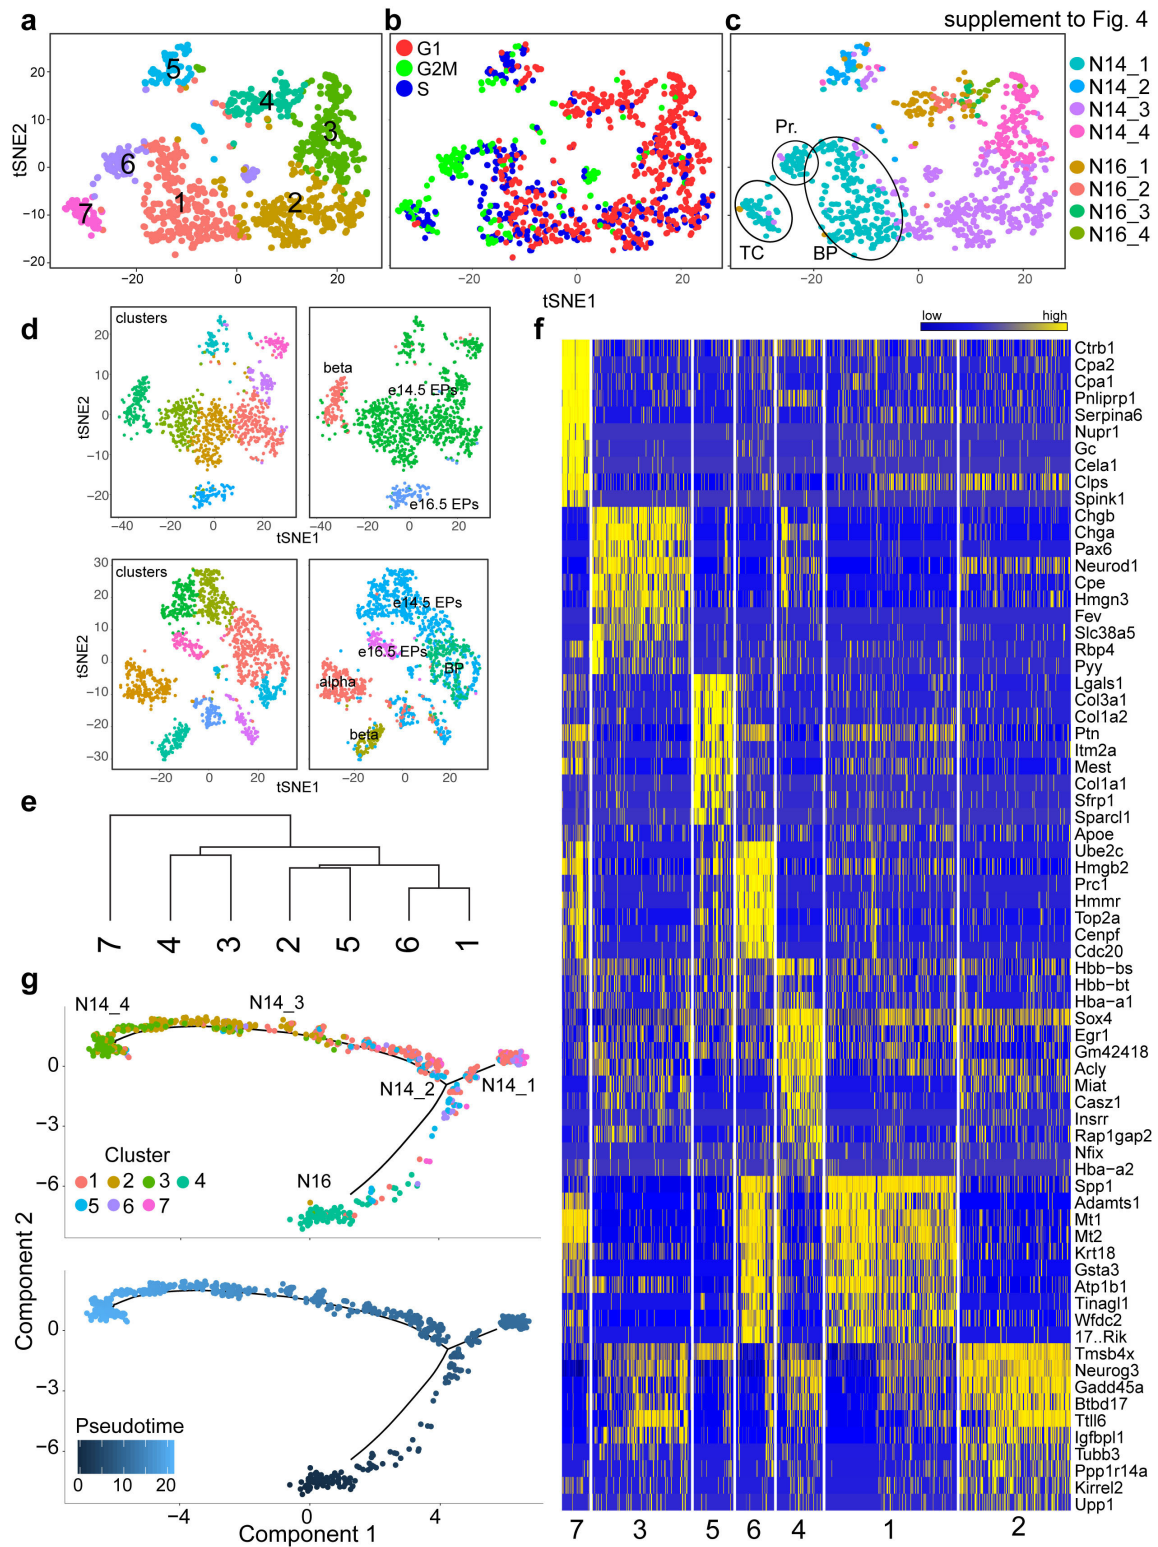

Supplementary Figure 13. Merged single *Ngn3*⁺ cell transcriptomes from e14.5 and e16.5

show that *Ngn3*⁺ cells are temporally distinct.

- a. tSNE representation of merged single *Ngn3*⁺ cell transcriptomes from e14.5 and e16.5.
- b. Cell cycle phase analysis of merged e14.5 and e16.5 EPs. The approximate cell cycle phase was calculated by scoring individual cells on their expression for S-phase genes, G1 genes, and G2M transition genes as defined by Kowalczyk et al (2015)¹.
- c. tSNE representation of merged single *Ngn3*⁺ cell transcriptomes from e14.5 and e16.5, tracing the original cluster identity. EP16 cells cluster into cluster 4 from Fig. 6a.
- d. *Ngn3*⁺ cells are divergent even when compared to distinct cell types including BPs, alpha cells, and beta cells. On the left, clustering by Seurat. On the right, original cell identity.
- e. Dendrogram showing the relationships between merged e14.5 and e16.5 *Ngn3*⁺ clusters.
- f. Merged EP subtypes are transcriptionally distinct. Heatmap showing top 10 differentially expressed genes (x-axis) of single e14.5 and e16.5 *Ngn3*⁺ cells (y-axis). Expression ranges from blue (low) to high (yellow).
- g. Ordering of single merged e14.5 and e16.5 *Ngn3*⁺ cells through pseudotime using Monocle. At the top of the panel, cells ordered through pseudotime are depicted by EP subtype. At the bottom, single cells are shown colored by pseudotemporal ordering.

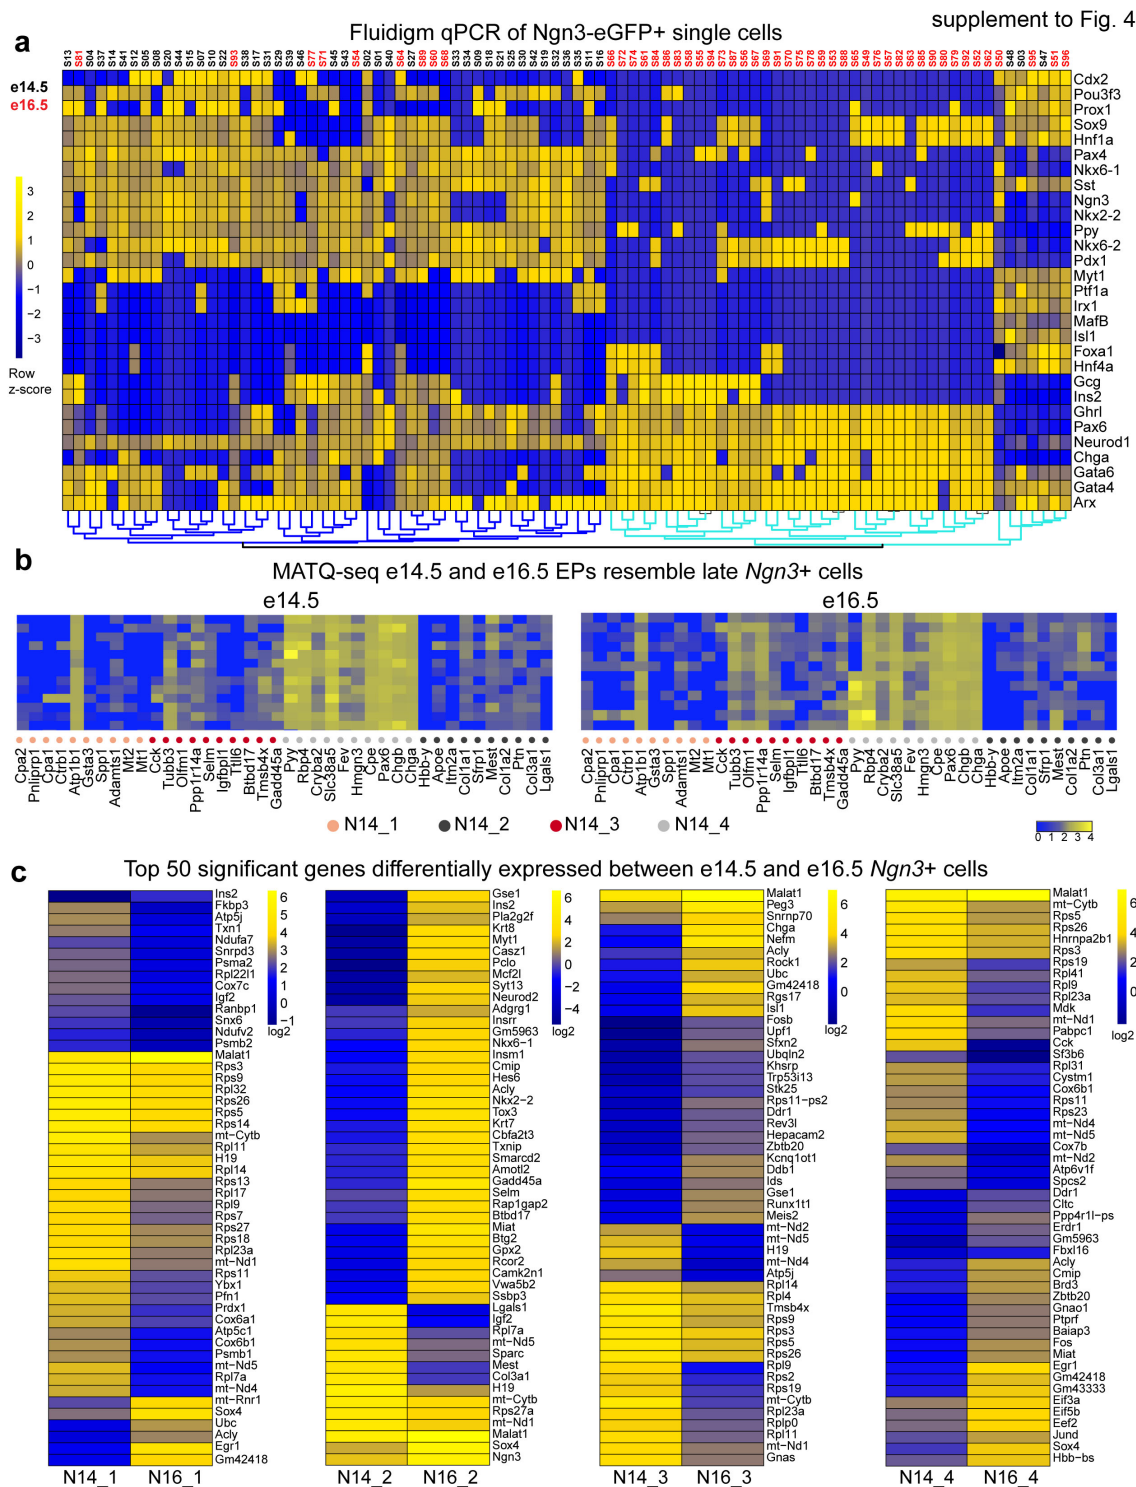

Supplementary Figure 14. Fluidigm C1 analysis, MATQ-seq, and Drop-seq show that

EPs from e14.5 and e16.5 are distinct.

- a. Single EPs from e14.5 and e16.5 cluster apart. Heatmap from Fluidigm single cell qPCRs from e14.5 and e16.5 *Ngn3*-GFP⁺ cells. A total of 92 cells at e14.5 and 138 cells at e16.5 were assessed. Gene expression is shown on the y-axis while single cells are shown on the x-axis.
- b. Heatmap showing gene expression from MATQ-seq corresponding to those shown in by droplet-based RNA-seq at e14.5. Dot color below indicate population identity.
- c. Comparison of e14.5 and e16.5 *Ngn3*⁺ cell subtypes. Heatmaps show top 50 most differentially expressed (adj. p value) genes by log2 expression.

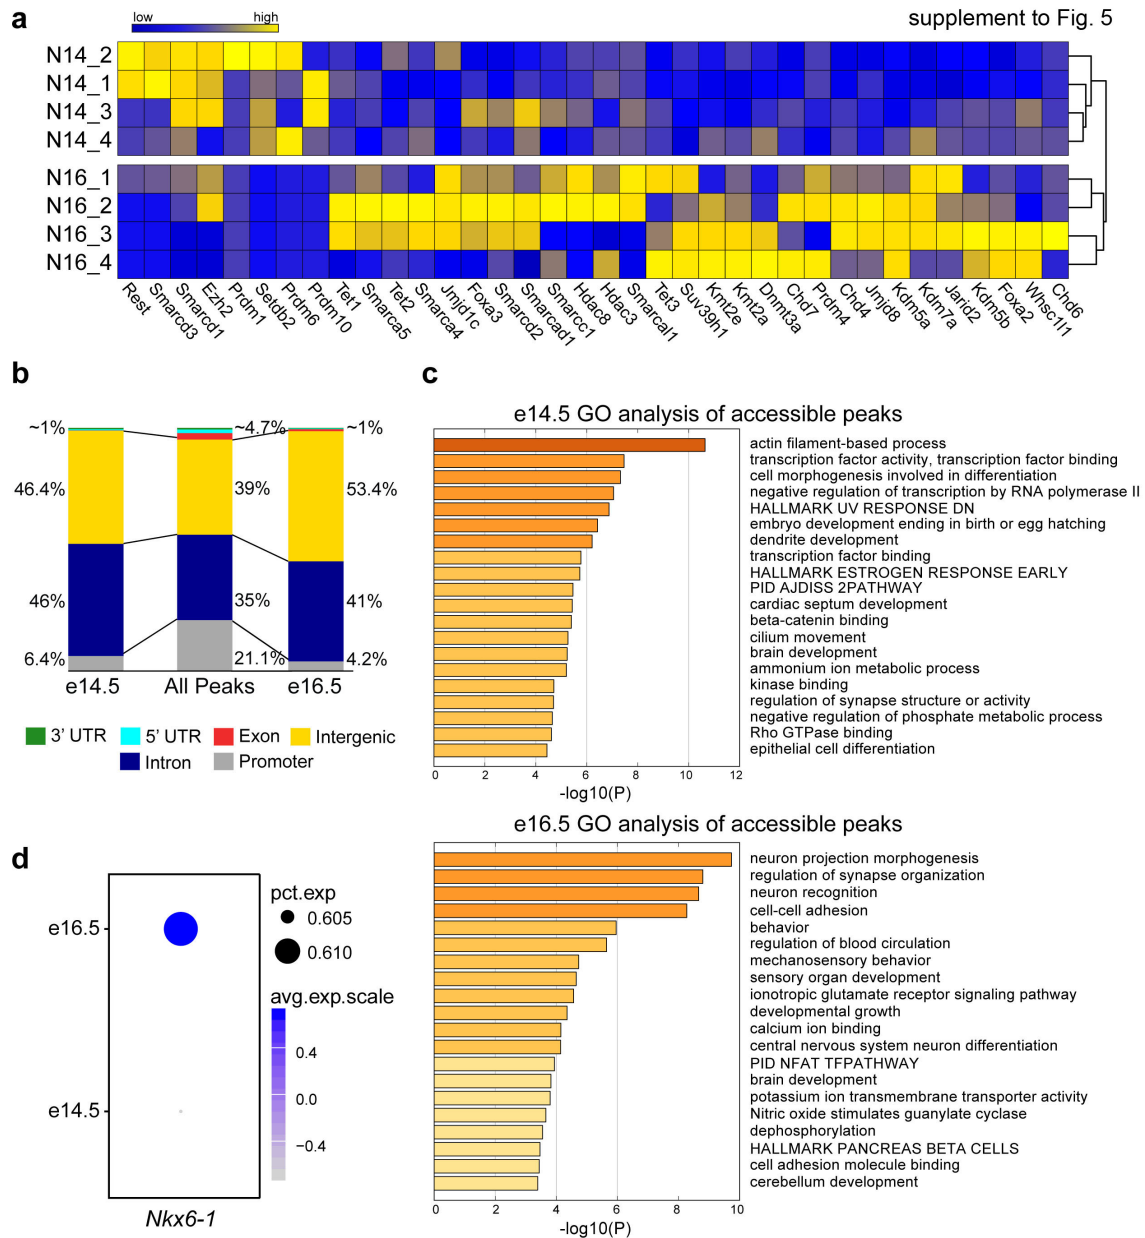

Supplementary Figure 15. Chromatin dynamics change in EPs from e14.5 to e16.5.

- Heatmap showing gene expression from droplet-based single cell RNA-seq of EP subtypes at e14.5 and e16.5 for select epigenetic related genes.
- Annotation of ATAC peaks from e14.5 and e16.5 Ngn3-eGFP+ EPs.
- Gene ontology (GO) analysis of enriched accessible peaks in e14.5 and e16.5 Ngn3-eGFP+ cells.
- Expression of *Nkx6-1* by droplet-based scRNA-seq in *Ngn3*+ e14.5 and e16.5 cells.

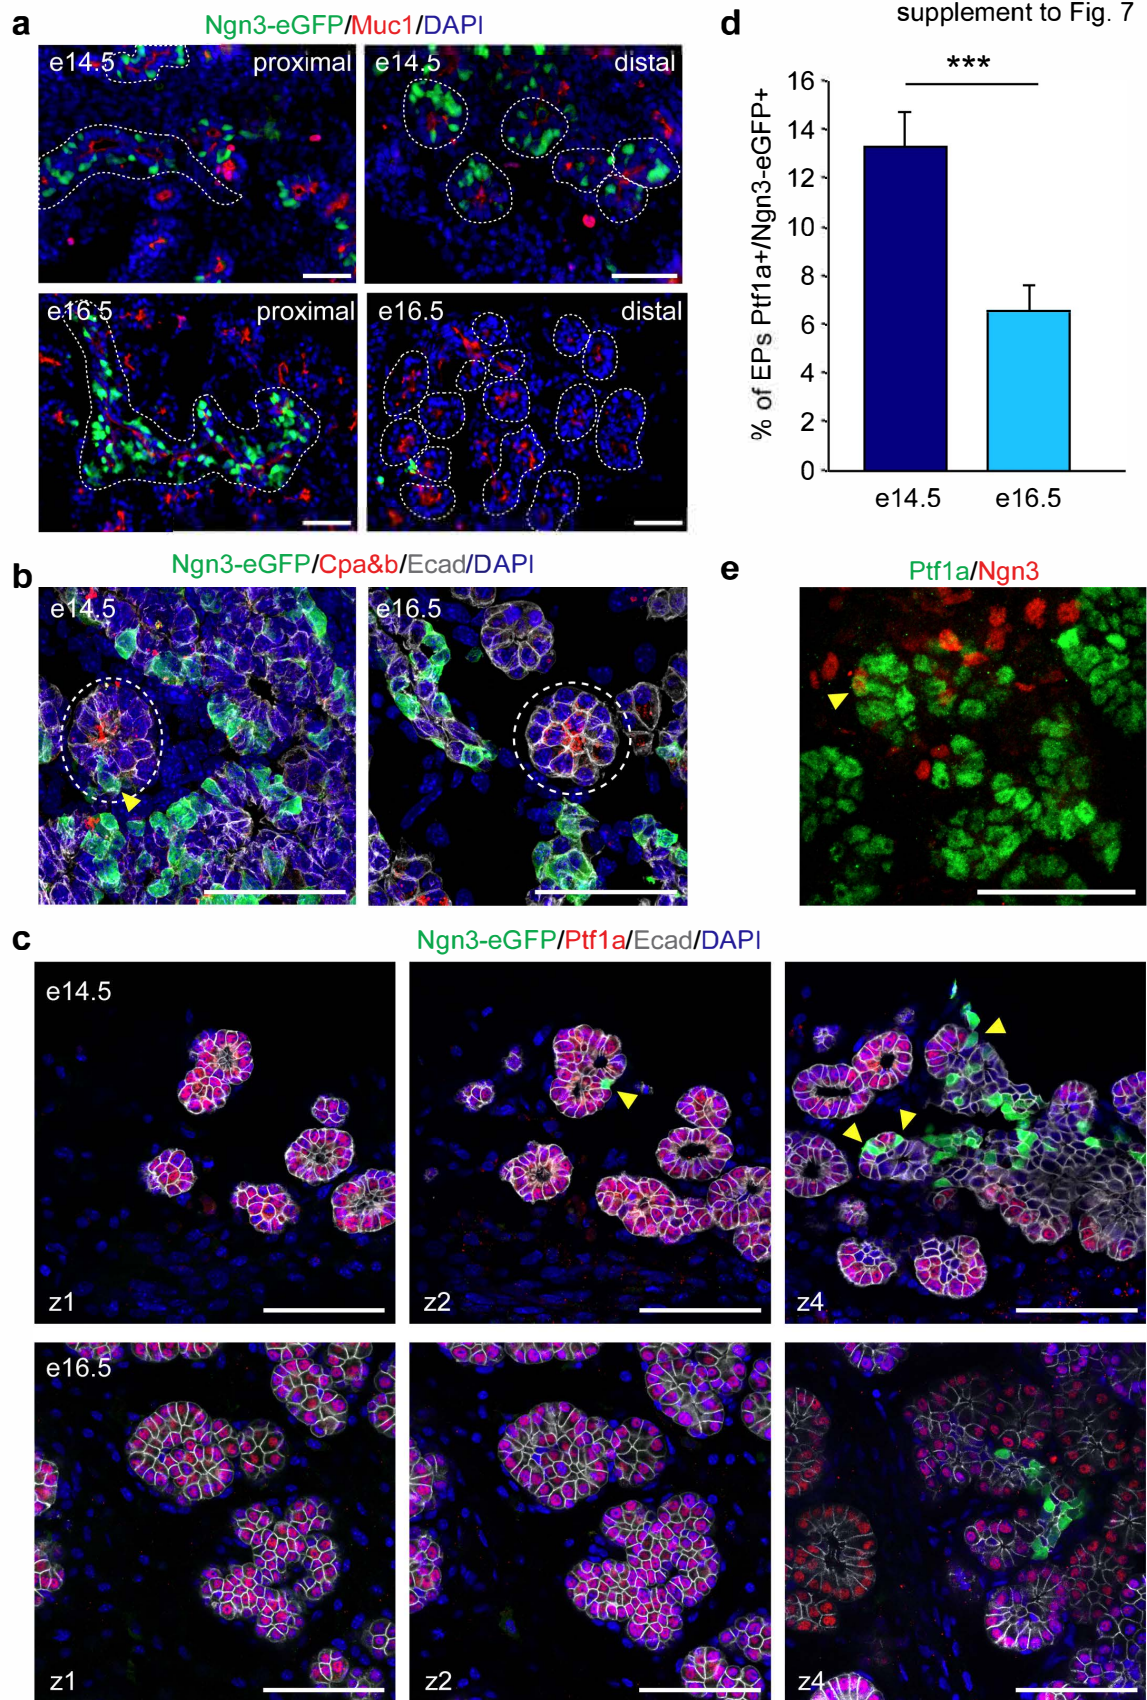

Supplementary Figure 16. EPs form in e14.5 TCs but not in e16.5 TCs.

- a. Immunostaining of e14.5 and e16.5 pancreas for EPs (Ngn3-eGFP in green), apical epithelium (Muc1 in red), and nuclei (DAPI in blue). Proximal and distal regions of tissue are shown with white dashed lines outlining trunk and tip regions. Scale bars=50um.
- b. Immunostaining of e14.5 and e16.5 pancreas for EPs (Ngn3-eGFP in green), TCs (Cpa&b in red), epithelium (Ecad in white), and nuclei (DAPI in blue). White dashed line outlines a cluster of tip cells. Scale bars=50um.
- c. Z-sections from whole mount immunostained optically cleared tissue at e14.5 and e16.5. EPs are shown in green (Ngn3-eGFP), TCs in red (Ptf1a), epithelium in gray (Ecad), and nuclei in blue (DAPI). Scale bars=50um.
- d. Quantification of EPs in TCs. Ngn3-eGFP and Ptf1a co-stained cells were counted before counting total Ngn3-eGFP+ cells to determine the percentage of EPs that were Ptf1a+. N=6 biological replicates and 22 sections at e14.5; N=5 biological replicates and 12 sections at e16.5. *** $p<0.005$.
- e. Immunostaining of e14.5 pancreas for Ngn3 protein (in red) and Ptf1a to mark TCs (in green). Yellow arrow indicates cell co-expressing both markers. Scale bar=50um.

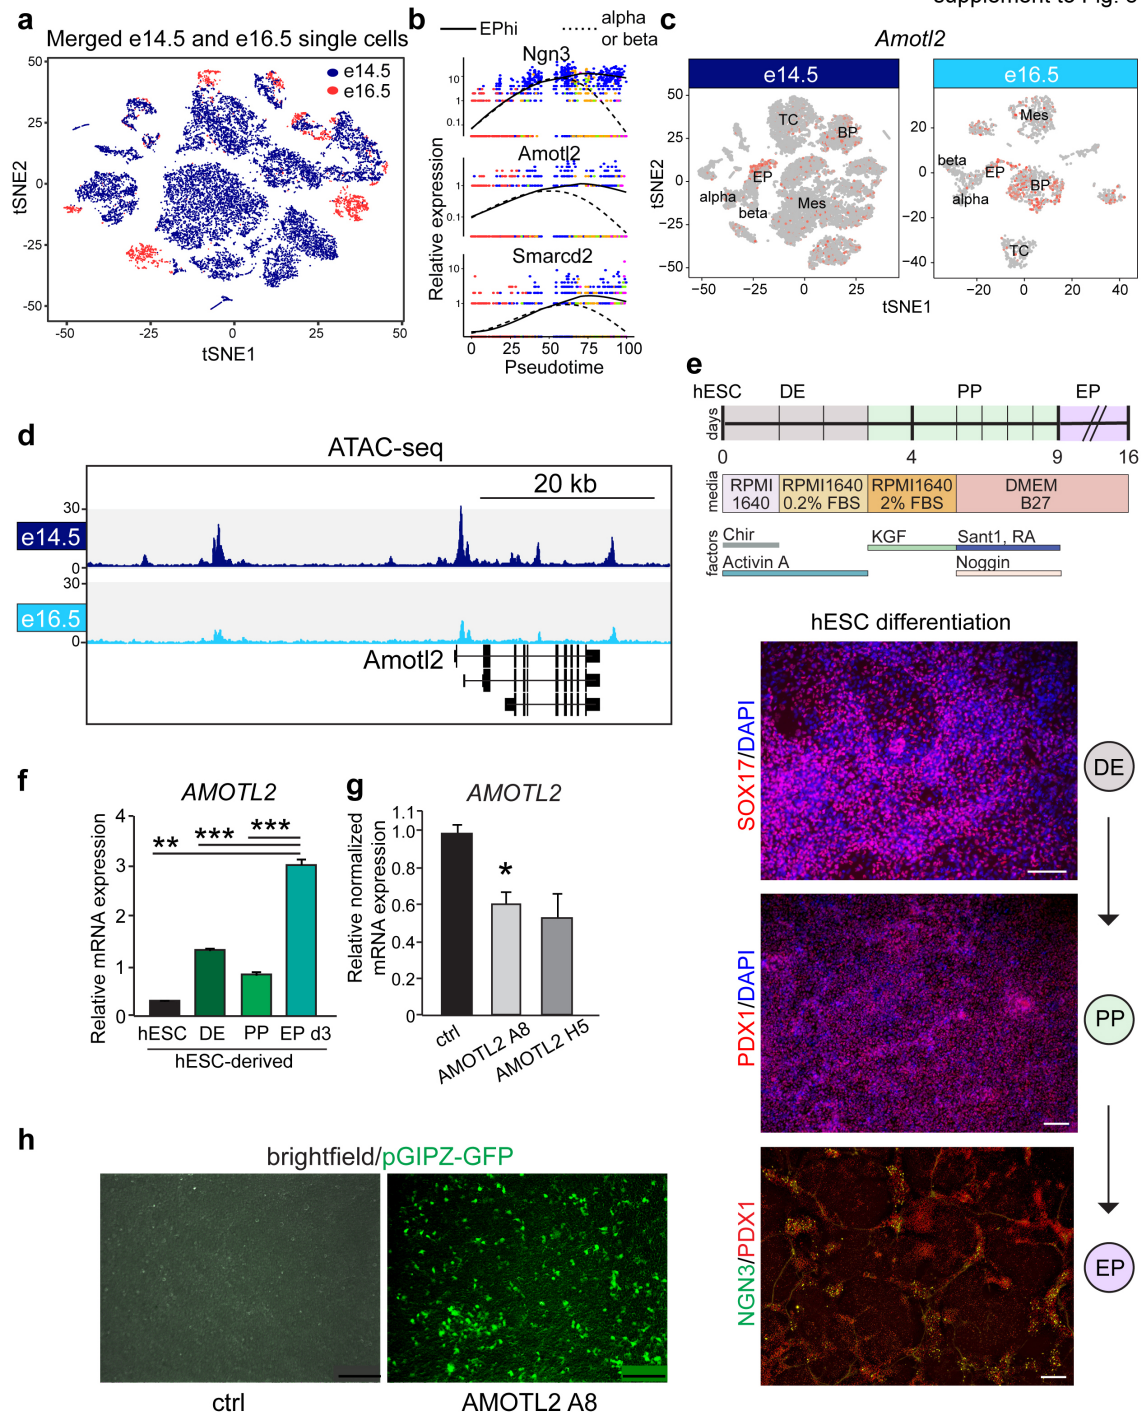

Supplementary Figure 17. AMOTL2 loss-of-function in hPSC-derived pancreatic cells.

a. tSNE representation of merged e14.5 and e16.5 single cells from the whole pancreas.

Blue dots are cells are from e14.5 while red dots are cells from e16.5.

- b. Pseudotime plots are shown on the right of *Ngn3*, *Amotl2*, and *Smadcd2*, with the solid line showing EPhi cells (early EPs) and the dotted line showing alpha or beta cells.
- c. tSNE representation of single cells expressing *Amotl2* at e14.5 and e16.5 in EPs, with gray indicating no expression and red indicating high expression.
- d. ATAC-seq profiles of *Amotl2* from e14.5 (shown in navy) and e16.5 (shown in light blue) EPs, after normalization and combination of all biological replicates. Genomic loci: chr9:102,577,350-102,643,781
- e. Differentiation of hESCs into pancreatic cells. On the top, differentiation scheme. Below, immunostaining of SOX17, PDX1, and NGN3 shows a representation of hESC differentiation to the definitive endoderm (DE), pancreatic progenitor (PP), and EP stages. ~95% of cells express SOX17 at definitive endoderm stage, ~90% express PDX1 at the PP stage, while ~50% of cells express NGN3 at the EP stage. Scale bars=100um
- f. qPCR showing *AMOTL2* expression in human *in vitro* pancreatic directed differentiation. d3, day 3. N=3 biological replicates, N=2 technical replicates. Scale bars are SEM, $**p<0.01$, $***p<0.005$ compared to EP d3.
- g. *AMOTL2* expression using two different shRNAs, with A8 providing the most efficient knockdown. N=3 biological replicates, N=2 technical replicates. Error bars are SEM. $*p<0.05$.
- h. Viral efficiency of pGIPZ *AMOTL2* A8 shRNA as indicated by GFP expression.

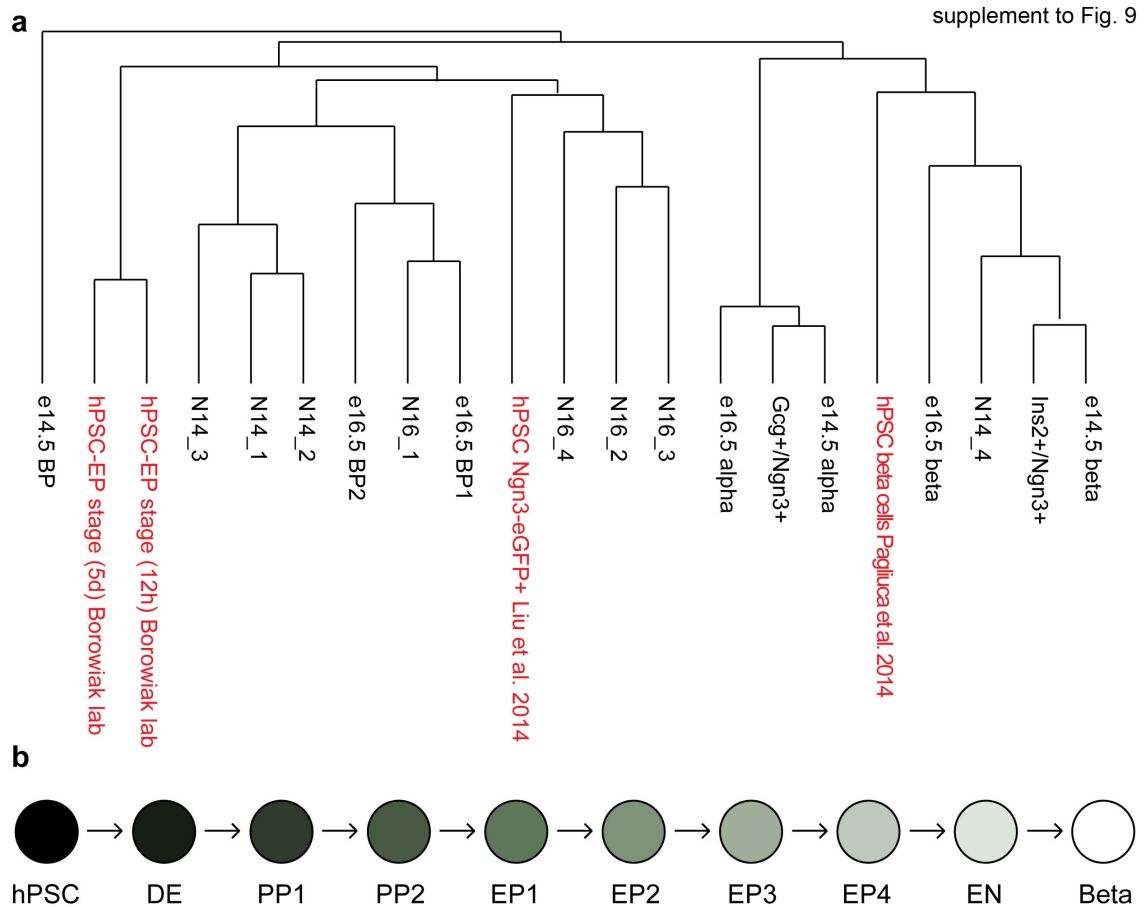

Supplementary Figure 18. Comparing the fidelity of *in vitro* hPSC-derived pancreatic cells to *in vivo* murine cells.

- a. Dendrogram showing the relationship of hPSC-derived pancreatic cells from various labs to *in vivo* murine pancreatic cell types. hPSC-EP stage cells 12 hours (12h) or 5 (5d) days after the start of the EP stage are related to e16.5 *Ngn3*⁺ cells. hPSC-derived EP stage *Ngn3*-GFP⁺ cells from Liu et al. (2014)² very closely resemble late e16.5 *Ngn3*⁺ cells, indicating these cells have a high potential for the beta cell fate. hPSC-derived beta cell stage cells from Pagliuca et al. (2014)³ resemble murine beta cells.
- b. New differentiation scheme to direct hPSCs to the beta cell fate, with four distinct phases of EP stage cells.

Supplementary Table 1. Primary antibody information.

Antibody	Cat. #	Source	Dilution
Ins	A056401	Dako	1:1000
Gcg	sc-7779	SCBT	1:200
Cpa1/Cpa2/Cpb	ab181146	Abcam	1:100
Ngn3	N/A	Maike Sander	1:2000
Vim	AB5733	Millipore	1:400
Dcn	6D6	DSHB	1:100
Ptf1a	N/A	Christopher Wright	1:10,000
Ociad2	NBP1-77085	NovusBio	1:20
Ppp1r1a	ab40877	Abcam	1:100
Dcdc2	ab157186	Abcam	1:100
Rbfox2	N/A	Thomas Cooper	1:500
GFP	ab13970	Abcam	1:1000
Chga	ab15160	Abcam	1:100
Zeb2	sc-271984	SCBT	1:100
Neurod1	sc-1084	SCBT	1:100
Nkx6-1	F55A10	DSHB	1:100
E-cadherin	AF-748	R&D Systems	1:500
Mucin1	HM1630P0	Fisher Scientific	1:400
Acly	NBP2-37429	Novus Bio	1:50
Sox4	N/A	Michael Wegner	1:500
Stat3	4904S	CST	1:100
Nfia	HPA006-111	Sigma Aldrich	1:100
Col4a1	AB756P	Millipore	1:100

Yap1	NB110-58358	Novus Bio	1:100
Rab7	ab50533	Abcam	1:100
NGN3	RES4129	BCBC	1:100
SOX17	BAF1924	R&D Systems	1:100
PDX1	R&D Systems	AF2419	1:100

Supplementary Table 2. Primer sequences.

Gene	Species	f (5'-3')	r (5'-3')
<i>Gapdh</i>	Mouse	aatgtgtccgtcgtggatctga	agtgtagcccaagatgcccttc
<i>Ngn3</i>	Mouse	aggttgtgtgtctctgggg	gtcactgactgacctgctgc
<i>Ins1</i>	Mouse	ggagcgtggcttcttctaca	ctgcagcactgatccacaat
<i>Ins2</i>	Mouse	tctacaatgccaccacgcttctg	tttgtcaagcagcacctttg
<i>Gcg</i>	Mouse	tggtgctcatctcgtcagag	aacaacattgccaacgtca
<i>Sst</i>	Mouse	ttctctgtctggtgggctc	cagactccgtcagtttctgc
<i>MafB</i>	Mouse	cacacgtagcaagaggtgga	agacaggctttgcgtcctaa
<i>MafA</i>	Mouse	ctctggagctggcacttctc	aggaggtcatccgactgaaa
<i>Tox3</i>	Mouse	gtggaatgtctgctcactgg	agtgcctggggtactacgg
<i>Btg2</i>	Mouse	tagccagaacctttggatgg	gcgagcagagactcaaggtt
<i>Ociad2</i>	Mouse	tctcctctgtggatgtgcag	agtgtccactcatgggaacc
<i>Malat1</i>	Mouse	caggaaggtgaagaaaaagctg	gaatgctggcatccaaagt
<i>TBP</i>	Human	tgtgcacaggagccaagagt	atcttctgctgccagtctgg
<i>INS</i>	Human	agcctttgtgaaccaacacc	gctggtagaggagcagatg
<i>AMOTL2</i>	Human	catctctcgtccagcttct	cctggcaagcaagacacag
<i>GCG</i>	Human	aagcatttactttgtggctggatt	tgatctggatttctcctctgtgtct

Supplementary references

1. Kowalczyk, M.S. et al. Single-cell RNA-seq reveals changes in cell cycle and differentiation programs upon aging of hematopoietic stem cells. *Genome Res* 25, 1860-1872, doi:10.1101/gr.192237.115 (2015)
2. Liu, H. et al. Systematically labeling developmental stage-specific genes for the study of pancreatic beta-cell differentiation from human embryonic stem cells. *Cell Res* 24, 1181-1200, doi:10.1038/cr.2014.118 (2014).
3. Pagliuca, F.W. et al. Generation of functional human pancreatic beta cells in vitro. *Cell* 159, 428-439, doi:10.1016/j.cell.2014.09.040 (2014).

# Supplementary material for: Endocrine lineage biases arise in temporally distinct endocrine progenitors during pancreatic morphogenesis
**Source:** Nat Commun. 2018 Aug 22;9:3356. doi: 10.1038/s41467-018-05740-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Enriched genes in different subtypes of e14.5 pancreatic cells.

File Name: Supplementary Data 2

Description: Enriched genes in e14.5 Ngn3+ cell subtypes.

File Name: Supplementary Data 3

Description: Kinetic clusters of genes changing in e14.5 Ngn3+ cells over pseudotime. 2

File Name: Supplementary Data 4

Description: Comparison of genes changing in e14.5 mouse Ngn3+ cell maturation compared to human EP development.

File Name: Supplementary Data 5

Description: Enriched genes in different subtypes of e16.5 pancreatic cells.

File Name: Supplementary Data 6

Description: Enriched genes in e16.5 Ngn3+ cell subtypes.

File Name: Supplementary Data 7

Description: Kinetic clusters of genes changing in merged e14.5 and e16.5 Ngn3+ cells over pseudotime.

File Name: Supplementary Data 8

Description: Enriched e14.5 ATAC-seq peaks.

File Name: Supplementary Data 9

Description: Annotation of enriched e14.5 ATAC-seq peaks.

File Name: Supplementary Data 10

Description: Enriched e16.5 ATAC-seq peaks.

File Name: Supplementary Data 11

Description: Annotation of enriched e16.5 ATAC-seq peaks.

How the deposited data were processed for this re-analysis (not part of the article)

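Single-cell RNA-seq of whole mouse pancreas by Drop-seq was analysed at e14.5 and e16.5. The deposited table of each stage holds UMI counts, whole numbers of distinct molecules per gene and cell barcode, with no normalization. According to the paper and the submitters' processing notes, the authors made these counts with the Drop-seq tools, Picard and STAR on the mouse genome mm10, kept cells with at least 500 genes and merged the matrices of the libraries of a stage. Seurat 1.4.0.5 is named for their later analysis, and versions of Picard and STAR are not given in the sources used here. At e14.5 the column names mark 3 runs, and at e16.5 they mark none. The paper describes 3 batches of 1 litter each at e14.5, and which run is which batch was not assumed. In both tables each listed gene has a UMI in at least 3 cells. The e16.5 table lists 9076 genes and the e14.5 table 21753, with 9063 in both, so comparisons between the stages used the UMIs of those 9063 genes. Counts of genes with overlapping annotation or near-identical copies may be split by the authors' counting, which no step here could check.

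No filter on cells was applied. Each stage was clustered by itself. Counts were scaled to 10000 UMIs per cell, the natural log of 1 plus the value was taken, 2000 variable genes were kept, the UMI number and mitochondrial share were regressed out, and 22 principal components were computed. A graph of 30 nearest neighbours, with shared-neighbour weights under 1 in 15 removed, was clustered by the Leiden method at a resolution of 2. A cluster took the name of the class whose markers had the highest mean log2 fold over the other cells, if that mean was at least 1 and at least 3 of the markers had 10 UMIs and a log2 fold of at least 1. It stayed unnamed where its 10 leading genes held more markers of another class or were largely mitochondrial, or where it was shallow and none of its markers was among those 10 genes. The resolution of 2 and these thresholds were set after a first clustering of these data, and so was the rule on mitochondrial genes, while the marker lists were not changed. Each cell got a score for the share of simulated doublets among its 51 nearest neighbours, and the 5% of cells with the highest score were called doublets. This share was set and not estimated, and doublets were kept unless stated. Cells with at least 1 Neurog3 UMI were clustered again at the lowest resolution that gave 4 clusters, the number that the paper reports. The 4 clusters were ordered by BP and tip markers, mesenchyme markers and endocrine markers, with the condition that the mesenchymal cluster be led by mesenchyme markers added after the clusters were seen. Cell cycle phases came from 43 S-phase and 54 G2/M-phase genes at e14.5, and 38 and 50 at e16.5, each gene set against 100 control genes out of 25 expression bins, with a cell called S or G2/M where its higher score was above 0.

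Levels are UMIs summed over a class per 10000 UMIs. Levels and their ratios carry exact Poisson or conditional binomial 95% intervals and shares exact Clopper-Pearson 95% intervals, which cover counting error only. A count of 0 allows up to 3 UMIs or cells. At e14.5 the UMIs of each run and class were summed, which gave 3 sums for either side of a comparison, and compared by edgeR's quasi-likelihood test on TMM-normalized sums of genes kept by edgeR's filter, with run as a block and Benjamini-Hochberg adjustment at a threshold of 0.05. The runs pair the sums, since each run gave both classes. The deviations of the sums of a run from their class means correlated across genes at 0.386, 0.318 and 0.165 in runs 1, 2 and 3 for EPhi against EPlo, at 0.499, 0.433 and 0.395 for BPs against other cells and at 0.376, 0.308 and 0.135 for beta against alpha cells. For the tip-like Ngn3+ cluster these were 0.304, 0.140 and 0.0509, for the mesenchymal 0.247, 0.0559 and 0.0626, for the progenitor 0.414, 0.259 and 0.179 and for the endocrine cluster 0.389, 0.280 and 0.122. No stage was tested against the other, because the e16.5 cells are 1 sample and cells are not replicates.

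The tests were run on simulated counts with 200 changed genes before use. These counts held no differences between runs other than depth. Of the genes changed 2-fold, 53% were recovered for EPhi against EPlo, 72% for BPs, 61% for beta against alpha cells and 38%, 7%, 57% and 45% for the tip-like, mesenchymal, progenitor and endocrine Ngn3+ clusters. Of the genes changed 4-fold, 86%, 92%, 85%, 84%, 66%, 95% and 85% were recovered in the same order. The software was R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2.

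Genes named in the text are those that the paper names for a claim and, for each main comparison, the 10 genes with the largest ratio in each direction among genes with at least 50 UMIs over both groups, UMIs in at least 10 cells of the higher group and a lower 95% limit of the ratio over 1.5. Ratios were taken against a floor of 3 UMIs, and markers that define either group were left out. Values in the study's supplementary tables had been seen when this rule was written. The lists described as groups are proliferation, S-phase and G2/M-phase genes, the Notch and Hippo pathways, delamination and EMT, epithelial genes, chromatin regulators, secretory granule and exocytosis genes, beta cell, alpha cell and islet hormone genes, stress and immediate early genes, nuclear RNA, hemoglobin, and spleen and stomach mesenchyme. The alpha and beta cell lists hold markers that also named the classes, and counts for a comparison leave out genes that name its groups.

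Alternatives were other clustering settings, removal of called doublets or shallow cells, other thresholds for Neurog3 and phase, gating by hormone UMIs with at least 5 UMIs, other denominators, thinning to 1000 UMIs, DESeq2, no filter on low counts, no block and each run left out. The lists without hormone genes were added after seeing the data, as were the doublet test, the tests on hormone and acinar RNA and the other splits of the sums given among the additional observations. Ngn3+ cells of e16.5 could not be selected, since Neurog3 is not among the genes of the table used here, and settings planned for them were not run. ATAC-seq, plate-based and bulk RNA-seq, immunostaining and human cells of the study were not analysed here.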

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

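The genes named here were picked after their values were seen, among the genes with the largest differences between beta-like and alpha-like cells at e14.5. Each is a peptide hormone or neuropeptide gene that the paper's text does not discuss. With at least 134 UMIs each, they lie above the limit that a count of 0 allows in their class by the way they were chosen, so that limit tests nothing here. Gast, the gastrin gene, stood at 19.5 UMIs per 10000 in alpha-like cells, with 2013 UMIs in 57.1% of the cells, against 0.0242 in mesenchyme-like cells, where 0.490% held a UMI. Cartpt stood at 15.0 UMIs per 10000 in alpha-like cells, with 1542 UMIs in 23.4% of the cells, against 0.0104 and 0.175% in mesenchyme. Gal, the galanin gene, stood at 1.30 UMIs per 10000 in alpha-like cells, with 134 UMIs in 14.9% of the cells, and at 0 in mesenchyme. The limit from a count of 0 in alpha-like cells was 0.0291 UMIs per 10000. Npy, the neuropeptide Y gene, stood at 12.4 UMIs per 10000 in beta-like cells, with 722 UMIs in 25.8% of the cells, against 0.00693 and 0.140% in mesenchyme and a limit of 0.0515. Median depths were 2237.5 UMIs in alpha-like, 2460.5 in beta-like and 1669 in mesenchyme-like cells.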

How the results depend on the processing

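The lists without hormone genes and the other splits of the sums were chosen after seeing the data, and every other alternative was planned. Under the alternatives, 129 values of the main results stayed within their spread, or within 1.5 times for counts, 72 moved and 4 reversed, and 246, 85 and 19 values of single genes, lists and classes did. Of 1070 tests of named genes under alternatives, 1016 kept their direction and side of the threshold, 41 lost the call, 10 gained it and 3 reversed. Under every alternative that gave a value, endocrine cells at e14.5 stayed at 9.73% to 10.1% of all cells. Beta cells likewise stayed at 12.2% to 12.9% of endocrine cells. EPs were at 5.77% to 6.14% of all cells under these alternatives, below the 6.28% of the main clustering. Clusters numbered 21 to 41 at e14.5 and 11 to 18 at e16.5. The cause of a change named here was not tested, except that DESeq2, left-out runs and fewer cells change the test or the data by construction. Depth limits the e16.5 classes, of 66 to 127 endocrine cells each, and the Ngn3+ clusters of 44 and 52 cells.

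Counts of genes that differ depended on the test. Without the replicate block of runs the counts were 870 in place of 1678 for EPhi against EPlo, 2403 in place of 4416 for BPs, 359 in place of 655 for beta against alpha cells, and 501, 283 and 351 in place of 1043, 680 and 1073 for the tip-like, progenitor and endocrine Ngn3+ clusters, and 253 in place of 274 for the mesenchymal cluster. Calls of named genes that ended without the block were Alb, Apoa1, Itga8 and Mia for BPs, Ttll6 for EPhi against EPlo, Cdh1, Mt1, Mt2 and Sox9 for the tip-like cluster, Btg2 and Dcdc2a for the endocrine cluster and Ppy and Pyy for beta against alpha cells, and no other did. By DESeq2 they were 591, 176, 291, 262 and 423 for EPhi against EPlo, beta against alpha cells and the tip-like, progenitor and endocrine clusters. With no filter on low counts the mesenchymal cluster gave 542 and the progenitor cluster 1145. Leaving out 1 run at a time gave 978 to 1403 for EPhi against EPlo, 326 to 588 for beta against alpha cells, 266 to 1521 for the tip-like, 95 to 612 for the mesenchymal, 207 to 1017 for the progenitor and 293 to 1837 for the endocrine cluster. With at least 2 Neurog3 UMIs the cluster placed earliest, 96.0% EPhi-like and so not the tip-like cluster, gave 92, and with 6 clusters the mesenchymal gave 437 and the endocrine 1792. The 3 sums against 3 make 10 splits, of which 1, the real one, gave as many genes in each comparison, too few splits for a share under 0.05. The real counts were 1678, 4416, 655, 1043, 680 and 1073 with a highest other count of 0 by edgeR, and 274 for the mesenchymal cluster with a highest other count of 86.

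The mean of e16.5 cells was 1836 UMIs with at least 500 genes required. Alpha cells were 29.1% of endocrine cells at e14.5 with 30 principal components, 29.1% with no regression, 27.0% with doublets removed, 27.6% at a higher resolution and 26.9% with at least 1000 UMIs, against 23.4%. Beta cells among alpha and beta cells were 30.0% with 30 components, 29.7% with no regression and 41.9% by the hormone gate at e14.5, against 34.7%, and 79.3% by the gate at e16.5, against 59.6%. Endocrine cells were 22.7% at e16.5 with at least 1000 UMIs, against 19.5%. A score of 0.05 as phase threshold gave 8.03% and 54.5% of endocrine and other cells in S or G2/M at e14.5 and 4.50% and 48.1% at e16.5, and thinning gave 59.9% of the others at e16.5. The cluster led by mesenchymal markers held 12.9% of Ngn3+ cells with doublets removed, when 38.6% of it was BP-like, and tip cells in the cluster placed earliest were 1.32% with at least 2 Neurog3 UMIs and 97.7% when called from UMIs of genes that helped to place the cluster, which favors a high share. Arx in late Ngn3+ cells was 1.56 UMIs per 10000 with at least 2 Neurog3 UMIs and 1.94 with 6 clusters, against 0.923. Cdh1 (-0.62), Mt1 (-1.17) and Mt2 (-1.04) were lower in that EPhi-like cluster with at least 2 Neurog3 UMIs, which compares other cells and does not turn over their difference in the tip-like cluster.

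Several ratios between the stages changed when divided by the ratio in mesenchyme. The beta cell list stood higher at e16.5 in each class, at 2.95 and 9.74 UMIs per 10000 in mesenchyme and 44.5 and 112 in EPlo, so its quotients of 0.445 in EPhi, 0.759 in EPlo and 0.452 in BPs show no fall, and its ratios without hormone genes were 1.05, 1.68 and 0.916. In EPhi it was 1.29 when thinned and 1.25 as a mean over cells, in EPlo 2.90 when thinned and 2.19 with the TMM factor, and in BPs 1.35 as a mean over cells. The alpha cell list over mesenchyme was 0.462, 0.334 and 0.310 in EPhi, EPlo and BPs, as a mean over cells 0.585, 0.541 and 0.432, and without hormone genes 0.656, 0.50 and 0.478, and in EPlo it was 0.696 when thinned and 0.501 with TMM. Chromatin regulators were 1.49 and 1.25 with TMM and 1.46 and 1.25 over mesenchyme in EPhi and EPlo. The Hippo list in BPs was 3.12 without mitochondrial, ribosomal and hemoglobin genes and 2.03 over mesenchyme. Over mesenchyme these quotients also lay on the other side of 1: the stress list in EPhi (0.452), EPlo (0.478) and BPs (0.883), the Notch list in EPhi (0.932), the proliferation (2.49) and epithelial (0.440) lists in BPs, Fosb (0.631), Egr1 (0.458), Ins2 (0.818) and Smarcd2 (0.813) in EPhi, Nr4a1 (0.460) in EPlo, and Ins1 (0.550), Ins2 (0.655), Iapp (0.448), Egr1 (0.925), Atf3 (0.677), Nkx2-2 (0.641) and Clu (0.520) in BPs. Casz1 in EPhi (0.828) did so only through the floor of 3 UMIs set for its e16.5 count in mesenchyme, so its side of 1 is not known. The mesenchyme class of e16.5 leaves out an unnamed cluster of 121 cells with mitotic genes among its leading genes. The proliferation quotient may therefore compare unlike parts of the mesenchyme.

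Not run were 3 clusters of Ngn3+ cells, since no resolution gave 3, and all alternatives for Ngn3+ cells of e16.5. No EPlo class formed at e14.5 with a lower resolution, 15 principal components or clusters without islet hormone genes, nor at e16.5 with a lower resolution, and no EPhi class at e16.5 with 15 components, so these gave no shares of EPs, alpha or beta cells.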

Differences from the paper's values

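No test in this part was chosen after a result was seen. The Ngn3+ clusters were rebuilt here and ordered by markers, and they do not match the paper's one for one. The paper's cluster 1 holds EPhi cells, BPs and tip cells together, and here 146 BP-like and 152 EPhi-like cells lay with 2 tip-like cells in the progenitor cluster, 37 tip-like and 4 EPhi-like cells in the tip-like cluster and 331 EPhi-like cells in the endocrine cluster. The shares below are therefore over unlike groups of cells and carry no direction. Of the cells of Ngn3+ cluster 2, the paper reports 78.9% in S or G2/M, and here 51.9% of the mesenchymal cluster scored so. Of the alternatives set before the data were examined, thinning to 1000 UMIs (55.3%) came within 1.5 times of the paper's share and a score of 0.05 as the threshold (48.1%) did not. For Ngn3+ cluster 3 the paper reports 81% of the cells from EPhi and 10% from EPlo, and here the progenitor cluster, which also took 44.8% from BPs, took 46.6% from EPhi and 0% from EPlo. Of the alternatives set before the data were examined, the EPhi share of 55.8% with doublets removed came within 1.5 times of the paper's and the EPlo share of 0% did not. Other alternatives split this cluster. With at least 2 Neurog3 UMIs the EPhi shares were 71.7% and 54.5%, both within 1.5 times, and the EPlo shares 1.32% and 0%, which differ. With 6 clusters the EPhi shares were 96.3%, within 1.5 times, and 52.9% and 25.4%, which differ, and the EPlo shares of 0.407%, 0% and 0% differ as well. For Ngn3+ cluster 4 the paper reports 1% from EPhi, 83% from EPlo, 9% from alpha cells and 7% from beta cells, and here the endocrine cluster took 79.6%, 14.2%, 1.68% and 2.40%. Under the alternatives set before the data were examined, the EPhi share was 78.1% with at least 2 Neurog3 UMIs, 57.4% with 6 clusters and 81.4% with doublets removed, the EPlo share 20.4%, 33.0% and 12.7%, and the alpha share 0.730%, 3.98% and 1.78%, all of which differ from the paper's. The beta share of 5.68% with 6 clusters came within 1.5 times of the paper's, and those of 0.730% and 2.29% under the other alternatives did not. Of Ngn3+ cluster 1 the paper reports 16% tip cells, and here 84.1% of the tip-like cluster were tip-like, against 1.32% with at least 2 Neurog3 UMIs, where the cluster was 96.0% EPhi-like, and 97.7% when tip cells were called from Cpa1, Cpa2 and Spp1 UMIs, alternatives set before the data were examined that both differ as well. BP and tip markers, Cpa1 and Cpa2 among them, placed that cluster first, which favors high shares, so these are no evidence against the paper's share. EP classes were rebuilt as well, and the names of the paper's cells were not used.

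The paper places Cpa1, Cpa2, Spp1 and Sox9 together among genes of its earliest Ngn3+ cluster, and here they parted over 2 clusters. Spp1 (log2 fold change 2.66) and Sox9 (1.60) were higher in the progenitor cluster, which holds the BP-like cells, and lower in the tip-like cluster (-3.54 and -0.89), where Cpa1 (4.63) and Cpa2 (4.54) were higher. The calls of Sox9 did not hold under some alternatives, in the tip-like cluster by DESeq2 and with no block among them. The paper lists Nkx6-1 as higher in EPhi and E-cadherin as higher in EPlo, and here Nkx6-1 (0.19, adjusted p = 0.23) and Cdh1 (-0.19, adjusted p = 0.55, negative values higher in EPlo) did not pass edgeR's test, while Sox4 (1.88), Chga (-2.81) and Neurod1 (-0.90) went the paper's way. It reports more Nkx6-1 in Ngn3+ cells of e16.5, and here the ratio of e16.5 to e14.5 was 1.09 (0.870 to 1.34) in EPhi and 1.18 (0.980 to 1.40) in EPlo, cells not selected by Neurog3. Ttll6 is described as lasting longer in beta cells, and here it stood at 0.0858 UMIs per 10000 in beta-like and 0.0679 in alpha-like cells of e14.5, summed over the runs. For Isl1, said to rise in developing alpha cells, beta-like and alpha-like cells of e14.5 did not differ past the threshold of edgeR's test (-0.30, adjusted p = 0.14), while at e16.5 the ratio of beta-like to alpha-like cells was 0.237 (0.187 to 0.299). The paper describes both Ttll6 and Isl1 along a pseudotime from EPs. Levels in beta-like and alpha-like cells do not follow that course, so they do not test it.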

Other observations

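Of the tests in this part, the doublet test and both tests on hormone RNA and on Cpa1 and Cpa2 in BPs were chosen after the result was seen. At e16.5, genes of the beta and alpha branches were set beside each other in 127 beta-like and 86 alpha-like cells. Nnat, an imprinted gene of beta cells, stood in beta-like cells at a ratio of 175 (88.9 to 407) to alpha-like cells, Mlxipl at 10.3 (5.67 to 21.0), Papss2 at 3.78 (2.31 to 6.56), Gjd2 at 2.44 (1.42 to 4.46), Scg2 at 2.28 (1.83 to 2.88) and Ociad2 at 1.95 (1.21 to 3.26). Sytl4 had 268 UMIs in beta-like cells and 1 in alpha-like cells, Npy 139 and 1, Adra2a 83 and 1, Mapt 73 and 2, and the glucose transporter gene Slc2a2 99 and 0. On the alpha side, Gast had a ratio of 0.00417 with 2 and 228 UMIs, Peg10 one of 0.0542 (0.0390 to 0.0736), Pyy 0.110 (0.102 to 0.120), Isl1 0.237 (0.187 to 0.299) and Gpx3 0.325 (0.259 to 0.406). Mafb (1.06, 0.808 to 1.41) and Sst (0.956, 0.807 to 1.13) had intervals that hold 1. These intervals cover counting error in 1 sample. The hormone genes that named the classes, Gcg, Ins1, Ins2 and Iapp, are left out. Gast, Pyy and Sst are hormone genes too and may have helped to form the clusters.

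Of 8 nuclear RNA genes, 1 was higher in EPhi than in EPlo, 3 were lower and 4 did not pass at an adjusted p under 0.05 from edgeR (1 and 3 when adjusted over the list alone). In the tip-like Ngn3+ cluster 4 of 5 tested were lower than in other Ngn3+ cells (4 over the list alone), and in the endocrine cluster 2 of 7 were higher (2 over the list alone).

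One pattern is Neurog3 in 52 Ngn3+ cells of mesenchymal profile at e14.5, for which free RNA, doublets and delaminating progenitors were weighed. The 7 EPhi markers other than Neurog3 gave 140 UMIs against 115 expected from Neurog3-negative cells of the same clusters, a ratio of 1.21 (1.02 to 1.43), and 0.742 (0.383 to 1.30) in the 37 cells with no doublet call, so the level is in line with free Neurog3 RNA, although 8 of the 52 cells sat in EPhi or EPlo clusters, whose cells carry these markers anyway. Doublets may account for part of the cells, since 28.8% (17.1 to 43.1) were called doublets against 3.98% expected from the same clusters. Epcam and Cdh1 together had 36 UMIs over all 52 cells, a ratio of 0.582 (0.408 to 0.806) to the 61.9 expected, which goes against epithelial RNA kept above the level of their clusters, but only 3.73 of the expected UMIs belong to the cells with no doublet call, and these had 4 UMIs, a ratio of 1.07 (0.292 to 2.74), too few to tell progenitors that keep epithelial RNA from cells that do not. None of these explanations was excluded, and the biological one, delamination, stays open.

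Another pattern is that EPhi-like and EPlo-like cells of the stages stand apart. At an equal number of UMIs 76.4% of the neighbours of EPlo cells and 84.1% of those of EPhi cells came from the same stage, more than 2 SD above the highest share between e14.5 runs (69.1% with an SD of 3.23, and 72.8% with an SD of 2.28), which argues against depth as the whole cause. The SDs are over draws of cells and do not measure the spread between libraries, and the gap was the smaller one in EPlo. Cell types outside the epithelium did not agree. Mesenchyme had 86.3% by stage against 72.2% by run and macrophages 78.9% against 72.0%, which is consistent with a difference that the libraries of a stage share over cell types, while endothelial cells had 81.2% against 77.0% with an SD of 2.73, within 2 SD. With 1 sample at e16.5, such a difference between libraries and a change of the pancreas with age cannot be told apart, and whether EPs changed beyond other cells stays open in these counts. The paper's Fluidigm C1, MATQ-seq and ATAC-seq data on this question were not analysed here.

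A further pattern is hormone RNA and that of Cpa1 and Cpa2 in BPs. Ins1, Ins2 and Iapp together stood at 5.60 UMIs per 10000 in e16.5 BPs and 7.31 in e16.5 mesenchyme, a ratio of 0.766 (0.663 to 0.887), which is in line with free hormone RNA as the source in BPs. Ins1 over Ins2 was 0.164 in BPs, 0.155 in mesenchyme, 0.133 in endothelial and 0.147 in tip cells but 0.325 in beta-like cells. One source may serve the BPs, mesenchyme, endothelial and tip cells, and it was not traced to the beta-like cells. EPlo-like cells, with 485 Ins2 UMIs, had a low ratio too, at 0.115, so whether a low ratio marks free RNA is not known. Cpa1 and Cpa2 together had a ratio of e16.5 to e14.5 of 0.214 in BPs and 1.37 in mesenchyme, a quotient of 0.157 (0.122 to 0.202), which argues against a fall of their free RNA alike in all cells. The 10 tip markers went both ways in BPs, with intervals above 1 for 4, below for 3 and holding 1 for 3, so these genes do not stand for acinar RNA as a whole. Alpha-like cells, which should lack these genes, had a ratio of 0.200 (0.106 to 0.345), so free RNA of these genes that reached epithelial droplets more at e14.5 stays open beside a change in BPs themselves.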
